# Rare t(X;14)(q28;q32) translocation reveals link between *MTCP1* and chronic lymphocytic leukemia

**DOI:** 10.1038/s41467-021-26400-x

**Published:** 2021-11-03

**Authors:** Janek S. Walker, Zachary A. Hing, Steven Sher, James Cronin, Katie Williams, Bonnie Harrington, Jordan N. Skinner, Casey B. Cempre, Charles T. Gregory, Alexander Pan, Max Yano, Larry P. Beaver, Brandi R. Walker, Jadwiga M. Labanowska, Nyla A. Heerema, Krzysztof Mrózek, Jennifer A. Woyach, Amy S. Ruppert, Amy Lehman, Hatice Gulcin Ozer, Vincenzo Coppola, Pearlly Yan, John C. Byrd, James S. Blachly, Rosa Lapalombella

**Keywords:** Cancer models, Chronic lymphocytic leukaemia, Cancer genetics

## Abstract

Rare, recurrent balanced translocations occur in a variety of cancers but are often not functionally interrogated. Balanced translocations with the immunoglobulin heavy chain locus (*IGH*; 14q32) in chronic lymphocytic leukemia (CLL) are infrequent but have led to the discovery of pathogenic genes including *CCND1*, *BCL2*, and *BCL3*. Following identification of a t(X;14)(q28;q32) translocation that placed the mature T cell proliferation 1 gene (*MTCP1*) adjacent to the immunoglobulin locus in a CLL patient, we hypothesized that this gene may have previously unrecognized importance. Indeed, here we report overexpression of human *MTCP1* restricted to the B cell compartment in mice produces a clonal CD5^+^/CD19^+^ leukemia recapitulating the major characteristics of human CLL and demonstrates favorable response to therapeutic intervention with ibrutinib. We reinforce the importance of genetic interrogation of rare, recurrent balanced translocations to identify cancer driving genes via the story of *MTCP1* as a contributor to CLL pathogenesis.

## Abstract (web summary)

Some genes that are part of balanced translocations are reported as drivers for tumourigenesis. Here, the authors report a translocation involving *MTCP1* in chronic lymphocytic leukemia and show that *MTCP1* overexpression leads to the disease in a murine model.

## Introduction

Chronic lymphocytic leukemia (CLL) is the most prevalent adult leukemia in Western countries and is characterized by a mature B-cell phenotype^1^. In contrast to other chronic adult leukemias, CLL is not primarily fusion/proto-oncogene driven. Instead, CLL pathogenesis likely begins with a lymphoid primed progenitor cell that becomes transformed at either a pre- or post-germinal center developmental stage bearing *IGHV* mutational status and a distinct epigenetic pattern corresponding to points along normal B-cell development^2–5^.

During CLL transformation, loss or gain of genetic material then appears to be a key determinant of disease phenotype and clinical outcome, with chromosomal aberrations such as deletions in regions of chromosomes 11, 13, or 17 [del(11q23), (del(13q14), or del(17p13), respectively], or a gain in copy number of chromosome 12 (trisomy 12) observed in up to 80% of patients^6,7^. Alternatively, balanced translocations, specifically those including the immunoglobulin heavy chain locus (*IGH*; 14q32) resulting in constitutive overexpression of various proto-oncogenes in the B-cell compartment, occur far less frequently^8^. Despite their infrequence, molecular profiling of these rare rearrangements have revealed broad importance of previously un-recognized coding or non-coding genes critical to the pathogenesis of CLL. Practical application of this strategy facilitated understanding the role of the anti-apoptotic protein BCL2 in CLL. While abundantly present in follicular lymphoma and diffuse large B-cell lymphoma (DLBCL), the t(14;18)(q32;q21) translocation—involving the *IGH* locus and the *BCL2* gene—is a rare event in CLL (1–2% of cases)^9,10^. Yet even in absence of a t(14;18)(q32;q21) rearrangement, it was found that *BCL2* mRNA was over-expressed in virtually all CLL patients compared to normal B-cells^11^. Work to determine mechanisms driving this abnormality later revealed microRNAs *miR-15/16* as leading posttranscriptional regulators of *BCL2* and loss of *miR-15/16* as a result of 13q14 deletions substantially associate with elevated *BCL2* expression in CLL^12–14^. The pathogenic importance of this discovery subsequently led to a greater understanding of CLL disease biology and mechanisms resulting in the dramatic clinical activity demonstrated by the BH3-mimetic venetoclax^15^; ultimately contributing to the overall improvement in the therapeutic management of CLL.

Along this principle, we have identified a CLL patient with a previously undescribed t(X;14)(q28;q32) translocation, which leads to co-localization of the mature T cell proliferation 1 (*MTCP1*) coding region with the *IGH* locus, a situation analogous to the translocation of *BCL2*. Despite no known role in CLL, we found elevated *MTCP1* mRNA expression in CLL cells compared to normal B cells and that increased *MTCP1* expression in CLL patients portends poor outcomes to chemoimmunotherapy. Further interrogating this phenomenon we demonstrate the capacity for *MTCP1*  to initiate development of an aggressive murine CLL-like leukemia, revealing MTCP1 as a target for exploring the pathogenic mechanisms driving CLL. This discovery produces an in vivo model to investigate these unexplored mechanisms and to evaluate therapeutic strategies with optimal translatability to the clinical setting.

## Results

### t(X;14)(q28;q32) translocation identified in CLL

The Xq28 locus containing *MTCP1* is bicistronic, encoding two distinct transcripts as a result of an ancient insertion event^16^. *MTCP1* (previously termed p13 MTCP1) lies within the first intron of an unrelated gene *CMC4* (previously termed p8 MTCP1), with the two genes’ distinct open reading frames preceded by a shared 5’ UTR (Supplementary Fig. 1A). Previous studies, using X-ray diffraction to estimate the crystal structure of both p13 MTCP1 and p14 TCL1A proteins^17–19^, describe a high degree of overlap between both amino acid sequence and 3-dimensional protein conformation—highlighted by an eight-strand beta barrel tertiary structure remarkably unique to this family of proteins (Supplementary Fig. 1B)^20–22^. Translocations involving the *MTCP1* (Xq28) and T-cell receptor (*TCRA/D*) genes have been shown to induce constitutive *MTCP1* overexpression and is a leukemic driving event in T-cell-prolymphocytic leukemia (T-PLL)^23–26^. To date, *MTCP1* on the Xq28 locus has not been implicated in B-cell leukemia or lymphoma.

To explore a potential role for Xq28 translocations in B-cell malignancies, we screened metaphase karyotypes of 1744 cases suspected of CLL and identified eight (0.45%) with Xq28 rearrangements (Table 1). One case, a 59 year old female patient with *IGHV*-unmutated CLL, harbored a reciprocal t(X;14)(q28;q32) translocation, possibly involving the *MTCP1* coding region and the *IGH* locus. To confirm this we performed fluorescent in-situ hybridization (FISH) analysis with probes directed against the *IGH* (3’ red; 5’green) and *MTCP1* (red) loci on metaphases. This showed that 5’ *IGH* moved to the X chromosome (Fig. 1A) and *MTCP1* was indeed translocated to the 5’ end of the *IGH* locus (Fig. 1B). Combining the two probes demonstrated the *MTCP1* and 3’*IGH* probes co-localized on a chromosome 14, consistent with the results with *MTCP1* by itself, and 5’ (green) *IGH* was on an X chromosome (Fig. 1C).

**Table 1:** Clinical demographics for suspected CLL cases with Xq28 rearrangements.

Age (years)	Sex	Diagnosis	IGHV	Treated	Complexity	Karyotype^a^
59^A^	F	CLL	Unmutated	No	2	47,XX,+12[17]/47,idem,**t(X;14)(q28;q32)**[2]/46,XX[2].ish t(X;14)(5’ IGH+;3’ IGH+)
59	F	CLL	ND	Yes	3	46,X,**t(X;12)(q28;q13)**,t(3;19)(q28;q13.1),add(20)(q11.2)[9]/46,XX[10]/nonclonal[2].ish t(3;19)(BCL6+, BCL3+;BCL6−,BCL3−)
71	M	CLL	Unmutated	yes	>6	46,XY,del(6)(q13)[cp2]/45,sl,der(6)ins(6;?)(p21;?)del(6)(q21),der(8)t(8;15)(p21;q15),-15,idic(16)(p11.2),add(17)(p11.2)[cp19]/45,**t(X;12)(q28;q13)**,-Y,+8,add(9)(q22),del(11)(q21),-22[cp2]/46,XY[2] /nonclonal[1].ish add(17)(TP53−)
74	F	CLL	Mutated	Yes	4	46,XX,del(6)(q15q21)[9]/46,idem,**t(X;8)(q28;q22)**,inv(11)(p15q23)[cp3,one is 4n]/nonclonal w/clonal abnormalities[1]/46,XX[16]
59	M	Diffuse Large B-Cell Lymphoma	ND	No	>6	47,XY,der(X)**t(X;8)(q28;q24.2)ins(X;?)(q28;?)**,dup(1)(q21q42),dup(2)(q31q35),t(3;9)(q27;q32),del(7)(q22q32),der(8)**t(X;8)(q28;q24.2)**,+12,der(12)t(12;13)(q24.3;q22)x2,der(13)t(12;13)(q24.3;q12),t(14;19)(q32.3;q13.2)[cp16]/53,sl,**+der(X)t(X;8)ins(X;?)**,+4,+5,+del(7),+11,+der(12)t(12;13)[cp3]/46,XX[1]
60	M	CLL	Unmutated	Yes	>6	44,XY,del(9)(p22),psu dic(17;6)(p13;q21),dic(18;20)(p11.2;p11.2)[11]/45,sl,**add(X)(q28)**,+add(9)(p22),-del(9)(p22),dic(15;21)(p11.2;p11.2),+18,-dic(18;20),+20,+mar1[2]/90-91,sdl1x2,**+add(X)**,**+add(X)**,-Y,add(9)(q22)x4,-add(9)(p22),-add(9)(p22),+mar2[2]/44,sl,del(13)(q12q21.2)[5]/nonclonal w/clonal abnormalities[1]
64	F	CLL	Unmutated	yes	>6	60–79<4n>,XX,-X,-X,add(1)(q21)x2,add(3)(q29)x2,-4,-4,-6,-6,-8,-8,-9,-9,-13,-13,-14,psu dic(17;5)(p11.2;p13)x2,-18,add(18)(q23)x2,+mar1,+mar2x2[cp4]/72-80,sl,add(20)(q13.3),-mar1,+mar4[cp7]/58-78,sdl1,**add(X)(q28)**[cp2]/84-94,sdl1,+2,+7,+16,+19[cp2]/nonclonal w/ clonal abnormalities[5]
56	M	CLL	Unmutated	no	4	45,Y,**der(X)(Xpter->Xq28::11q12->11q13::1q32->1qter)**,der(1)t(1;11)(q32;q13),**der(11)(?::11p15.5->11q12::Xq28->Xqter)**,-21[cp2]/46,XY[16]/nonclonal[4].ish der(X)(CCND1+),der(1)(ATM+)

^a^Xq28 rearrangement indicated in bold.

^A^FISH analysis of CLL cells from this patient are depicted in Fig. 1.

**Fig. 1:**
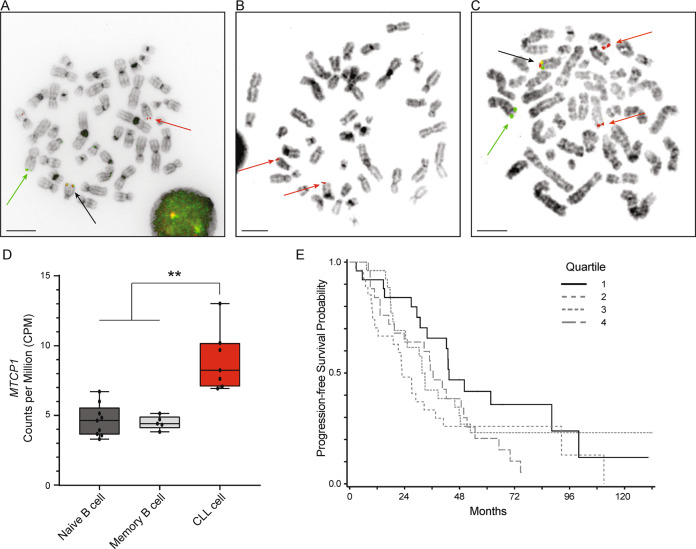
*MTCP1* is expressed in CLL patients and is associated with poor outcomes. **A** Metaphase FISH was performed on CpG-stimulated CLL cells using the *IGH* break apart (3′red; 5′green) hybridization probes. Representative FISH analysis in one CLL patient harboring the t(X;14)(q28;q32) translocation showing the *IGH* probe has split with 5′ (green) on an X chromosome and 3′ (red) remaining on a chromosome 14. Images represent three independent tests. Scale bars are 10 µm. **B** Metaphase FISH was performed on CpG-stimulated CLL cells using the *MTCP1* (red) hybridization probe. Representative FISH analysis in the patient from (**A**) showing the *MTCP1* loci are on an X chromosome and on distal 14q. Images represent three independent tests. **C** Metaphase FISH was performed on CpG-stimulated CLL cells combining the *IGH* (3′red; 5′green) and *MTCP1* (red) probes. Representative FISH analysis in the patient from (**A**) showing the *MTCP1* and 3′*IGH* probes co-localize on a chromosome 14 and 5′(green) *IGH* is on an X chromosome. Images represent three independent tests. **D** *MTCP1* mRNA expression is elevated in CLL cells (without any known Xq28 rearrangements) compared to naïve- or memory-B-cell subsets (*p* = 0.0012, *p* = 0.0013, respectively). Data obtained from the Blueprint database. Box elements reflect 2nd - 3rd quartile, center line reflects the median value, and whiskers reflect the distance from the upper and lower limit to the box elements. CLL cells – red/right, *n* = 7; naïve B cells – dark gray/left, *n* = 9; memory B cells – light gray/middle, *n* = 5. *P* value estimated using a two-tailed unpaired *t* test with Welch’s correction. **E** Higher *MTCP1* expression in CLL patients identified with shorter progression-free survival (PFS) in chemoimmunotherapy trials. CLL patients from two independent study cohorts from Cancer and Leukemia Group B clinical trials (9712 and 10101; *N* = 103) were retrospectively analyzed. Patients were divided into quartiles: Q1 (solid line, *n* = 25), Q2 (medium-dash, *n* = 27), Q3 (short-dash, *n* = 26), and Q4 (long-dash, *n* = 25) according to *MTCP1* expression and PFS was visualized using the Kaplan–Meier method. As a continuous variable, the crude hazard ratio for a 2-fold increase in expression is 1.86 (95% CI: 0.97–3.55, *P* = 0.06) estimated from a Cox proportional hazards model. *P* value was determined via two-sided Wald test. No adjustments were made for multiple testing.

We then evaluated *MTCP1* mRNA expression in CLL-B cells without any known Xq28 rearrangements and found ~2 fold higher *MTCP1* mRNA transcripts in these CLL cells compared to naïve- or memory-B cells (Fig. 1D). A similar trend with *CMC4* in CLL cells was also observed (Supplementary Fig. 1C). To interrogate the clinical significance of *MTCP1* mRNA expression in CLL, we conducted a retrospective analysis on *MTCP1* expression in CLL patients from two independent chemoimmunotherapy trial study cohorts for which microarray data have been previously reported (CALGB *‘*9712’ and *‘*10101’)^27,28^. Here, we correlated CLL risk factors with *MTCP1* expression using baseline characteristics obtained at time of treatment initiation (Table 2). When stratified into quartiles by *MTCP1* expression we observed a similar distribution between sexes and high-risk CLL cofactors including age, performance status, cytogenetic evaluation, *IgHV* mutation status, and Zap-70 methylation; with the exception of elevated blood lymphocyte counts (WBC) and advanced Rai stage at diagnosis skewing towards patients with higher *MTCP1* expression (Q2-4). As a single continuous variable, a 2-fold increase in *MTCP1* expression was also found to associate with shorter progression-free survival (PFS) when adjusting for study cohort (*p* = 0.03; Supplementary Table 1). To illustrate this association, we plotted PFS by *MTCP1* expression quartile for all patients and for each study cohort; visualizing that patients with the lowest expression (Q1) tended to have longer PFS (Fig. 1E; Supplementary Fig. 1D, E). Further, as *IgHV* mutation status is a strong predictor of outcome in CLL^1^, a bivariate analysis including continuous *MTCP1* expression and *IgHV* status found a 2-fold increase in *MTCP1* expression was prognostic for PFS independent of *IgHV* status (*p* = 0.03; Supplementary Table 2).

**Table 2:** Association between *MTCP1* expression and baseline characteristics in CLL patients.

	All Patients *N* = 103	Quartile 1 Expression *n* = 25	Quartile 2 Expression *n* = 27	Quartile 3 Expression *n* = 26	Quartile 4 Expression *n* = 25	*P* value
Expression (Log 2)						NA
Median	9.02	8.52	8.91	9.11	9.33	
Range	8.16–10.26	8.16–8.70	8.78–9.02	9.03–9.19	9.20–10.26	
Study						0.28
9712	41 (40%)	7 (28%)	9 (33%)	12 (46%)	13 (52%)	
10101	62 (60%)	18 (72%)	18 (67%)	14 (54%)	12 (48%)	
Age						0.07
Median	62	62	55	61	66	
Range	34–83	42–81	34–77	38–83	46–79	
Hemoglobin						0.08
Median	12.8	11.9	13.2	13.2	11.7	
Range	5.5–16.9	5.5–15.1	9.9–16.9	8.2–15.5	6.6–15.1	
Missing/Unknown	6	0	1	1	4	
WBC (count^E^3^/µL)						0.03
Median	108.6	67.0	132.0	108.6	131.0	
Range	6.3–436.0	6.3–238.0	22.0–255.0	29.0–402.0	30.0–436.0	
Missing/Unknown	3	0	1	0	2	
Sex						0.66
Male	82 (80%)	20 (80%)	20 (74%)	20 (77%)	22 (88%)	
Female	21 (20%)	5 (20%)	7 (26%)	6 (23%)	3 (12%)	
Performance Status						0.29
0	61 (60%)	14 (56%)	12 (46%)	18 (69%)	17 (68%)	
1/2+	41 (40%)	11 (44%)	14 (54%)	8 (31%)	8 (32%)	
Missing/Unknown	1	0	1	0	0	
Rai Stage						0.47
I/II	63 (61%)	17 (68%)	18 (67%)	16 (62%)	12 (48%)	
III/IV	40 (39%)	8 (32%)	9 (33%)	10 (38%)	13 (52%)	
Cytogenetics Group						0.18
del(17p)/del(11q)	22 (24%)	7 (30%)	7 (30%)	2 (8%)	6 (26%)	
Other	71 (76%)	16 (70%)	16 (70%)	22 (92%)	17 (74%)	
Missing/Unknown	10	2	4	2	2	
*IgHV* Usage						0.77
Mutated	28 (31%)	7 (30%)	9 (38%)	5 (23%)	7 (33%)	
Unmutated	62 (69%)	16 (70%)	15 (63%)	17 (77%)	14 (67%)	
Missing/Unknown	13	2	3	4	4	
Zap-70 Methylation						0.95
<20%	80 (79%)	19 (76%)	21 (78%)	20 (80%)	20 (83%)	
≥20%	21 (21%)	6 (24%)	6 (22%)	5 (20%)	4 (17%)	
Missing/Unknown	2	0	0	1	1	

### B cell-specific MTCP1 overexpression drives a spontaneous and lethal leukemia

Due to the proposed conservation of structure and function between p13 MTCP1 and p14 TCL1A, the fungible role of both in T-PLL pathogenesis, the known role of *TCL1A* in CLL^29^, identification of Xq28 translocations in CLL with unresolved significance, and the apparent influence of *MTCP1* expression on CLL outcomes, we hypothesized MTCP1 acts as a leukemogenic co-stimulator—revealing an unrecognized factor in CLL pathogenesis. To test this hypothesis, we generated a transgenic mouse model expressing recombinant human *MTCP1* under the control of a VH promoter-IgH-Eμ enhancer, targeting transgene expression to immature and mature B cells (Eµ-MTCP1; Supplementary Fig. 2A). Transgenic founders (Z36 and Z20) on the C57/BL6NTac background were bred to establish separate mouse lines, with successful passage of the *MTCP1* transgene to progeny confirmed via PCR (Supplementary Fig. 2B). To further confirm transgene integration into founder mice, we performed targeted locus amplification^30^ in the established founder lines (Supplementary Fig. 2C, D). For both Z36 and Z20 founder lines, the genomic region between the 5′ and 3′ region of the integration site was deleted during the integration event. No structural variations were detected in the transgenic sequences, and >10 copies of the transgene integrated in each founder line.

CLL is characteristically defined as an accumulation of CD45^+^ B lymphocytes with phenotypic expression of cell-surface markers CD5, CD19, and CD23, with dim—or intermediate—expression of CD45R (B220)^1^. To evaluate the potential of the Eµ-MTCP1 model to develop a leukemia resembling a CLL-like phenotype, littermate mice from Z36 and Z20 founder lines were followed monthly via flow cytometry analysis of the blood. Gating on CD45^+^ cells and probing for CD19^+^/CD5^+^ and CD19^+^/B220^dim^ cell populations, a progressive expansion of circulating CLL-like B-cells were detected as early as 5 months of age in both Eµ-MTCP1 founder lines (Fig. 2A). The percentage of transgenic mice spontaneously developing a CLL-like leukemia were 70% and 28% for founder lines Z36 and Z20, respectively (Fig. 2B). Using detection of >20% CLL-like cells in the blood as a threshold for leukemia onset, Eµ-MTCP1 founder lines Z36 and Z20 reached “diseased” status at a median time of 7.7 and 16.7 months, respectively (Fig. 2C). Regardless of type and severity of hematologic abnormality, the majority of Z36 and Z20 Eµ-MTCP1 mice died spontaneously or met early removal criteria (ERC) due to evidence of clinical deterioration at a median time of 10.8 and 14.5 months, respectively—a significant reduction from the median lifespan observed in wildtype littermates (Fig. 2D, E). Notably, the progressive accumulation of CLL-like B cells in Eµ-MTCP1 mice followed a similar trend to that observed in Eµ-TCL1 mice (Supplementary Fig. 3A)—a widely used CLL mouse model which reliably (reported 95–100% penetrance) develops a CLL-like phenotype driven by overexpression of recombinant human *TCL1A* also under control of a VH promoter-IgH-Eμ enhancer^31,32^. A cohort of Eµ-TCL1 mice in our laboratory maintained a similar median time to CLL-like leukemia onset with Eµ-MTCP1 founder line Z36 and a similar median survival with Eµ-MTCP1 founder line Z20 (Supplementary Fig. 3B, C). Evaluating only mice that developed a CLL-like phenotype by censoring animals at the time at which a T cell or myeloid cell abnormality was observed, a competing risk assessment estimated the median survival for founder lines Z36 and Z20 to be 12.4 months and 17.6 months, respectively (Supplementary Fig. 3D). While the estimated median survival of Eµ-MTCP1 founder Z20 extended beyond that observed in Eµ-TCL1 mice (14.1 months), we observed a significant reduction in time from leukemia onset to death in both Z36 and Z20 Eµ-MTCP1 founder lines (4.10 months and 2.94 months, respectively), when compared to the Eµ-TCL1 model (7.41 months; Supplementary Fig. 3E). Taken together, this evidence suggests that while the rate of CLL-like leukemia onset in Z20 lineage mice was significantly delayed in relation to Z36 lineage mice, upon CLL onset the kinetics of this CLL-like disease remained largely similar between the two founder lines.

**Fig. 2:**
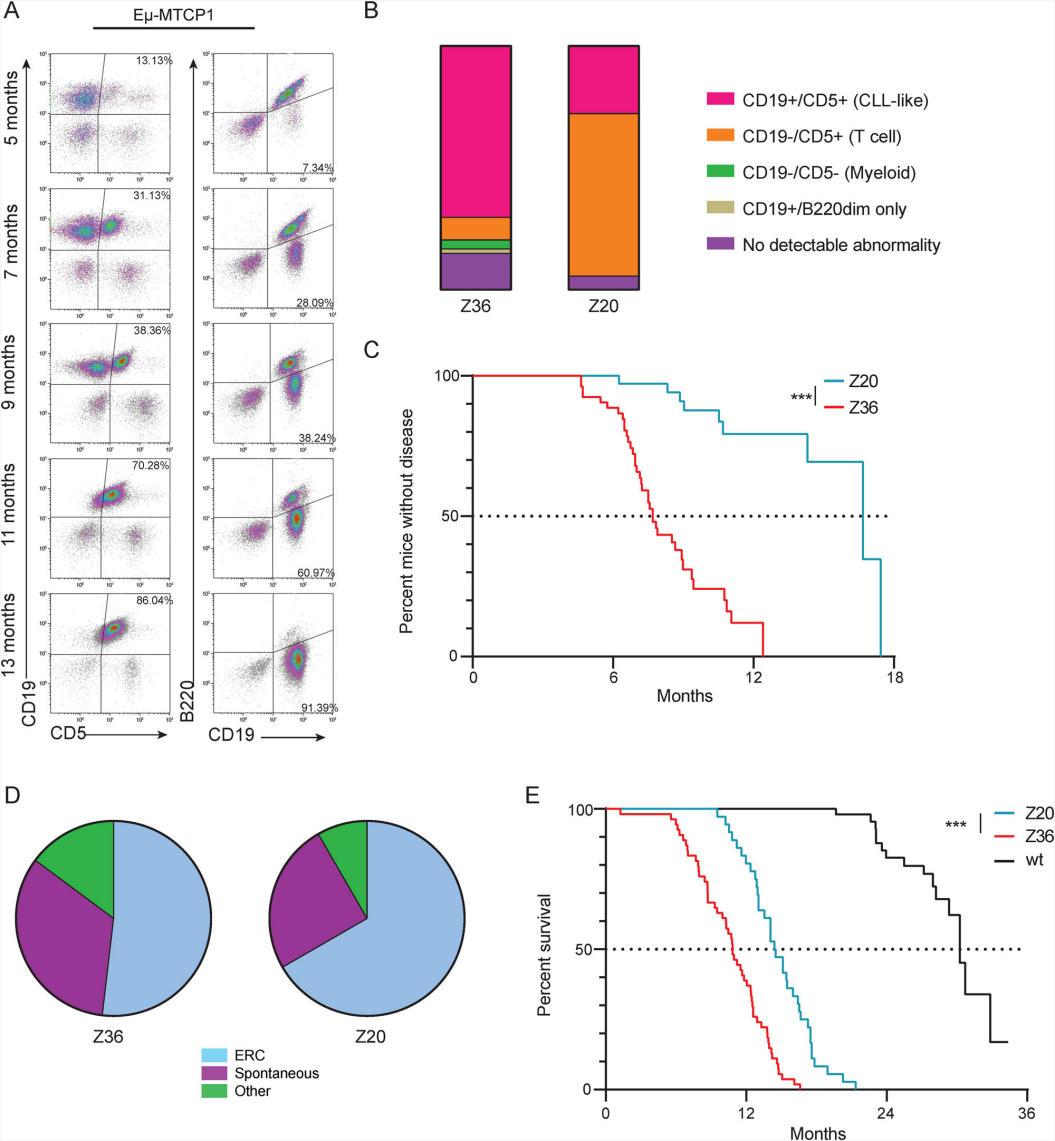
Overexpression of *MTCP1* drives a lethal CLL-like leukemia. **A** Longitudinal flow cytometry analysis of a representative Eµ-MTCP1 mouse showing progressive development of a CD45^+^/CD5^+^/CD19^+^ and CD19^+^/B220^dim^ CLL-like population in the blood. **B** Eµ-MTCP1 mice (Z36, *n* = 54; Z20, *n* = 36) were followed monthly by flow cytometry for disease progression as described in (**A**). Varying ratios of hemopathies were observed, including expansion of CD5^+^/CD19^+^ (CLL-like, pink) cells, CD5^+^/CD19^−^ cells (T cells, orange), CD5^−^/CD19^−^ (myeloid, green) cells, or CD19^+^/B220^dim^ only CLL-like cells (tan). **C** Kaplan–Meier estimation of median time to disease onset in Eµ-MTCP1 mice (Z36 – red, *n* = 54; Z20 – blue, *n* = 36). Disease onset was defined as detection of >20% CD5^+^/CD19^+^ and CD19^+^/B220^dim^ CD45^+^ cells in the blood determined by flow cytometry. Median time from birth to disease onset was shorter in Eµ-MTCP1 mice from the Z36 founder line (7.7 months) than from the Z20 line (16.7 months; *p* < 0.001). **D** Pie chart illustrating cause of death for Eµ-MTCP1 mice (Z36, *n* = 54; Z20, *n* = 36). Cause of death for a majority of Eµ-MTCP1 mice can be attributed to lethal progression of their disease burden. “ERC” = blue, mice met predefined early removal criteria. “Spontaneous” = purple, mice displayed disease progression identified by flow cytometry but had a spontaneous and unpredictable death. “Other” = green, mice died without measurable disease. **E** Kaplan–Meier estimation of median survival in Eµ-MTCP1 mice (Z36 - red, *n* = 54; Z20 - blue, *n* = 36). The median survival time was 10.8 months (95% CI: 9.5–12) for Eµ-MTCP1 founder line Z36 and 14.5 months (95% CI: 13.1–16) for founder line Z20 (*p* < 0.001). Representative survival of wildtype mice (black, *n* = 54) is shown as reference. *P* values (in **C** and **E**) determined by estimates from a Cox proportional hazards model.

A previously described hallmark of CLL B cells includes elevated expression of cytotoxic T-lymphocyte associated protein 4 (CTLA4)^33^. Our group has demonstrated that unless co-stimulation is provided, CTLA4 is not normally found on the surface of human CLL cells and expression is restricted to the intracellular compartment^34^. Using fluorescently labeled flow cytometry antibodies to detect both intracellular and surface CTLA4 in the blood from Eµ-MTCP1 mice, we found that, like human CLL and unlike Eµ-TCL1 CLL-like cells, CTLA4 expression was restricted to the intracellular compartment (Supplementary Fig. 3F).

### MTCP1 driven leukemia recapitulates aggressive human CLL

Eµ-MTCP1 mice meeting ERC due to CLL-like disease invariably presented with splenomegaly accompanied by abdominal lymphadenopathy (Fig. 3A). Histopathology evaluation revealed variable neoplastic infiltration of lymphoid tissues including robust splenic and lymphatic involvement with very modest presence in the marrow (Fig. 3B). Tumor cross sections exhibited variable degrees of F4/80 and B220-expressing infiltrates as detected by immunohistochemistry, with scant numbers of CD3^+^ mature, well-differentiated lymphocytes, which were interpreted as tumor-associated lymphocytes^35^. Healthy mouse tissues were infiltrated and effaced by neoplastic populations resembling both small-to-intermediate-sized lymphocytes and larger histiocytoid round cells, similar to those previously reported for the Eµ-TCL1 mouse model^31^.

**Fig. 3:**
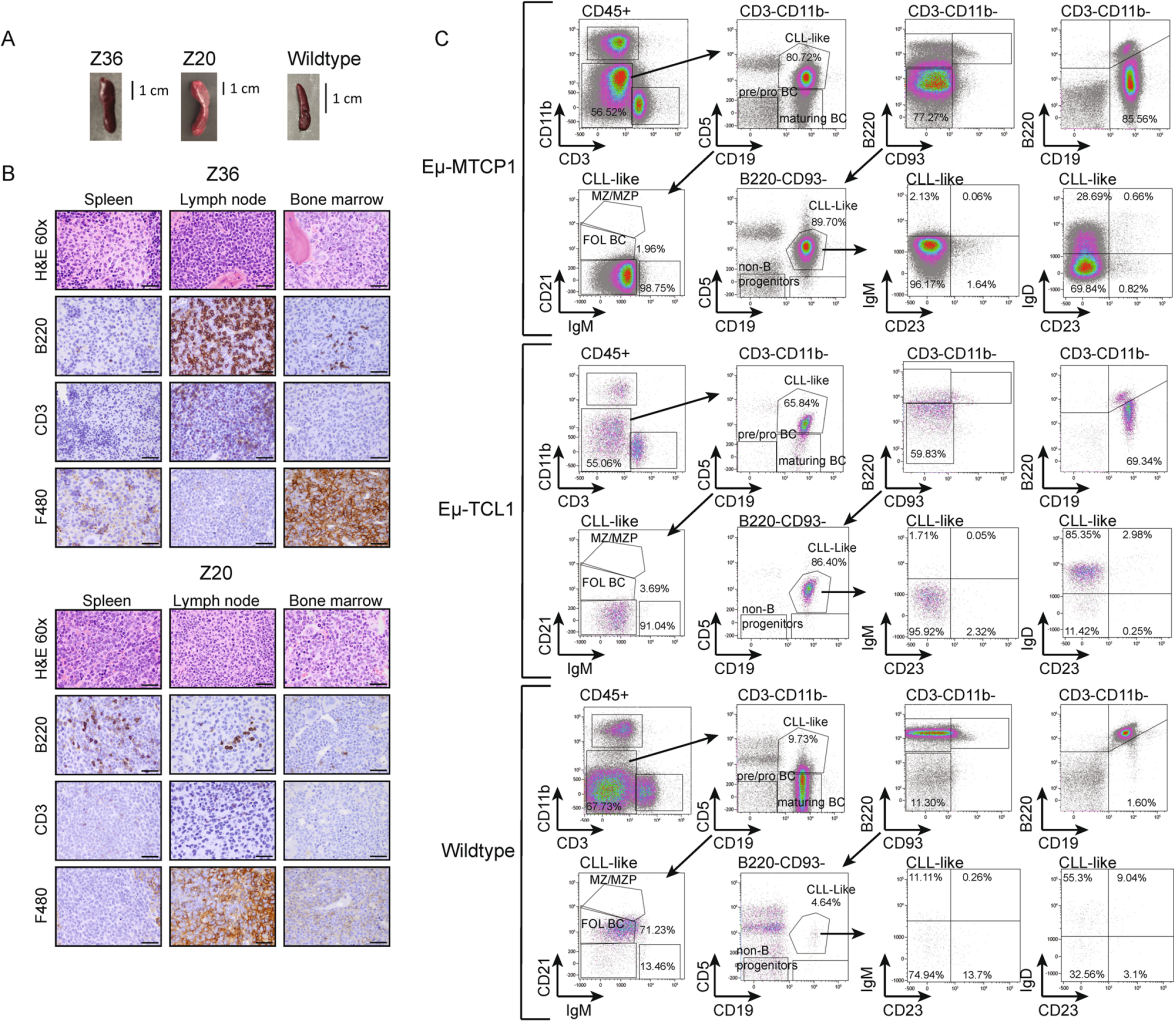
Accumulation of abnormal B lymphocytes in Eµ-MTCP1 mice. **A** Representative gross images of severely enlarged spleens from Z36 and Z20 founder Eµ-MTCP1 mice, an observation consistently observed in subsequent progeny comprising the Eµ-MTCP1 colonies. A representative gross image of a healthy spleen from an age-matched wildtype mouse is shown for comparison. Scale bar is 1 cm. **B** Post-mortem histopathology analysis of cervical lymph nodes, bone marrow, and spleen from Eµ-MTCP1 founder mice Z36 and Z20 with CLL-like disease show histologic changes in multiple tissues consistent with a systemically disseminated mixed neoplasm containing B-lymphocytes and histiocytes. Lymphocytes were typically B220^+^, indicating a B-cell origin. CD3^+^ lymphocytes were sometimes scattered throughout the neoplasm and may be tumor infiltrating lymphocytes. Histiocytoid cells were identified as F4/80 positive in most cases. Cells null for B220, CD3, and F4/80 were occasionally observed. Z36 images representative of *n* = 7 evaluated mice, Z20 images representative of *n* = 3 evaluated mice. All organs visualized at 60x, scale bars are 33.3 µm. **C** Representative immunophenotypic evaluation of B-cell populations in blood derived from Eµ-MTCP1 (Z20 at ERC, 9 months old), Eµ-TCL1 (at ERC, 12 months old) and wildtype mice (12 month old). CD3^+^ T and CD11b^+^ myeloid cells were gated out and cells were plotted using CD19 and CD5 expression markers to identify CD19^+^CD5^+^ population (CLL-like cells) and CD19^+^CD5^−^ (maturing B cells). CD19^+^CD5^+^ population were further dissected according to CD21 and IgM expression to identify CD21^+^IgM^+^ marginal zone/marginal zone progenitor (MZ/MZP) B cells, CD21^int^IgM^dim^ follicular B cells, CD21^−^IgM^−^ and CD21^−^IgM^+^ atypical B cells. CLL-like cells were also evaluated for IgD and CD23 expression. Overall, the malignant cells of Eμ-MTCP1 mice showed a CD19^+^CD5^+^CD93^−^B220^dim^ phenotype with dim surface expression of IgM, IgD, and CD23 confirming a B1a cell phenotype.

Next, we analyzed the immunophenotypic signature of B-cell subsets using established murine markers of B-cell development. Representative plots are depicted in Fig. 3C, including comparison to blood from wildtype littermates and Eµ-TCL1 mice. After gating out CD3^+^ T and CD11b^+^ myeloid populations, cells were visualized using CD19 and CD5 expression markers: a phenotypically homogeneous CD19^+^/CD5^+^ co-expression population (CLL-like cells) with marked expansion in the blood was observed in Eµ-MTCP1 mice but not wildtype littermates. Typically, lymphocytes of significantly diseased Eμ-MTCP1 mice were composed of >60% CD19^+^/B220^dim^ B cells. CLL-like cells and maturing B cells (CD19^+^/CD5^−^) were further dissected according to CD21 and IgM expression to identify CD21^+^/IgM^+^ marginal zone/marginal zone progenitor (MZ/MZP) B cells, CD21^int^/IgM^dim^ follicular B cells, and CD21^−^/IgM^−^ or CD21^−^/IgM^+^ atypical B cells. Among the CLL-like cells, the frequencies of follicular and marginal zone/marginal zone progenitor cells were reduced in Eµ-MTCP1 mice compared to wildtype littermates. Instead, atypical B cells lacking CD21 expression were substantially increased in diseased Eµ-MTCP1 mice. These CD19^+^/CD21^−^ cells exhibited populations with varying degrees of IgM and IgD expression, pointing toward some heterogeneity within the bulk tumor population. Overall, the malignant cells of Eμ-MTCP1 mice showed a CD19^+^/CD5^+^/CD93^−^/B220^dim^ phenotype with dim surface expression of IgM, IgD, and CD23, confirming a B1a cell phenotype. With respect to these surface markers, a similar trend between Eµ-TCL1 mice and wildtype littermates was observed.

### Eµ-MTCP1 leukemic cells are amenable to adoptive transfer in immunocompetent mice

Given the spontaneous B-cell leukemia in the Eµ-MTCP1 model resembled human CLL, the ability to adoptively transfer these cells into immune competent murine hosts would further provide rationale for promotion of this model as a pre-clinical research tool. On this basis, we engrafted splenocytes isolated from an Eµ-MTCP1 mouse having reached euthanasia criteria due to progressive CLL-like expansion into 10 C57/BL6NTac mice (Fig. 4A). Successful engraftment into the immune competent hosts was evident by 3–10 weeks. Left to proliferate without pharmacologic intervention, engrafted mice succumbed to the progressive leukemic accumulation between 5 and 18 weeks post-adoptive transfer (Fig. 4B–D). Splenomegaly was always apparent, accompanied by abdominal lymphadenopathy. Histopathologic analysis showed development of a systemic lymphoid neoplasia comprising homogenous, small-to-intermediate lymphocytes affecting the spleen, lymph nodes, liver, bone marrow, Peyer’s patches, thymus, serosal surfaces of viscera; and rarely, lung and kidney (Fig. 4E). Thus, while a mixed lineage neoplasia was observed in Eµ-MTCP1 founder lines with a CLL-like leukemia, only the B-lymphoid portions of the total leukemic burden successfully engrafted and continued to proliferate in the host.

**Fig. 4:**
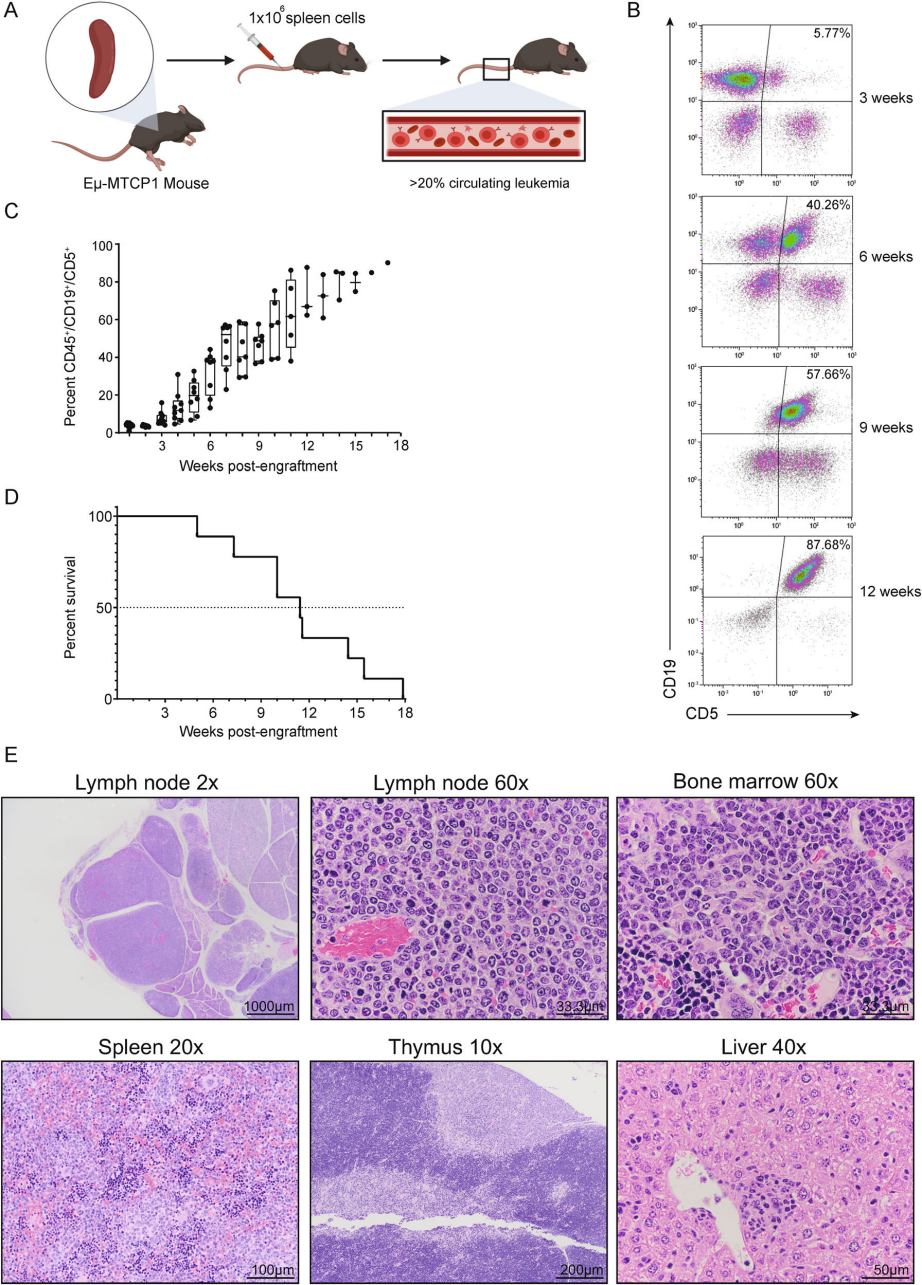
The CLL-like disease populating the spleen of Eµ-MTCP1 mice is amenable to adoptive transfer. **A** Schematic review of Eµ-MTCP1 adoptive transfer leukemia model. 1 × 10^6^ splenocytes isolated from an Eµ-MTCP1 mouse (from founder line Z36) having reached predefined euthanasia criteria due to progressive leukemic expansion were engrafted via tail vein injection into immunocompetent C57/BL6NTac (wildtype) mice. **B** Immunocompetent recipient mice described in (**A**) were monitored weekly for expansion of CD5^+^/CD19^+^ and CD19^+^/B220^dim^ circulating CD45^+^ cells by flow cytometry. A representative flow analysis is shown describing the progressive accumulation of CD45^+^/CD5^+^/CD19^+^ cells. **C** Nine of ten recipient mice displayed significant peripheral disease (CD45^+^/CD5^+^/CD19^+^ cells) between 3 and 10 weeks post-adoptive transfer of splenic cells from Eµ-MTCP1 mice. In mice surviving at least 12 weeks post-engraftment, the engrafted tumor population nearly composes the entire peripheral blood compartment (>75%). Box elements reflect 2nd - 3rd quartile, center line reflects the median value, and whiskers reflect the distance from the upper and lower limit to the box elements. **D** Kaplan–Meier estimation of median survival in recipient adoptive transfer mice. Without intervention, adoptive transfer of splenic CLL-like cells from Eµ-MTCP1 mice results in a lethal disease with a median time to disease at 11.4 weeks. All successfully engrafted mice eventually succumbed to disease. **E** Representative post-mortem histopathology analysis of lymph node (2x, 60x), bone marrow (60x), spleen (20x), thymus (10x), and liver (40x) from a mouse in the Eµ-MTCP1 adoptive transfer model reaching ERC due to progressive disease. Hematoxylin & eosin staining shows histologic changes consistent with a systemically disseminated round cell neoplasm of small to intermediate lymphocytes that was homogenous between engrafted animals. Images representative of *n* = 3 mice. Scale bars as indicated.

### CLL-like transcriptional profile identified in CD19^+^CD5^+^ populations from Eµ-MTCP1 mice

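RNA-sequencing was examined in splenic B cells of 9 mice, with 1 library per mouse: 3 Eµ-MTCP1 mice, all of founder line Z36 (Z2551, Z2606 and Z2641), 3 Eµ-TCL1 mice (B4376, B4437 and C1594) and 3 wildtype mice (Z2754, Z2755 and Z2785). The paper states that mice of both sexes were used in equal ratio. Libraries were sequenced by the authors on 1 lane apart from that of wildtype mouse Z2755, which was on another lane. Reads were assigned to transcripts by the authors with Salmon, on a mouse reference to which the human MTCP1 and TCL1 sequences had been added. Here the estimated reads of each transcript were summed per gene with the annotation of genome build GRCm38 and rounded. Between 6463133 and 8051711 reads were assigned per library on the reference with human sequences, and 11438681 to 14070588 on the standard mouse reference. The stated target of 40000000 fragments refers to sequencing, and was not compared with sequenced fragments. Values beside the text rest on the reads assigned on the reference with human sequences unless another table is named. Immunoglobulin genes took between 3.38 and 15.6% of the assigned reads. A gene with 3 reads or fewer was treated as not measured above background, which corresponds to 0.373 to 0.464 counts per 1000000 reads (CPM) before normalization; folds against such a group are lower bounds. Counts were normalized by trimmed mean of M-values (TMM, factors 0.911 to 1.18), and 11183 genes passed the expression filter of edgeR. The reads carry no molecular identifiers, so intervals and floors cover counting error only, without losses in library preparation or amplification.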

To understand if the aggressive murine leukemia in Eμ-MTCP1 transgenic mice were composed of heterogeneous, polyclonal B cells or derived from a single precursor founding a homogeneous tumor population as is the case in human CLL, we evaluated the B-cell receptor (BCR) repertoire by examining *IGH* transcripts via RNA-sequencing methods previously described by our group^36^. 

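Heavy chain variable (IGHV) gene segments were counted in each mouse, and the share of all IGHV reads that fell on the most abundant segment was taken as a measure of dominance. Between 14962 and 60949 IGHV reads were available per mouse. The leading segment held 95.1 ± 3.37% (mean ± SD, n = 3) of IGHV reads in Eµ-MTCP1 mice, 93.1 ± 7.51% (n = 3) in Eµ-TCL1 mice and 10.7 ± 4.52% (n = 3) in wildtype mice. The difference between the 6 transgenic and the 3 wildtype mice was 83.4 percentage points (two-sided exact permutation test, p = 0.0119, the smallest value this design can give). With any 1 library left out the difference lay between 80.9 and 85.4 points. Segments that held at least 1% of IGHV reads numbered 1 to 3 in the transgenic mice and 28 to 32 in the wildtype mice. Shannon entropy of the IGHV shares was 0.190 to 1.02 bits in transgenic and 5.45 to 5.77 bits in wildtype mice.
Light chain kappa variable (IGKV) segments were examined in the same way. The leading IGKV segment held 89.7 ± 13.5% of IGKV reads in Eµ-MTCP1, 84.5 ± 14.2% in Eµ-TCL1 and 9.79 ± 2.46% in wildtype mice (n = 3 each). The IGKV difference between transgenic and wildtype mice was 77.3 points (two-sided exact permutation test, p = 0.0119). Among reads of heavy chain constant genes, Ighm took 99.1 ± 0.562%, 99.2 ± 0.531% and 72.6 ± 3.59% (n = 3 each). Reads were assigned to segments by sequence similarity, so closely related segments may exchange reads, and no rearranged sequences were assembled here.

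**Figure D1:**
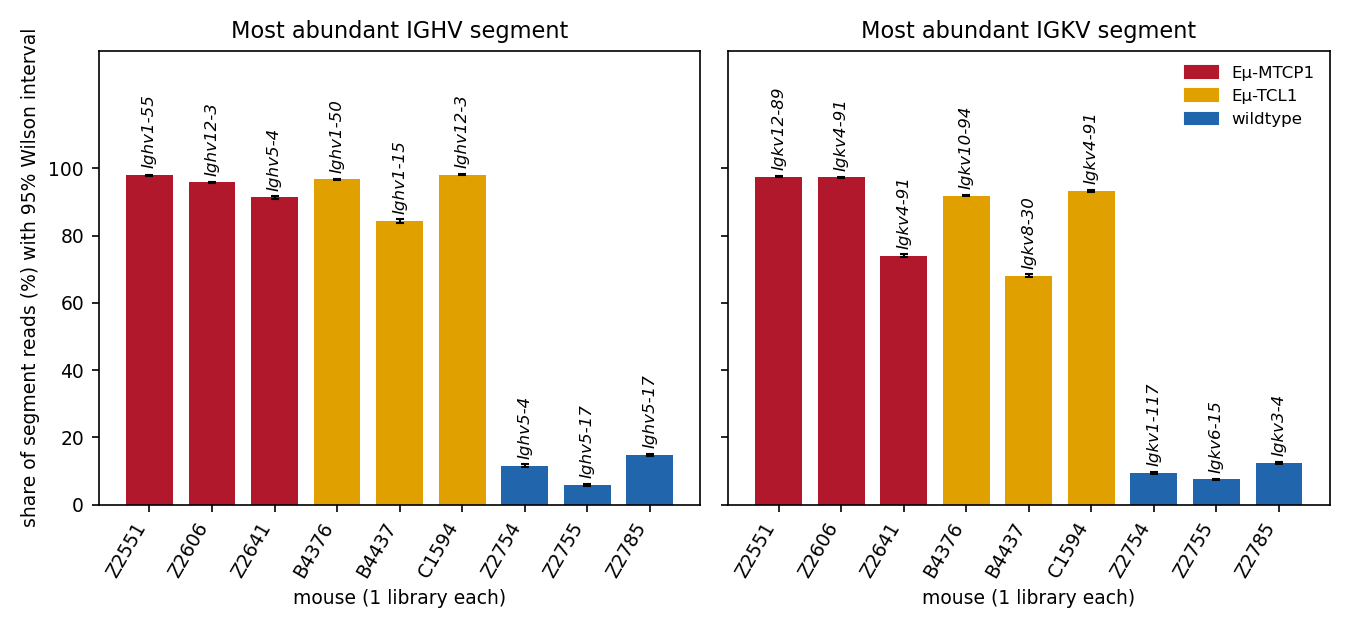
Share of IGHV and IGKV reads held by the leading segment in each mouse, in percent; each bar is 1 mouse, coloured by group, with the 95% Wilson interval and the segment named above it. All 6 transgenic mice lie above the 3 wildtype mice at both loci, with group means of 95.1, 93.1 and 10.7% for IGHV.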

Prominent usage of distinct heavy chain gene loci representing a clonal B cell expansion was observed from splenic B cells isolated from 3/3 Eµ-MTCP1 mice and similarly in 3/3 Eµ-TCL1 mice, a stark contrast from the high degree of clonal variability exhibited in wildtype mice (Fig. 5A, Supplementary Table 3). 

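Leading IGHV segments and their families were read for each mouse, with 95% Wilson intervals. In Eµ-MTCP1 mouse Z2551, Ighv1-55 (chr12:115208095-115208591) held 98.0% of IGHV reads (97.8 to 98.1%), and the VH1 family 98.6%. In Eµ-TCL1 mouse B4376, Ighv1-50 (chr12:115119748-115120219) held 96.7% (96.5 to 96.9%), and VH1 97.3%. In Eµ-TCL1 mouse B4437, Ighv1-15 (chr12:114657353-114657786) held 84.5% (83.9 to 85.1%), and VH1 88.7%. The paper gives lower shares for each of these segments, most so in Z2551 and B4376. VH12 was the leading family in Eµ-MTCP1 mouse Z2606 and Eµ-TCL1 mouse C1594. In wildtype mice Z2754, Z2755 and Z2785 the VH1 family held 43.9, 46.8 and 45.5% of IGHV reads, and VH5 came second with 20.5, 17.1 and 22.9%. The leading single segment of each wildtype mouse belonged to VH5: Ighv5-4 in Z2754 (11.6%), and Ighv5-17 (chr12:113859149-113859670) in Z2755 (5.83%) and Z2785 (14.8%). Leading kappa segments were Igkv12-89 in Z2551, Igkv10-94 in B4376 (91.9%) and Igkv8-30 in B4437 (68.1%).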

The major clone in 2/3 Eµ-MTCP1 and 3/3 Eµ-TCL1 mice predominantly used V_H_1 and V_H_12 family genes, while 3/3 wildtype mice predominantly used V_H_5 family genes. 

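In Eµ-MTCP1 mouse Z2641, Ighv5-4 (chr12:113597446-113597977) held 91.4% of IGHV reads (95% Wilson interval 91.0 to 91.7%), and the VH5 family as a whole held 92.2%. The paper gives a lower share for Ighv5-4. The second segment of this mouse was Ighv14-1, with 6.98%. Its kappa reads were divided between Igkv4-91, with 74.1%, and Igkv19-93, with 24.0%.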

One analyzed Eµ-MTCP1 mouse used V_H_5 family genes in its dominant clones. 

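Ighv12-3 (chr12:114366521-114366954) held 95.8% of IGHV reads in Eµ-MTCP1 mouse Z2606 (95% Wilson interval 95.7 to 96.0%) and 98.1% in Eµ-TCL1 mouse C1594 (98.0 to 98.3%). Both mice also shared their leading kappa segment, Igkv4-91 (chr6:68768555-68769103), which held 97.3% of IGKV reads in Z2606 and 93.3% in C1594. In Eµ-TCL1 mouse B4437 the same pair came second, with 9.22% for Ighv12-3 and 16.5% for Igkv4-91. Ighv12-3 held 0.0288 to 0.482% of IGHV reads in the other 6 mice.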

The V_H_12-3 gene was shared as that predominantly used in the major clone of one Eµ-MTCP1 and Eµ-TCL1 mouse. The most abundant tumorigenic clones isolated from Eµ-MTCP1 spleens exhibited a low *IGHV* mutational burden (Supplementary Fig. 4A), well below the threshold for classification^37^ as “mutated” (Supplementary Fig. 4B). The low mutational burden in this region is consistent with the aggressive, *IGHV-*unmutated, subtype of human CLL.

**Fig. 5:**
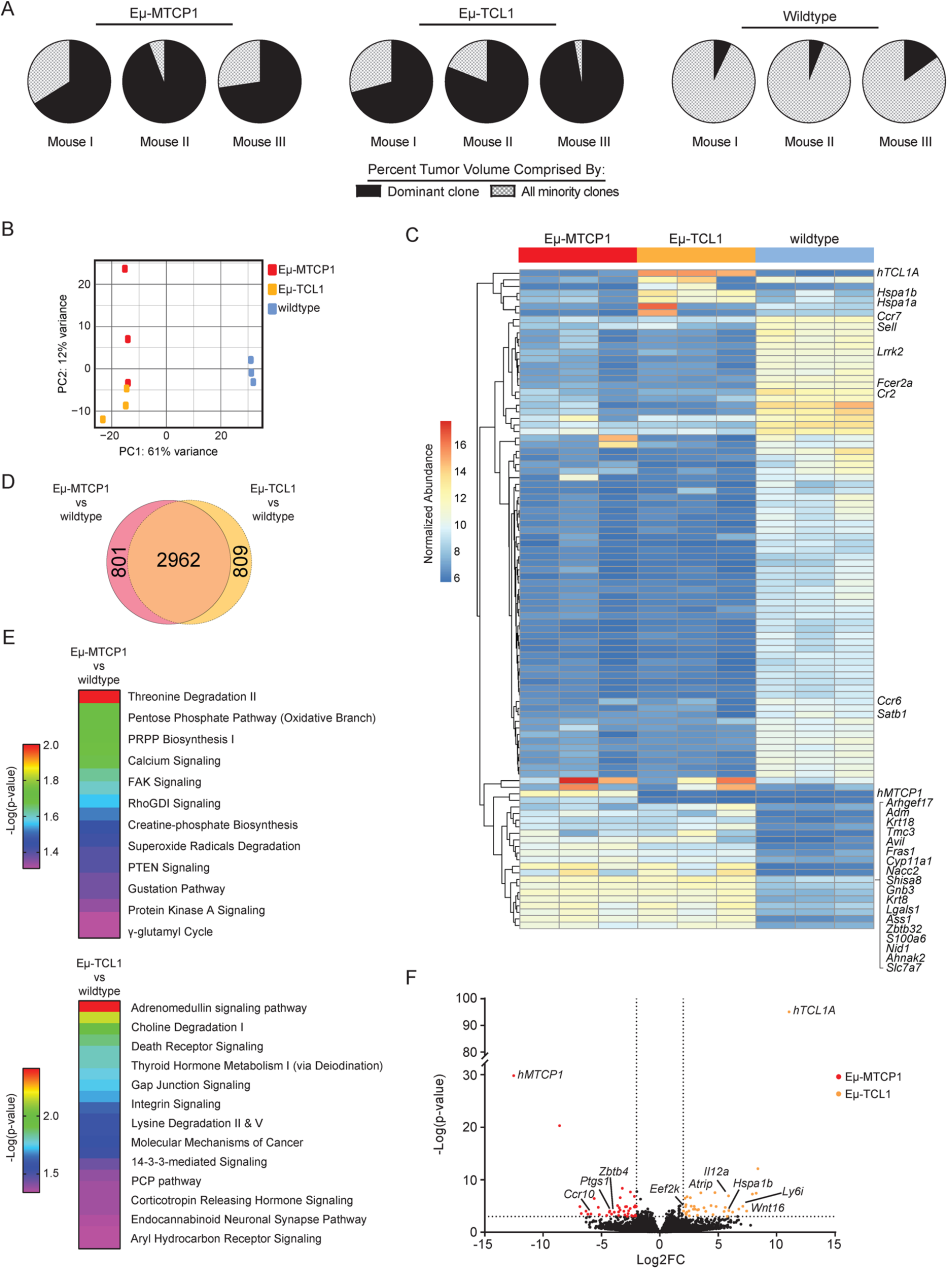
Transcriptome profiling reveals transformed B cells in Eµ-MTCP1 mice. **A** Comparison of *IGHV* gene usage among Eµ-MTCP1 (founder Z36), Eµ-TCL1, and wildtype mice (*n* = 3 per group) demonstrated clonal tumor populations in Eµ-MTCP1 and Eµ-TCL1 mice. Visualized via pie chart, the percent tumor volume comprised by the dominant clone of each mouse shown in black. All minority clones are grouped and their percent contribution is visualized via gray-checkered pattern. Gene names of the top 10 *IGH* genes in order of abundance are presented in Supplementary Table S3. **B** Unbiased RNA-sequencing of splenic B-cells isolated from Eµ-MTCP1 (founder Z36), Eµ-TCL1, and wildtype mice (*n* = 3 per group) revealed distinct clustering of Eµ-MTCP1 (red) and Eµ-TCL1 (yellow) samples from wildtype mice (blue) as visualized by principle component analysis. 62% variance was observed along PC1, and 12% variance was observed along PC2. **C** The 100 most-variable genes from (**B**) visualized via heatmap. A majority of these significantly differing genes encode *IGH* genes (not shown for clarity—whole list of genes can be found in the source data). Genes listed on the *y* axis are arranged via hierarchical clustering using Euclidean distance measurements. Heat map scale is representative of normalized Log2 expression between all samples. **D** Euler diagram visualizing differentially expressed genes between Eµ-MTCP1 vs wildtype mice (left circle, pink) and Eµ-TCL1 vs wildtype mice (right circle, yellow). A significant overlap (2962/4572; 65%) in the number of differentially expressed genes compared to wildtype mice were shared between Eµ-MTCP1 and Eµ-TCL1 mice (middle overlap, orange). **E** Ingenuity pathway analysis (IPA) of significantly enriched genes (Log2FC > 2, *p* < 0.001) unique to Eµ-MTCP1 vs wildtype mice or Eµ-TCL1 vs wildtype mice. Rainbow color scale reflects –Log(*p* value) determined via Fisher’s exact test. Complete list of IPA terms and *p* values are available in the Supplementary File: source data. **F** Differential mRNA expression analysis of splenic B cells from Eµ-MTCP1 and Eµ-TCL1 mice visualized via volcano plot (*n* = 3 per group). Seventy-nine genes enriched in Eµ-MTCP1 mice (red) or Eµ-TCL1 mice (yellow) are shown (Log2FC > 2; *p* < 0.001). *P* value determined in DESeq2 via Wald test. Complete list of genes and *p* values are available in the Supplementary File: source data.

We next sought to determine the overall transcriptional profile of these monoclonal tumor cells. 

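Normalized log2 CPM (prior count 2) of the 500 most variable genes were entered into a principal component analysis of the 9 libraries. PC1 carried 67.1% of the variance and PC2 10.3%. PC1 scores ranged from 23.1 to 45.4 in transgenic mice (mean 31.1 ± 8.02, n = 6) and from -63.0 to -61.4 in wildtype mice (mean -62.2 ± 0.782, n = 3). Of 84 ways to choose 3 of the 9 mice, only the wildtype trio gave a difference in mean score as large (two-sided exact permutation test, p = 0.0119). On PC2 the transgenic mice spread from -20.3 to 43.8, with Eµ-MTCP1 mouse Z2641 at the upper end, and the wildtype mice from -3.46 to 4.34.
Immunoglobulin segments made up 71 of the 100 most variable genes (28 heavy chain, 42 kappa and 1 lambda). When all 11183 genes were entered instead, PC1 carried 47.4%, the largest shift among the alternatives; without immunoglobulin segments it carried 55.1%. Both groups remained apart on PC1 in every alternative. Pearson correlations of log2 values across genes were 0.947 to 0.954 between wildtype mice, 0.884 to 0.934 between transgenic mice and 0.798 to 0.856 between a transgenic and a wildtype mouse. Root mean square log2 differences between group means were 1.18 for Eµ-MTCP1 and wildtype, 1.21 for Eµ-TCL1 and wildtype and 0.615 between the transgenic models.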

Principal component analysis of global transcription profiles revealed significant segregation of splenic B-cells collected from Eµ-MTCP1 and Eµ-TCL1 mice, and splenic B-cells from wildtype littermates across PC1 (Fig. 5B). 

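Differential expression was tested in 3 Eµ-MTCP1 and 3 Eµ-TCL1 mice, each against the same 3 wildtype mice. At an adjusted p under 0.05 (edgeR quasi-likelihood F test, Benjamini-Hochberg), 1074 genes differed in Eµ-MTCP1 mice, 622 higher and 452 lower. In Eµ-TCL1 mice 1033 genes differed, 572 higher and 461 lower. With immunoglobulin segments left out, 602 were higher and 287 lower in Eµ-MTCP1 mice, and 559 and 288 in Eµ-TCL1 mice. A total of 737 genes differed in both, 53.8% of the 1370 that differed in either, and all 737 had the same direction. Log2 fold changes of all tested genes correlated with r = 0.838 between the comparisons. Both comparisons use the same wildtype mice, which raises this overlap by itself. In 10 simulated data sets without any change, r had a median of 0.502 and 0 genes were shared; the observed data had 2802 and 2810 genes at an unadjusted p under 0.05. With as many changes placed independently in each model, a median of 68.5 genes and at most 77 were shared. The highest numbers came from the authors' deposited gene count table without an expression filter, where 1965 and 1928 genes differed and 1286 were shared. When wildtype mouse Z2754 was left out, 541 and 535 genes differed and 392 were shared. Scaling by library size alone moved the median log2 fold change by -0.23 and -0.14, and gave 400 genes higher and 744 lower in Eµ-MTCP1 mice and 451 higher and 599 lower in Eµ-TCL1 mice.
Genes were named by a rule, the largest log2 fold changes among genes with an adjusted p under 0.05, a mean of at least 5 CPM over all mice and no overlap between the groups, immunoglobulin segments left out. In Eµ-MTCP1 mice, apart from the transgene, the increases were led by Mcc (0 reads in wildtype, at least 104-fold), Gnb3 (647 ± 436 against 0.387 ± 0.243 CPM), Igsf21 (0 reads in wildtype, at least 69.9-fold) and Krt8 (552 ± 864 against 0.548 ± 0.447 CPM), and the decreases by Ifi214 (at least 48.1-fold), Nlrc3, Stat4, Ppl (at least 32.7-fold) and Fcer2a. In Eµ-TCL1 mice Gnb3 (514 ± 408 CPM), Krt8 (640 ± 711 CPM), Mcc (at least 38.5-fold) and Ephb4 (at least 108-fold) led the increases, and Fcer2a, Ffar2, Cr2, Ltk and Ifi214 the decreases. Values are mean ± SD of 3 mice per group. Krt8 rested most on single mice, with 218 to 10937 reads in Eµ-MTCP1 and 659 to 10299 in Eµ-TCL1.
RNA of surface markers of B-cell subsets, and of Ctla4, was read in the same comparisons, Eµ-MTCP1 first. Cd5 was at 36.6 ± 11.9 and 49.2 ± 29.5 CPM against 2.33 ± 2.19 CPM in wildtype (log2 fold changes 4.02 and 4.45; adjusted p = 0.00364 and 0.00228, edgeR quasi-likelihood F test, Benjamini-Hochberg). Ctla4 was higher by 2.90 and 2.18 log2. In Eµ-TCL1 mice its adjusted p (Benjamini-Hochberg) was under 0.05 in 16 of the 20 alternatives. The paper found CTLA4 protein inside Eµ-MTCP1 cells and not on their surface, which RNA cannot show. Cr2 fell by 5.18 and 5.85 log2, Fcer2a by 5.19 and 6.55 log2 and Ighd by 2.86 and 3.46 log2. A list of 7 B1-cell genes had median log2 fold changes of 2.90 and 1.87 (4 and 4 genes differed; 5 and 6 when adjusted over the list alone), and a list of 9 follicular and marginal zone genes -3.47 and -3.46 (7 and 6 genes differed; 7 and 7 over the list alone). From the overlap of both models and from the phenotype, the paper proposes, without stating it as settled, that the leukemic cells of Eµ-MTCP1 mice have been transformed.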

Further, a significant overlap in gene expression most variable from wildtype splenic B-cells was found when evaluating Eµ-MTCP1 or Eµ-TCL1 transgenic strains, suggesting the leukemic B1a cells in Eµ-MTCP1 mice have achieved a transformed state by both phenotypic and transcriptomic standards (Fig. 5C, D). 

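A list of 71 expressed genes of G protein signaling (G protein subunits, regulators of G protein signaling, G protein-coupled receptors named Gpr or Adgr, adenylyl cyclases and receptor kinases) was written from gene symbols, since the pathway database of the paper was not used here. In Eµ-MTCP1 mice 9 of them differed from wildtype (8 higher and 1 lower; 15 when adjusted over the list alone), and in Eµ-TCL1 mice 10 (6 higher and 4 lower; 11 over the list alone). Gnb3 showed the largest increase in both. With the thresholds of the paper (p under 0.001 and a log2 fold change over 2 or under -2), 6 genes of the list passed in each model, and Fisher's exact test against all tested genes gave two-sided p = 0.0370 and 0.0374 (0.241 after Benjamini-Hochberg adjustment over all lists and comparisons). Median log2 fold changes were 0.02 and 0.22 (lowest -0.08 without Eµ-MTCP1 mouse Z2551 and -0.19 without Eµ-TCL1 mouse B4376). The competitive test camera asks for a shift of the whole list in 1 direction, and its p-values, adjusted by Benjamini-Hochberg, were 0.550 and 0.594. The paper's pathways came from enriched genes shared by both strains. Here each model was counted by itself and in both directions (5 and 4 of the 6 genes were higher). The shared set was therefore not tested.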

Ingenuity pathway analysis (IPA) of significantly enriched genes (Log2FC > 2, *p* < 0.001) shared between Eµ-MTCP1 and Eµ-TCL1 transgenic strains when compared to wildtype littermates primarily converged on genes involved in G protein-related signaling pathways (Supplementary Fig. 5A), likely a consequence from both MTCP1 and TCL1 acting as activators of AKT. 

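Expressed genes of cAMP and protein kinase A signaling were listed by symbol, 35 in number, and compared between 3 Eµ-MTCP1 and 3 wildtype mice, and in the same way for Eµ-TCL1 mice. Of these, 3 differed in Eµ-MTCP1 mice and 2 in Eµ-TCL1 mice (4 and 2 when adjusted over the list alone). Median log2 fold changes were -0.25 and -0.21, and -0.13 and 0.01 without wildtype mouse Z2755. Camera p-values adjusted by Benjamini-Hochberg were 0.663 and 0.680. The paper's pathways came from genes enriched only in Eµ-MTCP1 mice. Those genes were not separated here, so these values do not test that result.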

In genes uniquely enriched in Eµ-MTCP1 mice compared wildtype littermates, IPA analysis converged on FAK and PTEN signaling, Rho family GTPase signaling, and protein kinase A/cAMP-mediated signaling (Fig. 5E). Directly comparing Eµ-MTCP1 and Eµ-TCL1 mouse transcriptomes revealed a considerable degree of similarity, where only 79 of 15,318 analyzed genes displayed significant variation from one transgenic model to the other (Fig. 5F, Supplementary Fig. 5B). Specifically, 38 genes were identified as overrepresented in Eµ-TCL1 mice, highlighted by the presence of various nucleotide binding factors (*Atrip*, *Ddx60*, *Trim6*), heat shock proteins (*Hspa1a/b*), and other known oncogenic markers (*Adm*, *Eef2k*, *Il12a*, *Ly6i*, *Mapk8*, *Map3k20*, *Pmaip1*, *Wnt16*). 

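Eµ-TCL1 and Eµ-MTCP1 mice (n = 3 each) were compared directly over the 11183 genes tested. At an adjusted p under 0.05 (edgeR quasi-likelihood F test, Benjamini-Hochberg) 4 genes differed: hTCL1A and Neto2 were higher, and hMTCP1 and Arhgef17 lower, in Eµ-TCL1 mice. At an unadjusted p under 0.05 there were 718 genes, and 366 to 1074 in the 9 other divisions of the same 6 mice into 3 and 3, so this number shows no excess. With the thresholds of p under 0.001 and a log2 fold change over 2 or under -2, 22 genes passed, 13 higher and 9 lower in Eµ-TCL1 mice. DESeq2 on the same summed counts gave 74 genes at an adjusted p under 0.05 (Benjamini-Hochberg) and 59 past the other thresholds, and the authors' deposited gene count table without an expression filter gave 111 and 147 with the edgeR test. Without Eµ-TCL1 mouse C1594, 7 genes and 34 genes were found, the 34 divided into 24 higher and 10 lower. Without Eµ-MTCP1 mouse Z2641, 5 genes past these thresholds were higher and 14 lower, so the balance of directions depends on single mice. Neto2 (chr8:85636588-85700924) had 36.6 ± 15.0 CPM in Eµ-TCL1 mice (142 to 353 reads) against 0 to 2 reads in Eµ-MTCP1 and 0 to 5 reads in wildtype mice, at least 77.9-fold over Eµ-MTCP1. Its log2 fold change was 8.23 ± 1.03 (SE), with an adjusted p of 0.0250 by the edgeR test and of 3.78e-09 to 0.123 over the 19 alternatives in which it was tested, 12 of them under 0.05; the gene was picked after its values were seen.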

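Of the 13 genes named as higher in Eµ-TCL1 mice, all but Wnt16 were tested in the summed counts. Of those tested, 11 were higher than in Eµ-MTCP1 mice here. An unadjusted p under 0.05 (edgeR quasi-likelihood F test) was found for 10, and an adjusted p under 0.05 (Benjamini-Hochberg) for 0. Single values of the groups did not overlap for 9 of the 13, Wnt16 among them; the paper chose these genes for their difference in the same libraries. Hspa1a was at 479 ± 277 against 24.1 ± 19.8 CPM (mean ± SD, Eµ-TCL1 first; log2 fold change 4.31 ± 0.93, SE), and Hspa1b at 805 ± 586 against 14.4 ± 10.2 CPM (5.80 ± 1.16). Adjusted p-values were 0.322 and 0.242 in the edgeR test (Benjamini-Hochberg), and 7.37e-05 to 0.555 and 7.53e-05 to 0.509 over the 20 alternatives. Il12a was at 41.2 ± 33.4 against 3.29 ± 0.313 CPM (3.64 ± 0.65), Adm at 219 ± 197 against 29.9 ± 26.9 CPM (2.87 ± 0.78) and Eef2k at 29.5 ± 12.4 against 6.92 ± 4.48 CPM. Ddx60 (5.35 ± 5.53 against 0.534 ± 0.662 CPM), Trim6 (10.9 ± 6.05 against 2.32 ± 2.06 CPM), Map3k20 (4.68 ± 0.942 against 0.790 ± 0.604 CPM) and Pmaip1 (6.03 ± 3.73 against 1.45 ± 1.36 CPM) were also higher. Ly6i had 0 to 1 reads in Eµ-MTCP1 mice and was at least 12.8-fold higher in Eµ-TCL1 mice. Wnt16 had 0 reads in Eµ-MTCP1 mice and 5 to 36 in Eµ-TCL1 mice, at least 5.29-fold. It fell under the expression filter of the summed counts, so it was not tested there. In the 3 alternatives in which it was tested, its adjusted p was 0.113 to 0.503 (edgeR quasi-likelihood F test, Benjamini-Hochberg). Mapk8 was at 4.55 ± 0.800 against 4.25 ± 0.690 CPM (0.10 ± 0.41), and Atrip at 36.0 ± 4.73 against 44.4 ± 4.78 CPM (-0.30 ± 0.21). Summed counts of Mapk8 differed more than 2-fold from its mean over all libraries in the authors' DESeq2 results (log2 ratio -1.18). With transcript-length offsets as in tximport, edgeR gave log2 fold changes of 3.20 for Mapk8 and 2.15 for Atrip. Of the 17 tested genes that the paper names in either direction, DESeq2 called 9 at an adjusted p under 0.05 (Benjamini-Hochberg). DESeq2 with length offsets, chosen after the values were seen, called 16.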

Relative overexpression of 41 genes was noted in Eµ-MTCP1 mice, marked by the presence of cell signaling molecules (*Ccr10*, *Lrp5, Zbtb4*) and other known oncogenic markers (*Cd34*, *Ptgs1*). 

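Ccr10, Lrp5, Zbtb4, Cd34 and Ptgs1 were all lower in Eµ-TCL1 than in Eµ-MTCP1 mice, 4 of them with an unadjusted p under 0.05 (edgeR quasi-likelihood F test) and 0 with an adjusted p under 0.05 (Benjamini-Hochberg). The groups did not overlap for 4 of the 5, which the paper chose for their difference in the same libraries. Ccr10 (1 to 29 reads in Eµ-MTCP1, 0 in Eµ-TCL1), Lrp5 (4 to 15 against 0 to 1 reads) and Cd34 (3 to 20 against 0 reads) lay near the floor, and were at least 4.38-fold, 3.89-fold and 3.74-fold lower in Eµ-TCL1 mice. Ptgs1 was at 3.96 ± 0.600 CPM in Eµ-MTCP1 and 0.227 ± 0.294 CPM in Eµ-TCL1 mice (log2 fold change -4.04 ± 1.15, SE). Zbtb4 was at 4.06 ± 1.66 and 3.35 ± 0.473 CPM (-0.28 ± 0.49), and its log2 fold change was -3.87 with transcript-length offsets in edgeR. Summed counts of Zbtb4 differed more than 2-fold from its mean over all libraries in the authors' DESeq2 results (log2 ratio -1.3). In wildtype mice Ccr10 was at 1.56 ± 0.594, Zbtb4 at 3.68 ± 0.841 and Cd34 at 3.71 ± 3.55 CPM.

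**Figure D2:**
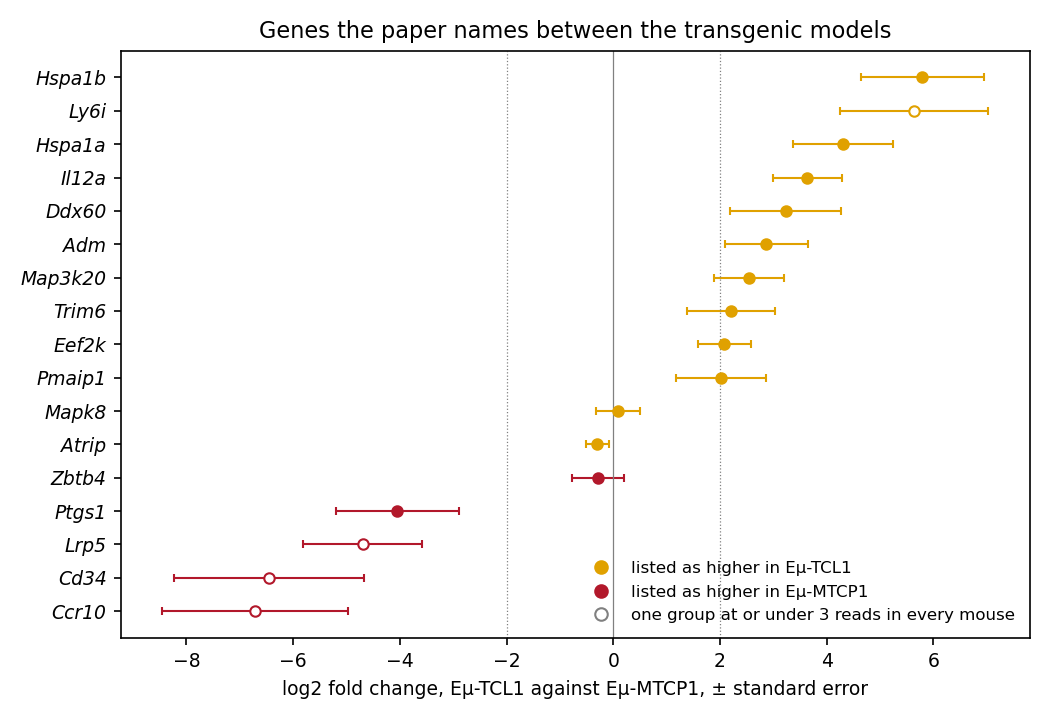
Log2 fold change ± SE of Eµ-TCL1 against Eµ-MTCP1 mice (n = 3 each) for the 17 tested genes that the paper names; dotted lines mark -2 and 2. Open symbols mark genes with 3 reads or fewer in every mouse of a group, such as Ly6i (0 to 1 reads) and Cd34 (0 reads). Wnt16 is absent because it was not tested in the summed counts.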

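Mouse Tcl1 and its relatives Tcl1b1 to Tcl1b5 had 0 reads in all 9 mice, with a floor of 0.325 to 0.494 CPM per library. Mouse Mtcp1, counted on the reference that also held the human sequences, had 2 to 3 reads in Eµ-TCL1 mice and 1 to 3 in wildtype mice (0.354 ± 0.0725 against 0.300 ± 0.166 CPM, n = 3 each; two-sided exact permutation test, p = 0.7). In Eµ-MTCP1 mice it had 3 to 10 reads (1.13 ± 0.550 CPM, n = 3; p = 0.1 against wildtype by the same exact test), at least 2.95-fold over wildtype. In the authors' deposited table on the same reference, the log2 fold change of Mtcp1 was 0.28 in Eµ-TCL1 mice (DESeq2 Wald test, Benjamini-Hochberg adjusted p = 0.925) and 1.94 in Eµ-MTCP1 mice (adjusted p = 0.298). In the authors' deposited table on the standard mouse reference the values were 0.10 (adjusted p = 0.944, DESeq2 Wald test, Benjamini-Hochberg) and 8.08 (adjusted p = 1.47e-68).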

Notably, no change in *Tcl1* transcript abundance was observed between Eµ-MTCP1 and wildtype mice, and no change in *Mtcp1* transcript abundance was observed between Eµ-TCL1 and wildtype mice (Supplementary Fig. 5C), suggesting the *TCL1*-driven murine leukemia acts independently from *MTCP1* and the *MTCP1*-driven murine leukemia acts independently from *TCL1*.

### Ibrutinib treatment impairs Eµ-MTCP1 leukemia development

We previously demonstrated the significance of constitutive activation of BCR signaling pathways in promoting proliferation of CLL cells, highlighting efficacy of the Bruton tyrosine kinase (BTK) inhibitor ibrutinib in abrogating leukemic advancement even in pre-leukemic stages^38^. To evaluate the sensitivity of the MTCP1-driven murine leukemia to ibrutinib, Eµ-MTCP1 pups from founder line Z36 were treated continuously from the time of weaning with drinking water containing ibrutinib at ∼30 mg/kg/day or 10% cyclodextrin (vehicle). Monthly assessment of circulating CD5^+^/CD19^+^ and CD19^+^/B220^dim^ leukemia cells in all treated mice displayed a lower leukemic burden at 6 and 12 months, contributing to considerable survival prolongation in mice receiving ibrutinib at 12 months of age (Fig. 6A, B). We further evaluated the use of the Eµ-MTCP1 adoptive transfer model for pre-clinical evaluation of CLL drug candidates. Successfully engrafted mice with comparable disease load (percent CD19^+^/CD5^+^ B cells in the blood) were randomly assigned to receive ibrutinib or vehicle by daily oral gavage at any given enrollment time to control for different growth kinetics of the engrafted tumor cells. Similarly, ibrutinib administration led to a reduction in the rate of disease development between six and 12 weeks post-enrollment and prolonged survival compared to those receiving vehicle (Fig. 6C, D). Post-mortem histopathology analysis supported these evaluations, where ibrutinib-treated mice displayed less-severe organ involvement (Fig. 6E).

**Fig. 6:**
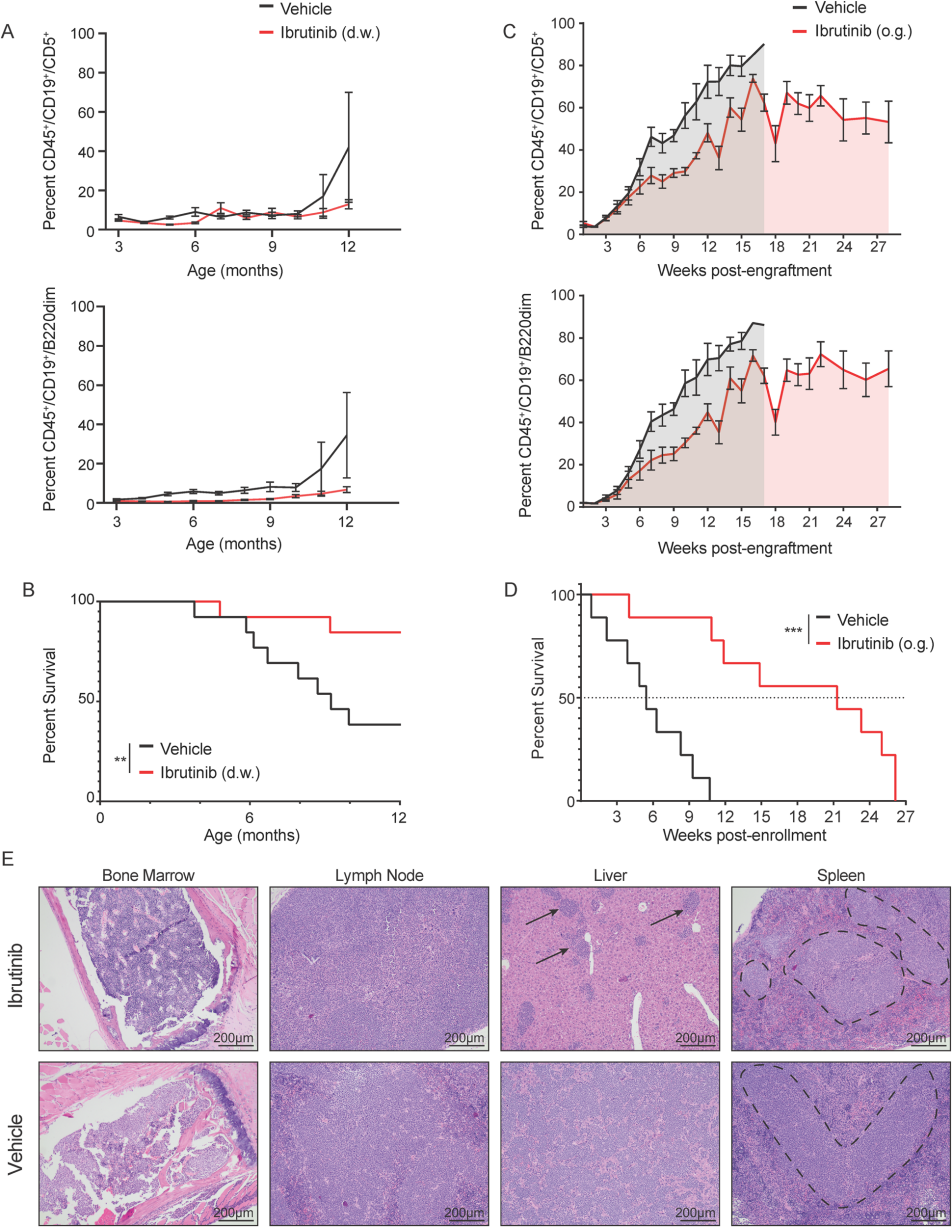
MTCP1-driven murine leukemia is responsive to BTK inhibition. **A** Continuous BTK inhibition via ibrutinib delays progression of a spontaneous leukemia in Eµ-MTCP1 mice most evident by 12 months of age (CD19^+^/CD5^+^, *p* = 0.018; CD19^+^/B220^dim^, *p* = 0.012 determined via Cox proportional hazards model). Eµ-MTCP1 mice (*n* = 13 per group) began continuous dosing of ibrutinib (~30 mg/kg/day, red line) or vehicle (10% cyclodextrin, black line) via drinking water (d.w.) beginning at two months of age. Plot reflects mean ± SE. **B** Mice from (**A**) were followed, revealing continuous BTK inhibition via ibrutinib (red line) prolongs survival compared to vehicle (black line, *p* = 0.006). “$${\!\,}^{\ast\ast}$$” represents estimation from a Cox proportional hazards model. **C** Adoptive transfer of 1 × 10^6^ splenic Eµ-MTCP1 CLL-like cells via tail vein to immune competent wildtype host mice results in a progressive leukemic expansion that is delayed upon treatment with ibrutinib. Mice were enrolled to receive either ibrutinib (red line, 25 mg/kg; *n* = 9) or vehicle (black line, 0.5% methylcellulose/1% Tween80; *n* = 9) via daily (Mon-Fri) oral gavage (o.g.) upon reaching >20% CD5^+^/CD19^+^ and CD19^+^/B220^dim^ CD45^+^ cells in the blood. Ibrutinib administration delayed the rate of leukemic progression measured at six (*p* = 0.063) and 12 weeks (*p* < 0.001) post-engraftment. *P* values determined via mixed effects model. Plot reflects mean ± SE. **D** Median survival time for mice in (**C**) is significantly extended upon daily administration of oral ibrutinib (red line, median survival = 28.4 weeks), extending well beyond the median survival observed with vehicle treatment (black line, median survival = 11.4 weeks; *p* < 0.001). “$${\!\,}^{\ast\ast\ast}$$” represents estimation from a Cox proportional hazards model. **E** Post-mortem histopathology analysis of organs and tissues from mice in (**C**) receiving either ibrutinib (top panel) or vehicle (bottom panel) having succumbed to disease. Hematoxylin & eosin staining reveals extensive neoplastic infiltrates effacing the bone marrow and lymph nodes in both ibrutinib and vehicle treated mice, while infiltrates are less severe in the liver and spleen of mice treated with ibrutinib. Neoplastic cells are observed as discrete, basophilic nodules in the livers (arrows) and spleens (circled regions) of the ibrutinib-treated mice, whereas in the vehicle-treated mice, neoplastic cells tended to form diffuse sheets or larger/confluent nodules All organs visualized at 10x, scale bars are 200 µm.

## Discussion

Here, we identified an index CLL patient bearing an uncommon, reciprocal t(X;14)(q28;q32) translocation joining the *MTCP1* locus with immunoglobulin heavy chain regulatory elements (*IGH*; 14q32), an event analogous to the *IGH* translocations with *MYC*, *CCND1*, or *BCL2* genes driving various B-lymphomas^39,40^. After observing that this translocation occurs in CLL, we further discovered that even without an Xq28 rearrangement *MTCP1* mRNA is overexpressed in CLL cells as compared to normal B-cells. The observed overexpression of *MTCP1* in CLL and the discovery of a translocation that juxtaposes with the *IGH* locus suggest a pathogenically relevant role of *MTCP1* in CLL. Notably, increased *MTCP1* expression in this CLL cohort lacked major correlation with pre-treatment characteristics but was associated with a shorter response to chemoimmunotherapy. This relationship may reflect the current understanding of *TCL1* expression in CLL, where inter-patient variability remains the norm yet patients with the lowest *TCL1* expression maintain favorable outcomes following chemoimmunotherapy^41,42^. Further correlating *MTCP1* expression with PFS, a bivariate analysis identified a 2-fold increase in *MTCP1* expression as a prognostic indicator of PFS independent of *IgHV* status, a known high-risk factor in CLL. Importantly, however, *IgHV* mutation status as a single variable was not prognostic for reduced PFS in this chemoimmunotherapy cohort—which is atypical in CLL—suggesting further large scale correlative studies are necessary to provide a comprehensive assessment of the associations between higher *MTCP1* expression and other high-risk factors in CLL.

In a multivariate analysis, a 2-fold increase in *MTCP1* expression lost strong association with reduced PFS while adjusting for additional predictors for reduced PFS in these chemoimmunotherapy trials (Zap-70 methylation, high-risk cytogenetics, sex, WBC). This result implicates *MTCP1* as a factor with considerable influence on the CLL disease course; yet it may not act as the fundamental driving element, which is not entirely surprising considering the abundance of evidence conferring the significant relationship between CLL outcomes and these other high-risk factors. Even so, revealing mechanisms supporting *MTCP1* upregulation in CLL may provide meaningful insight to the overall pathogenesis of this disease. Similar to studies evaluating *TCL1* in CLL^43–45^, the apparent inter-patient variability suggests multiple factors likely contribute to dysregulation of *MTCP1* expression; where loss of microRNA-mediated negative regulation or *MTCP1* upregulation via stimulating signals from the tumor microenvironment are primary candidates for further evaluation. Likewise, exploring BCR-induced kinase cascades, with particular attention given toward the role for PKC-β^46^, may facilitate understanding of the upstream mechanisms upregulating and activating *MTCP1* in CLL. Other mechanisms supporting *MTCP1* upregulation, such as loss of epigenetic control or evasion of X chromosome inactivation (although we observed an even male:female distribution between *MTCP1* expression quartiles) serve as additional unexplored means facilitating *MTCP1* upregulation in CLL. In addition, exploration of this gene in other diseases such as acute myeloid leukemia (AML) might be considered based upon the recent identification of a t(X;17)(q28;q21) rearrangement resulting in a *KANSL1-MTCP1* fusion gene in an AML patient^47^.

Supporting the notion that *MTCP1* expression beyond basal levels is advantageous for leukemogenic B cells, screening a large cohort of suspected CLL cases revealed seven additional Xq28 rearrangements with unexplored relevance; two with a translocation at the 12q32 site, one each involving 8q22 or 8q24.2 sites, and three joining unrecognized material with the Xq28 site. Microdeletions in the 12q32 site including the *HOXC* cluster and other adjacent genes results in significant disruption of normal cell function^48–50^, and amplification of the 8q22 site including *EDD1* and *GRHL2* genes, negative regulators of apoptosis, have been described in breast, pancreas, and lung cancer cells as a mechanism for evasion of death receptor-activated therapies^51^. The 8q24.2 region is a gene desert containing *MYC* enhancer elements and variations at this site are known to influence CLL^52^. Interestingly, the t(X;8)(q28;q24.2) case reported here was identified in a patient screened initially on the basis of suspected CLL which was later found to be DLBCL. Cytogenetic evaluation of this patient, a 59 y/o male, also identified a t(3;9)(q27;q32) rearrangement involving the *BCL6* gene and a t(14;19)(q32.3;q13.2) rearrangement involving the *BCL3* gene. This t(14;19) rearrangement, joining the *BCL3* locus with *IGH* elements, occurs in DLBCL and other chronic lymphoproliferative disorders but is most frequently observed in CLL. However, t(14;19) CLL cases are often atypical with distinctive clinicopathologic and genetic features including younger age, aggressive clinical course, and association with trisomy 12, which was also present in this patient^53,54^. Translocation of the *MTCP1* locus under *MYC* enhancer elements in this unusual case supports our finding that, while rare, genomic rearrangement events resulting in up-regulation of the *MTCP1* gene may contribute to the transformative potential of the leukemic B cell and influence the overall trajectory of the resulting tumor burden. Juxtaposition of the *MTCP1* gene locus with these additional sites is of considerable interest and further investigation will be required to fully describe their significance.

To establish a definitive role for *MTCP1* as a pathogenic contributor in CLL, we generated a mouse model with B cell-specific overexpression of human recombinant *MTCP1* (Eµ-MTCP1). Longitudinal evaluation of Eµ-MTCP1 littermates revealed a majority of these mice developed a lethal hematologic malignancy, highlighted by the progressive emergence of CLL-like B cells or hyperproliferative T cells circulating in the blood and accumulating in the spleen and lymph nodes. The CLL-like population in Eµ-MTCP1 mice bears a striking resemblance to the disease that develops in Eµ-TCL1 mice; however, the timeline for clinical deterioration from CLL-onset to death was accelerated in both Eµ-MTCP1 founder strains. The observed disparity in median estimated survival between Eµ-MTCP1 founder strains Z20 and Z36 appears to be largely driven by the delayed rate of leukemia onset in Z20 lineage mice. While we confirmed >10 copies of the *MTCP1* transgene were inserted in both founder lines, we acknowledge the integration site occurred at two distinct locations on different chromosomes for each respective founder. While mechanisms supporting the observed variance in leukemia onset between Z20 and Z36 founder lines remain unresolved, insertion of the *MTCP1* transgene in proximity to additional active enhancer regions or inaccessible in regions of condensed chromatin may be contributing to this distinction. Shared between founder lines, however, the cause of death for a majority of Eµ-MTCP1 mice was attributed to disruption of critical organ function due to systemic malignant infiltration comprised primarily of mixed populations of small-to-intermediate-sized lymphocytes and larger histiocytoid cells. Similar to what is often observed in CLL patients, the spleens of Eµ-MTCP1 mice were deformed, consistently presenting with substantial splenomegaly.

Further analysis of B lymphocytes from Eµ-MTCP1 mice revealed that this CLL-like disease may present a faithful resemblance to human CLL. We found that circulating CLL cells from Eµ-MTCP1 mice had intracellular, but lacked surface expression of the immunomodulatory molecule CTLA4, consistent with human CLL cells but not Eµ-TCL1 CLL-like cells^34^. Immunophenotypic analysis of the CD19^+^/CD5^+^ cells of Eµ-MTCP1 mice revealed the vast majority were B220^low^/CD93^−^ expressing cells, suggesting a B1a cell phenotype. Scant numbers of IgM+ or IgD+ were found within this population, corroborating histopathology reports suggesting some degree of heterogeneity is evident within the malignant population. Engraftment of bulk splenocytes from Eµ-MTCP1 mice with CLL-like disease into immune competent hosts resulted in a homogeneous expansion of tumorigenic B lymphocytes, suggesting the true tumor population is comprised of the clonally related B1a cells and the chronic inflammatory milieu produced by the proliferating B-cells in Eµ-MTCP1 mice may promote proliferation of macrophages, plasma cells, and extramedullary hematopoiesis.

Having demonstrated that the Eµ-MTCP1 mouse model generates a CD19^+^/CD5^+^ B-cell malignancy with resemblance to human CLL, we proposed that this model may be ideally suited for pre-clinical evaluation of therapeutic agents for consideration in CLL and related diseases. To support this proposal, we demonstrated that continuous ibrutinib administration in pre-leukemic mice delayed disease onset and prolonged survival. In an adoptive transfer model, daily ibrutinib dosing delayed the rapid advancement of engrafted Eµ-MTCP1 splenocytes and resulted in a dramatic prolongation in survival. The moderate reduction in circulating lymphocytes upon treatment with ibrutinib in this adoptive transfer model is consistent with the understanding that inhibition of BCR signaling via ibrutinib drives cell mobilization from nodal sites and often results in prolonged lymphocytosis^55^. The dramatic prolongation in survival seen here is likely a result of less severe occupation of proliferative lymphoid compartments and defacement of normal organ architecture in engrafted mice. Overall, the observed response to inhibition of BCR signaling encourages further use of this model in development of novel derivatives with varying specificity for BTK and other components of the BCR pathway.

Although the overall transcriptome profile remained largely similar between Eµ-MTCP1 and Eµ-TCL1 tumor cells, further investigation to define the significance in variation between *MTCP1*- and *TCL1*-driven CLL is warranted. Specifically, elucidating the leukemogenic mechanisms which ultimately led to an accelerated disease course from CLL-onset to death in Eµ-MTCP1 mice is of considerable interest but is beyond the scope of the present study. Furthermore, the conserved structure between MTCP1 and TCL1A proteins and similarities in the resulting murine and human CLL phenotype suggest shared activation of AKT and other leukemogenic pathways; pathways which may be independently activated as no observable change in *Tcl1* expression was found in Eµ-MTCP1 mice and no observable change *Mtcp1* expression was found in Eµ-TCL1 mice. Validation of this relationship remains unreported, however, for which the Eµ-MTCP1 mouse presents an excellent tool to study these mechanisms. The transgenic strategy of the Eµ-MTCP1 mouse presented herein also supports the notion that the *CMC4* gene is merely a passenger in the t(X;14)(q28;q32) rearrangement and may not provide an essential role in the leukemogenic transforming event. Regardless, *CMC4* expression was indeed elevated in CLL cells when compared to normal B-cell subsets. When translated to the short p8 MTCP1 isoform this protein is localized to the mitochondria^56^, likely suggesting an indirect role in supporting leukemogenesis via metabolic pathways. Thus, complete investigation of the relationship between p8 and p13 MTCP1 may further define the collective oncogenic impact of Xq28 rearrangements.

A broader and more general finding relevant to other types of cancer is the successful application of a strategy pursuing the functional consequence of genes involved in rare chromosomal abnormalities. Exploring the rare t(14;18)(q32;q21) translocation in CLL, such approaches facilitated understanding of the significance of the anti-apoptotic protein BCL2 and *miR-15/16* at the minimal deleted region of del(13q14)^12–14^. These microRNAs contribute to the pathogenesis of CLL, and BCL2 represents an exceptionally valuable therapeutic target^15^. Whole genome sequencing may effectively identify translocations involving *BCL2* and *IGH*^57^, but the t(X;14)(q28;q32) rearrangement has not been previously reported. This and other Xq28 translocations may have escaped notice for several reasons. Identification of non-fusion gene translocations [i.e., precisely the situation in t(v;14)(v;q32) translocations] may be hampered by fundamental limitations of short-read sequencing, namely poor mappability of highly repetitive regions flanking translocation breakpoints. In addition, the infrequent occurrence of these Xq28 changes in the very large cytogenetics cohort in our series—as compared to the largest WGS study of CLL^57^ is another potential explanation. Regardless, our experience suggests an opportunity for both classic cytogenetics and WGS assessment of rare recurrent balanced translocations to provide an avenue in other cancers to identify previously unrecognized oncogenes.

In summary, evidence from both human CLL and a transgenic mouse model present a causal relationship between *MTCP1* and CLL. The Eµ-MTCP1 mouse model should be considered as an alternative tool for both biologic assessment of co-expressed genes and pre-clinical evaluation of CLL therapeutics. Identification of *MTCP1* as a significant factor in the pathogenesis of CLL provides an additional molecular target for consideration in this disease, and an archetypical process for the future pursuit of rare balanced translocations for the identification of genes relevant to pathogenesis and progression in many cancers.

## Methods

### Screening suspected CLL cases for Xq28 rearrangements

A total of 1744 suspected CLL specimens collected between November 2003 and December 2014 at The Ohio State University Comprehensive Cancer Center were evaluated for possible Xq28 rearrangements by screening metaphase karyotypes collected at time of initial biopsy. Translocations involving Xq28 were confirmed by two independent cytogeneticists.

*MTCP1* and *CMC4* gene sequences were obtained and visualized from the Ensembl genome browser. The proposed 3-dimensional crystal structure for MTCP1 and TCL1A protein sequences were obtained from the RCSB Protein Data Bank (IDs: 1A1X, 1JSG, respectively)^18,19^. Crystal structures were determined via X-ray diffraction and presented at 2.00 Å and 2.50 Å resolution, respectively. Gene expression data for *MTCP1* and *CMC4* determined from RNA-sequencing were collected from the Blueprint DCC data portal^58^. For evaluation of *MTCP1* expression via RNA-sequencing, de-identified human CLL cells were isolated as previously described after obtaining informed consent on protocols approved by The Ohio State University Cancer Institutional Review Board.

### Fluorescent in-situ Hybridization

Fluorescent in-situ Hybridization (FISH) was performed with IGH/CCND1 XT, IGH break apart (Abbott Molecular, Downers Grove, IL) and MTCP1 (Empire Genomics, Williamsville, NY) probes. FISH was done according to the manufacturer’s recommendations, except prior to hybridization slides were pretreated with pepsin and postfix solution. Co-denaturation of probe and sample was done on HyBrite (Abbott Molecular, Downers Grove, IL) for 5 min at 73 C. Hybridization was carried out overnight at 37 C, and slides were washed in 0.4 x SSC/0.3%NP-40 for 2 min at 73 C. The signals were viewed using a fluorescent microscope (Zeiss Axioscope 40) equipped with appropriate filters and analyzed with Applied Imaging System.

### Generation of the Eµ-MTCP1 mouse model

Transgenic Eµ-MTCP1 mice were generated on a C57BL/6NTac background at The Ohio State University Comprehensive Cancer Center’s Transgenic Mouse Facility via pronuclear injection of linear constructs derived from a plasmid vector encoding murine immunoglobulin mu enhancer elements followed by human cDNA encoding the p13 kDa MTCP1 protein. An equal ratio of male and female mice were maintained throughout all analyses.

From five unique transgenic founder lines, detailed characterization was conducted in two lines showing early evidence of a disease phenotype (Z36 & Z20). Genotyping of Eµ-MTCP1 progeny was performed using the following *MTCP1* primer sequences: (forward: 5′ ATCTGCCGCCACCATGGC 3′; reverse: 5′ GCTTAAGCAACAGCTCCTGTAC 3′). All experiments were carried out under protocols approved by The Ohio State University Institutional Animal Care and Use Committee. Pre-defined euthanasia criteria for mice in all transgenic colonies and murine transplant models included lethargy, impaired motility, splenomegaly, enlarged lymph nodes, decrease in body weight (>20%), development of tumor masses, ruffled fur, hunched back, failure to nest, and loss of appetite. All veterinary technicians determining removal criteria were blinded to transgenic strain and treatment group.

Transgenic mouse mapping and gene integration services were provided by Taconic Biosciences via a collaboration between Taconic and Cergentis. Sample preparation was carried out at Taconic Biosciences and both TLA and data analysis were carried out at Cergentis as described previously^30^, with genotyping assay recommendations subsequently provided by Taconic. The *MTCP1* transgene integrated at chr8:58,833,688–58,838,745 in an intron of the Galntl6 gene (Founder Line Z20). The region in the genome between the 5′ and 3′ integration site was deleted during the integration event. No structural variations were detected in the transgenic sequence of this sample and >10 copies of the transgene have integrated in this locus. Similarly, the *MTCP1* transgene integrated at chr7:100,715,866–100,720,642 within an intron of the Fam168a gene (Founder line Z36). 

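Expression near the Z36 site was examined in the 3 Eµ-MTCP1 mice, which all descend from this founder. In the annotation of build GRCm38 the interval of 4777 bp lies in intron 1 (chr7:100706894-100786803, 79910 bp) of 7 Fam168a transcripts, and in intron 2 (chr7:100714155-100786803) of Fam168a-201. Fam168a itself was at 5.28 ± 4.23 CPM in Eµ-MTCP1, 5.18 ± 1.78 CPM in Eµ-TCL1 and 3.24 ± 1.17 CPM in wildtype mice (log2 fold change 0.70 ± 0.61 (SE) against wildtype; edgeR quasi-likelihood F test, Benjamini-Hochberg adjusted p = 0.507). Within 1000000 bp of the site 24 genes were tested, of which 5 differed between Eµ-MTCP1 and wildtype mice (Ucp2, Dnajb13, Relt, Arhgef17 and Fchsd2) and 4 between Eµ-TCL1 and wildtype mice. These 4 were Ucp2, Dnajb13, Relt and Fchsd2, each in the same direction as in Eµ-MTCP1 mice. Arhgef17 (chr7:100869752-100932107), 149110 bp from the site, had 52.9 ± 8.54 CPM in Eµ-MTCP1 mice (279 to 440 reads) and 0 to 3 reads in every other mouse, at least 132-fold over Eµ-TCL1 and 138-fold over wildtype mice. Its log2 fold change of Eµ-TCL1 against Eµ-MTCP1 was -8.46 ± 0.75 (adjusted p = 0.00129, edgeR quasi-likelihood F test, Benjamini-Hochberg; 5.66e-18 to 0.0118 over the 19 alternatives in which it was tested). Relt (chr7:100845847-100863446), 125205 bp from the site, was at 243.6 ± 32.7, 83.6 ± 22.4 and 32.2 ± 2.76 CPM in Eµ-MTCP1, Eµ-TCL1 and wildtype mice; its log2 fold change between the models was -1.54 ± 0.22 (adjusted p = 0.0770, edgeR quasi-likelihood F test, Benjamini-Hochberg; 8.15e-07 to 0.320 over the 20 alternatives). Both distances are to the nearest end of the gene, which is the 3' end, as Arhgef17 and Relt lie on the minus strand. The window was chosen after Arhgef17 and Relt had been seen in the Source Data of the paper.

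**Figure D3:**
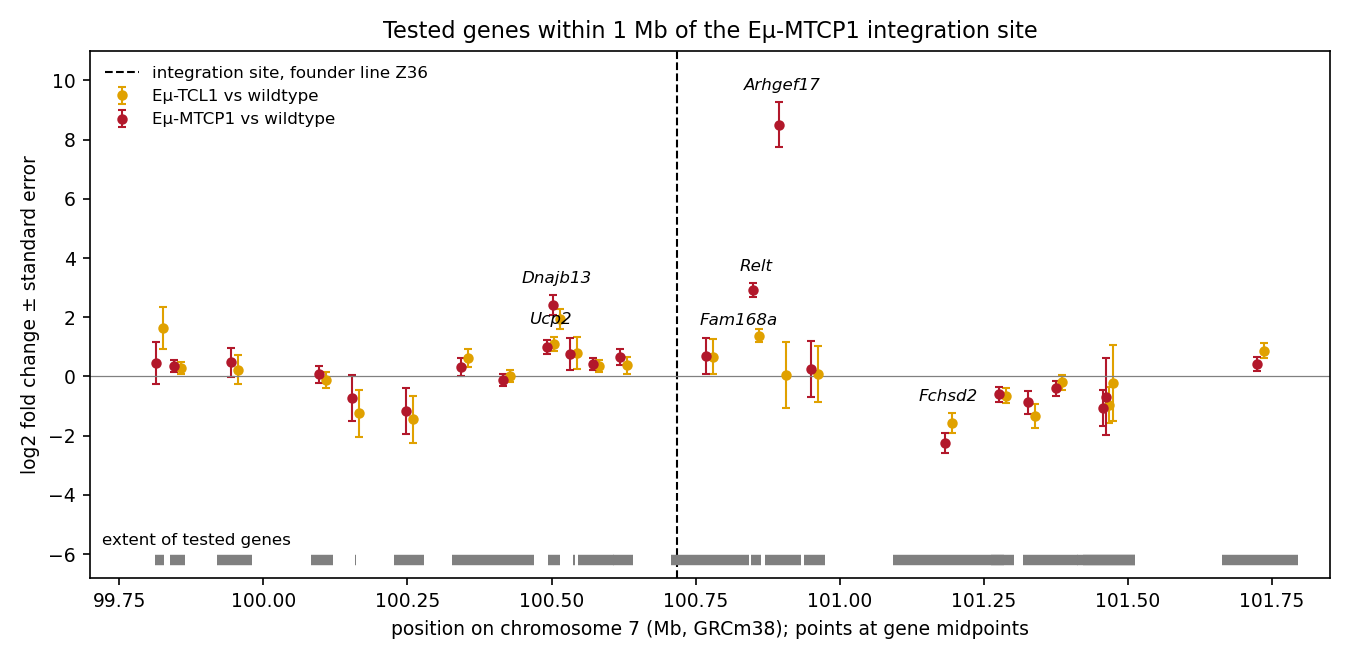
Log2 fold change ± SE of tested genes within 1000000 bp of the Z36 integration site (dashed line) on chromosome 7, at gene midpoints, for Eµ-MTCP1 and Eµ-TCL1 mice against wildtype (n = 3 each); grey bars show gene extents. Arhgef17 lies at 8.51 in Eµ-MTCP1 and 0.05 in Eµ-TCL1 mice.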

The genomic region between the 5′ and 3′ integration site was deleted during the integration event. No structural variations were detected in the transgenic sequence, and >10 copies of the transgene have integrated in this locus.

### Immunophenotyping

Due to the high concordance between spleen and lymph nodes, immunophenotyping results are depicted for the spleen. Immunophenotyping of tumor cells in peripheral blood, spleen, and lymph node of Eµ-MTCP1 and Eµ-TCL1 mice by flow cytometry was performed as follows: APC rat anti-mouse CD45 (1/100 dilution; BD Biosciences Cat #559864), FITC rat anti-mouse CD45R/B220 (1/50 dilution; BD Biosciences Cat #553088), BV421 rat anti-mouse CD19 (1/50 dilution; BD Biosciences Cat #562701), PE rat anti-mouse CD5 (1/100 dilution; BD Biosciences Cat #553023). Immunomodulatory assessment of Eµ-MTCP1 peripheral blood by flow cytometry was performed as follows: PE hamster anti-mouse CTLA4 (1/16 dilution; BD Biosciences Cat #553720), PE hamster IgG1 κ isotype control (1/16 dilution; BD Biosciences Cat #553972), BV421 rat anti-mouse CD5 (1/385 dilution; BD Biosciences Cat #562739), FITC rat anti-mouse CD45 (1/50 dilution; BD Biosciences Cat #553080), Alexa Fluor^®^ 647 rat anti-mouse CD19 (1/135 dilution; BD Biosciences Cat #557684), LIVE/DEAD™ fixable near-IR dead cell stain (1/165 dilution; ThermoFisher Scientific Cat #L34976), rat anti-mouse CD16/CD32 (1/100 dilution; Mouse BD Fc Block™; BD Biosciences Cat #553142), BV510 hamster anti-mouse CD3e (1/150 dilution; BD Biosciences Cat #563024), BV650 rat anti-mouse CD11-b (1/200 dilution; BD Biosciences Cat #653402), BB515 rat anti-mouse CD19 (1/200 dilution; BD Biosciences Cat #564509), BUV737 rat anti-mouse CD5 (1/150 dilution; BD Biosciences Cat #612809), APC rat anti-mouse CD93 (1/100 dilution; Biolegend Cat #136510), BUV395 rat anti-mouse CD45R/B220 (1/200 dilution; BD Biosciences Cat #563793), BV786 rat anti-mouse IgM (1/100 dilution; BD Biosciences Cat #564028), PerCP-Cy5.5 rat anti-mouse CD21 (1/200 dilution; Biolegend Cat #1234160), BV711 Rat anti-mouse CD23 (1/200 dilution; BD Biosciences Cat #563987), BV605 Rat anti-mouse IgD (1/100 dilution; BD Biosciences Cat #563003). Immunophenotyping was conducted using Beckman Coulter Gallios 3-laser-10-color (B5-R3-V2) cell analyzer and BD LSRFortessa Cell Analyzer (Cat #649225). Peripheral blood from Eµ-MTCP1 and Eµ-TCL1 transgenic mice was collected monthly via check punch. Cells from the spleens of Eµ-MTCP1 and Eµ-TCL1 having met predefined euthanasia criteria were processed and isolated using methods previously described. Mouse B cells were isolated from whole spleen suspensions using EasySep^TM^ mouse pan B cell isolation kit (STEMCELL Technologies; Cat #19844). All flow cytometry data were analyzed using KALUZA v2.0 software (Becton Dickinson).

Gating strategies followed published data and technical resource publications^59–61^ and were adapted to allow exclusion and interrogation of CD19^+^CD5^+^ CLL-like populations. Fluorescence-minus-one (FMO) controls were used for each marker and gate position. Cells were gated on viable single mononuclear cells.

### Histopathology

To define the morphologic characteristics of tumor cells populating Eµ-MTCP1 mice, we performed histopathologic analysis on spleen, thymus, liver, mesenteric lymph node, and bone marrow. Organs were harvested from Eμ-MTCP1 mice meeting predefined euthanasia criteria and representative tissue samples were randomly selected from a pool of mice having evidence of a CLL-like disease. Tissues were fixed in 10% neutral buffered formalin (NBF). Bones were decalcified in formic acid (Surgipath). All tissues were embedded in paraffin and sectioned at 4 μM onto glass slides. Stained sections were assessed by veterinary anatomic pathologists blinded to transgenic strain or treatment group (BH and JC). Staining with hematoxylin and eosin (H&E; Leica) F4/80, B220, and CD3 IHC were described previously^62^. Photographs were taken using an Olympus SC30 camera with an Olympus BX53 microscope.

### RNA-sequencing

Cell pellets were captured and washed in PBS on ice prior to resuspension in TRIzol reagent and stored at −80°. Total RNA was isolated from TRIzol suspensions using a chloroform/ethanol extraction method and quantified via Qubit RNA HS Assay kit (Invitrogen). The Clontech SMARTer v4 kit (Takara Bio USA, Inc.) was used for global preamplification. Illumina sequencing libraries were derived from the resultant cDNA using the Illumina Nextera XT DNA Library Prep Kit following manufacturer’s instructions. RNA-sequencing libraries were prepared with the Illumina Tru-Seq stranded kit and sequenced on a Hiseq 4000 targeting 40 × 10^6^ fragments per sample. Transcript-level abundances were estimated using Salmon^63^ with the gencode mouse release 23, imported using tximport^64^, with normalization and differential expression computed with DESeq2^65^. Data processing was performed according to the CLEAR workflow^66^, which identifies reliably quantifiable transcripts in low-input RNA-seq for differentially expressed gene (DEG) transcripts using gene coverage profiles. MiXCR (v3.0.5)^67^ was used with default parameters except the RNA-seq alignment was replaced with kaligner2 to identify preprocessed reads containing CDR3 regions from B-cell heavy, kappa, and lambda chains, generating a list of unique CDR3 sequences associated with their relative abundances and specific V(D)J gene usage. MiXCR then generates a list of unique CDR3 sequences associated with their relative abundances and specific V(D)J gene usage. 

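Estimated reads on the human sequences were counted in all 9 mice. hMTCP1 was at 529.9 ± 212.7 CPM in the 3 Eµ-MTCP1 mice (range 287 to 685; 1744 to 4833 reads) and at 0 to 0.452 CPM in the 6 others, with 0 to 2 reads in Eµ-TCL1 and 3 reads in each wildtype mouse (two-sided exact permutation test, p = 0.0119). That is at least 1324-fold over Eµ-TCL1 and 1385-fold over wildtype mice. hTCL1A was at 4984 ± 1131 CPM in the 3 Eµ-TCL1 mice and at 0.325 to 2.95 CPM in the 6 others (two-sided exact permutation test, p = 0.0119). Mean log2 CPM was also compared between the mice that carry the transgene and the others, with 0.5 CPM added to each value. With any 1 library left out this difference was 9.22 to 9.84 for hMTCP1 and 11.09 to 11.53 for hTCL1A. For hMTCP1 the added 0.5 CPM makes it smaller than the folds given above. Mice without the TCL1 transgene had 3 to 18 hTCL1A reads each.

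**Figure D4:**
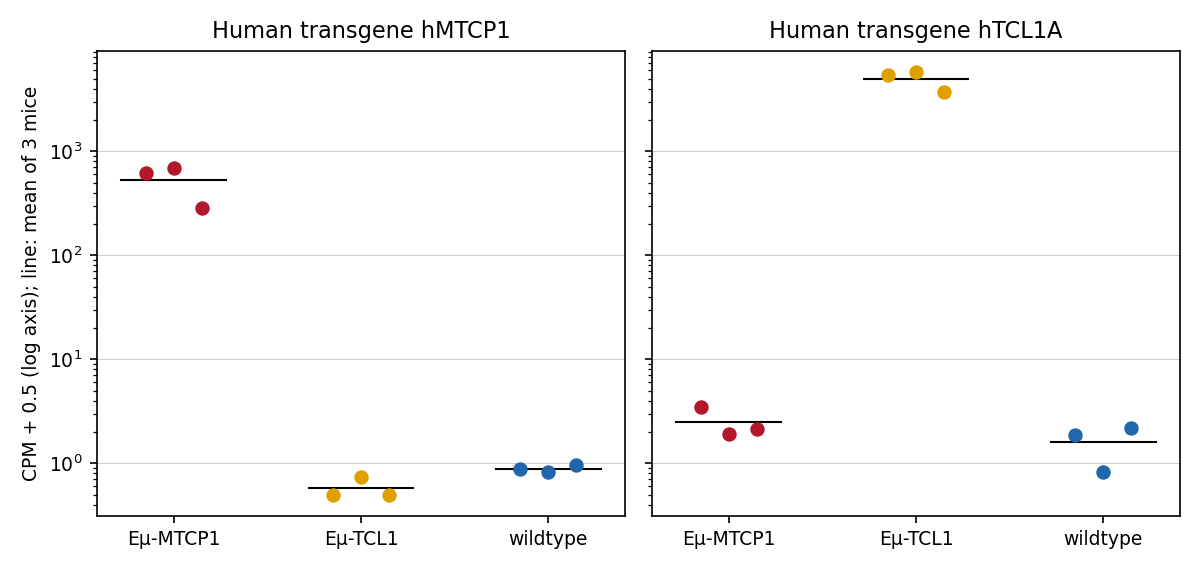
CPM (plus 0.5, log axis) of hMTCP1 and hTCL1A in each mouse by group; lines mark the mean of 3 mice. The group means of the matching transgene are 529.9 CPM for hMTCP1 in Eµ-MTCP1 and 4984 CPM for hTCL1A in Eµ-TCL1 mice.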

To verify expression of the human *MTCP1* and *TCL1* transgene (*hMTCP1* & *hTCL1*) in mice, transcript level abundances were estimated using Salmon with a modified gencode mouse reference that contained sequences from human *MTCP1* and human *TCL1* genes extracted from the grch38 human reference.

### Therapeutic dosing in Eμ-MTCP1 mice

Eμ-MTCP1 littermate mice were randomized and enrolled to receive continuous ibrutinib (~30 mg/kg/day via drinking water) or vehicle administration beginning at 2 months of age orally via supplemented drinking water. Mice were followed for leukemia onset and overall survival until reaching predefined removal criteria.

Adoptive transfer studies were conducted using 1 × 10^6^ viable Eμ-MTCP1 splenocytes injected via tail vein to immune competent C57BL/6NTac mice. Engrafted mice were monitored for leukemic expansion via weekly flow cytometry of peripheral blood collected by cheek punch. Upon reaching >20% CD45^+^/CD19^+^/CD5^+^ cells in peripheral blood mice were randomized and enrolled to receive either ibrutinib [25 mg/kg daily oral gavage (o.g.)] or vehicle (0.5% methylcellulose/1% Tween80 o.g.). Continued leukemia progression was monitored by weekly flow cytometry analysis of peripheral blood until reaching predefined removal criteria.

### Statistics

Unless otherwise noted, analyses were performed by independent statisticians within the OSU Center for Biostatistics according to methods from previously described models. All analyses were performed using SAS/STAT software, version 9.4 (SAS Institute, Inc., Cary, NC). Evaluation of the difference in mean gene expression between cell types collected from the Blueprint DCC gene expression portal generated a two-tailed *p* value using an unpaired *t* test with Welch’s correction.

For patient data, associations between *MTCP1* expression grouped by quartile and demographic, clinical, and molecular features were assessed using Fisher’s exact and Kruskal–Wallis tests. *MTCP1* expression was correlated with PFS using a Cox stratified proportional hazards model, stratified on study cohort. Further modeling was performed controlling for other important demographic, clinical, or molecular variables. Multiple imputation estimated missing data and combined results for 20 datasets^68^. All *p* values were two-sided and *p* *<* 0.05 were considered statistically significant. No control for multiple comparisons were made. The correlation between *MTCP1* expression and PFS was visualized using Kaplan–Meier plots, grouping patients into quartiles according to *MTCP1* expression.

For mouse survival experiments, survival curve estimates for both overall survival and time to disease onset were calculated using the Kaplan–Meier method and differences in curves were initially assessed using the log-rank test. Next, hazard ratios (HR) and 95% CI were obtained from Cox proportional hazards models to evaluate differences between founder lines/Eμ-TCL1 mice or treatment groups. Mixed effects models were used to assess changes in disease burden over time. Where applicable, data were log-transformed to reduce skewness.

### Illustrations

Artistic renderings were created and exported under a paid subscription with Biorender.com. Biologic assembly of the proposed 3-dimensional structure of MTCP1 and TCL1 proteins, as determined by x-ray diffraction protein crystallography, was visualized and exported under a University supported subscription using the PYMOL Molecular Graphics System, Version 2.3.5. Unless otherwise noted, data were visualized using GraphPad Prism version 8.3.1 for Windows, GraphPad Software, San Diego, California USA.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting summary

## Data Availability

The RNA-sequencing data generated in this study have been deposited in the GEO database under accession code #GSE176094. The *MTCP1* expression and CLL patient outcomes data, from CALGB studies “10101” and “9712” used in this study, are not publicly available but can be accessed from the authors of these studies (CALGB “9712”- NCT00003248; CALGB “10101” - NCT00098670)^27,28^. All other source data are provided as a Supplementary File. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Hallek M, Shanafelt TD, Eichhorst B (2018). Chronic lymphocytic leukaemia. Lancet.

[2] Kikushige Y (2011). Self-renewing hematopoietic stem cell is the primary target in pathogenesis of human chronic lymphocytic leukemia. Cancer Cell.

[3] Shanafelt TD (2009). B-cell count and survival: differentiating chronic lymphocytic leukemia from monoclonal B-cell lymphocytosis based on clinical outcome. Blood.

[4] Oakes CC (2016). DNA methylation dynamics during B cell maturation underlie a continuum of disease phenotypes in chronic lymphocytic leukemia. Nat. Genet..

[5] Beekman R (2018). The reference epigenome and regulatory chromatin landscape of chronic lymphocytic leukemia. Nat. Med..

[6] Döhner H (2000). Genomic aberrations and survival in chronic lymphocytic leukemia. N. Engl. J. Med..

[7] Landau DA (2015). Mutations driving CLL and their evolution in progression and relapse. Nature.

[8] Pérez-Carretero C (2020). Chronic lymphocytic leukemia patients with *IGH* translocations are characterized by a distinct genetic landscape with prognostic implications. Int. J. Cancer.

[9] Willis TG, Dyer MJ (2000). The role of immunoglobulin translocations in the pathogenesis of B-cell malignancies. Blood.

[10] Adachi M, Tefferi A, Greipp PR, Kipps TJ, Tsujimoto Y (1990). Preferential linkage of bcl-2 to immunoglobulin light chain gene in chronic lymphocytic leukemia. J. Exp. Med..

[11] Kitada S (1998). Expression of apoptosis-regulating proteins in chronic lymphocytic leukemia: correlations with In vitro and In vivo chemoresponses. Blood.

[12] Cimmino A (2005). *miR-15* and *miR-16* induce apoptosis by targeting BCL2. Proc. Natl Acad. Sci. USA.

[13] Klein U (2010). The *DLEU2/miR-15a/16-1* cluster controls B cell proliferation and its deletion leads to chronic lymphocytic leukemia. Cancer Cell.

[14] Calin GA (2002). Frequent deletions and down-regulation of micro-RNA genes *miR15* and *miR16* at 13q14 in chronic lymphocytic leukemia. Proc. Natl Acad. Sci. USA.

[15] Souers AJ (2013). ABT-199, a potent and selective BCL-2 inhibitor, achieves antitumor activity while sparing platelets. Nat. Med..

[16] Gritti C (1997). Alternative origin of p13^MTCP1^-encoding transcripts in mature T-cell proliferations with t(X;14) translocations. Oncogene.

[17] Yang YS (1998). Solution structure of the recombinant human oncoprotein p13^MTCP1^. J. Biomol. NMR.

[18] Hoh F (1998). Crystal structure of p14^TCL1^, an oncogene product involved in T-cell prolymphocytic leukemia, reveals a novel β-barrel topology. Structure.

[19] Fu ZQ (1998). Crystal structure of MTCP-1: implications for role of TCL-1 and MTCP-1 in T cell malignancies. Proc. Natl Acad. Sci. USA.

[20] Petock JM (2002). Crystal structures of Tcl1 family oncoproteins and their conserved surface features. ScientificWorldJournal.

[21] Roumestand C, Boyer M, Guignard L, Barthe P, Royer CA (2001). Characterization of the folding and unfolding reactions of a small beta-barrel protein of novel topology, the MTCP1 oncogene product P13. J. Mol. Biol..

[22] Künstle G (2002). Identification of Akt association and oligomerization domains of the Akt kinase coactivator TCL1. Mol. Cell Biol..

[23] Stern MH (1993). MTCP-1: a novel gene on the human chromosome Xq28 translocated to the T cell receptor alpha/delta locus in mature T cell proliferations. Oncogene.

[24] Madani A (1996). Expression of p13^MTCP1^ is restricted to mature T-cell proliferations with t(X;14) translocations. Blood.

[25] Gritti C (1998). Transgenic mice for *MTCP1* develop T-cell prolymphocytic leukemia. Blood.

[26] Joiner M, Le Toriellec E, Despouy G, Stern MH (2007). The *MTCP1* oncogene modifies T-cell homeostasis before leukemogenesis in transgenic mice. Leukemia.

[27] Woyach JA (2011). Chemoimmunotherapy with fludarabine and rituximab produces extended overall survival and progression-free survival in chronic lymphocytic leukemia: long-term follow-up of CALGB study 9712. J. Clin. Oncol..

[28] Lin TS (2010). Consolidation therapy with subcutaneous alemtuzumab after fludarabine and rituximab induction therapy for previously untreated chronic lymphocytic leukemia: final analysis of CALGB 10101. J. Clin. Oncol..

[29] Pekarsky Y (2008). Tcl1 functions as a transcriptional regulator and is directly involved in the pathogenesis of CLL. Proc. Natl Acad. Sci. USA.

[30] Cain-Hom C (2017). Efficient mapping of transgene integration sites and local structural changes in Cre transgenic mice using targeted locus amplification. Nucleic Acids Res..

[31] Bichi R (2002). Human chronic lymphocytic leukemia modeled in mouse by targeted *TCL1* expression. Proc. Natl Acad. Sci. USA.

[32] Johnson AJ (2006). Characterization of the TCL-1 transgenic mouse as a preclinical drug development tool for human chronic lymphocytic leukemia. Blood.

[33] Kosmaczewska A, Ciszak L, Suwalska K, Wolowiec D, Frydecka I (2005). CTLA-4 overexpression in CD19^+^/CD5^+^ cells correlates with the level of cell cycle regulators and disease progression in B-CLL patients. Leukemia.

[34] Do P (2019). Leukemic B cell CTLA-4 suppresses costimulation of T cells. J. Immunol..

[35] Hao X (2010). The histopathologic and molecular basis for the diagnosis of histiocytic sarcoma and histiocyte-associated lymphoma of mice. Vet. Pathol..

[36] Blachly JS (2015). Immunoglobulin transcript sequence and somatic hypermutation computation from unselected RNA-seq reads in chronic lymphocytic leukemia. Proc. Natl Acad. Sci. USA.

[37] Ghia P (2007). ERIC recommendations on IGHV gene mutational status analysis in chronic lymphocytic leukemia. Leukemia.

[38] Woyach JA (2014). Bruton’s tyrosine kinase (BTK) function is important to the development and expansion of chronic lymphocytic leukemia (CLL). Blood.

[39] Lee JT, Innes DJ, Williams ME (1989). Sequential bcl-2 and c-myc oncogene rearrangements associated with the clinical transformation of non-Hodgkin’s lymphoma. J. Clin. Invest..

[40] Jares P, Colomer D, Campo E (2012). Molecular pathogenesis of mantle cell lymphoma. J. Clin. Invest..

[41] Pekarsky Y (2006). Tcl1 expression in chronic lymphocytic leukemia is regulated by *miR-29* and *miR-181*. Cancer Res..

[42] Browning RL (2007). Expression of TCL-1 as a potential prognostic factor for treatment outcome in B-cell chronic lymphocytic leukemia. Leuk. Res..

[43] Herling M (2006). TCL1 shows a regulated expression pattern in chronic lymphocytic leukemia that correlates with molecular subtypes and proliferative state. Leukemia.

[44] Herling M (2009). High TCL1 levels are a marker of B-cell receptor pathway responsiveness and adverse outcome in chronic lymphocytic leukemia. Blood.

[45] Balatti V (2015). *TCL1* targeting *miR-3676* is codeleted with tumor protein p53 in chronic lymphocytic leukemia. Proc. Natl Acad. Sci. USA.

[46] Holler C (2009). PKCβ is essential for the development of chronic lymphocytic leukemia in the TCL1 transgenic mouse model: validation of PKCβ as a therapeutic target in chronic lymphocytic leukemia. Blood.

[47] Li SX (2020). Identification of a t(X;17)(q28;q21) generating a *KANSL1-MTCP1* gene fusion leading to dysregulated expression of *MTCP1* in acute myeloid leukemia. Genes Chromosomes Cancer.

[48] Jonsson DI (2012). A *de novo* 1.13 Mb microdeletion in 12q13.13 associated with congenital distal arthrogryposis, intellectual disability and mild dysmorphism. Eur. J. Med. Genet..

[49] Okamoto N, Tamura D, Nishimura G, Shimojima K, Yamamoto T (2011). Submicroscopic deletion of 12q13 including *HOXC* gene cluster with skeletal anomalies and global developmental delay. Am. J. Med. Genet. A.

[50] Hancarova M (2013). Chromosome 12q13.13 deletions involving the *HOXC* gene cluster: phenotype and candidate genes. Eur. J. Med. Genet..

[51] Dompe N (2011). A whole-genome RNAi screen identifies an 8q22 gene cluster that inhibits death receptor-mediated apoptosis. Proc. Natl Acad. Sci. USA.

[52] Crowther-Swanepoel D (2010). Common variants at 2q37.3, 8q24.21, 15q21.3 and 16q24.1 influence chronic lymphocytic leukemia risk. Nat. Genet..

[53] Chapiro E (2008). The most frequent t(14;19)(q32;q13)-positive B-cell malignancy corresponds to an aggressive subgroup of atypical chronic lymphocytic leukemia. Leukemia.

[54] Huh YO (2011). Chronic lymphocytic leukemia with t(14;19)(q32;q13) is characterized by atypical morphologic and immunophenotypic features and distinctive genetic features. Am. J. Clin. Pathol..

[55] Woyach JA (2014). Prolonged lymphocytosis during ibrutinib therapy is associated with distinct molecular characteristics and does not indicate a suboptimal response to therapy. Blood.

[56] Madani A (1995). The 8 kD product of the putative oncogene MTCP-1 is a mitochondrial protein. Oncogene.

[57] Burns A (2018). Whole-genome sequencing of chronic lymphocytic leukaemia reveals distinct differences in the mutational landscape between IgHV^mut^ and IgHV^unmut^ subgroups. Leukemia.

[58] Fernández JM (2016). The BLUEPRINT Data Analysis Portal. Cell Syst..

[59] Becton, Dickinson & company. B-Cell Research. Flow cytometry tools for the study of B-cell biology. (2014).

[60] Pieper K, Grimbacher B, Eibel H (2013). B-cell biology and development. J. Allergy Clin. Immunol..

[61] Allman D, Pillai S (2008). Peripheral B cell subsets. Curr. Opin. Immunol..

[62] Lucas F (2019). Eμ-TCL1xMyc: a novel mouse model for concurrent CLL and B-cell lymphoma. Clin. Cancer Res..

[63] Patro R, Duggal G, Love MI, Irizarry RA, Kingsford C (2017). Salmon provides fast and bias-aware quantification of transcript expression. Nat. Methods.

[64] Soneson C, Love MI, Robinson MD (2015). Differential analyses for RNA-seq: transcript-level estimates improve gene-level inferences. F1000Res.

[65] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[66] Walker LA (2020). CLEAR: coverage-based limiting-cell experiment analysis for RNA-seq. J. Transl. Med..

[67] Bolotin DA (2015). MiXCR: software for comprehensive adaptive immunity profiling. Nat. Methods.

[68] van Buuren S (2007). Multiple imputation of discrete and continuous data by fully conditional specification. Stat. Methods Med. Res..

# Supplementary material for: Rare t(X;14)(q28;q32) translocation reveals link between MTCP1 and chronic lymphocytic leukemia
**Source:** Nat Commun. 2021 Nov 3;12:6338. doi: 10.1038/s41467-021-26400-x
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Figures & Figure Legends

Supplementary Figure 1

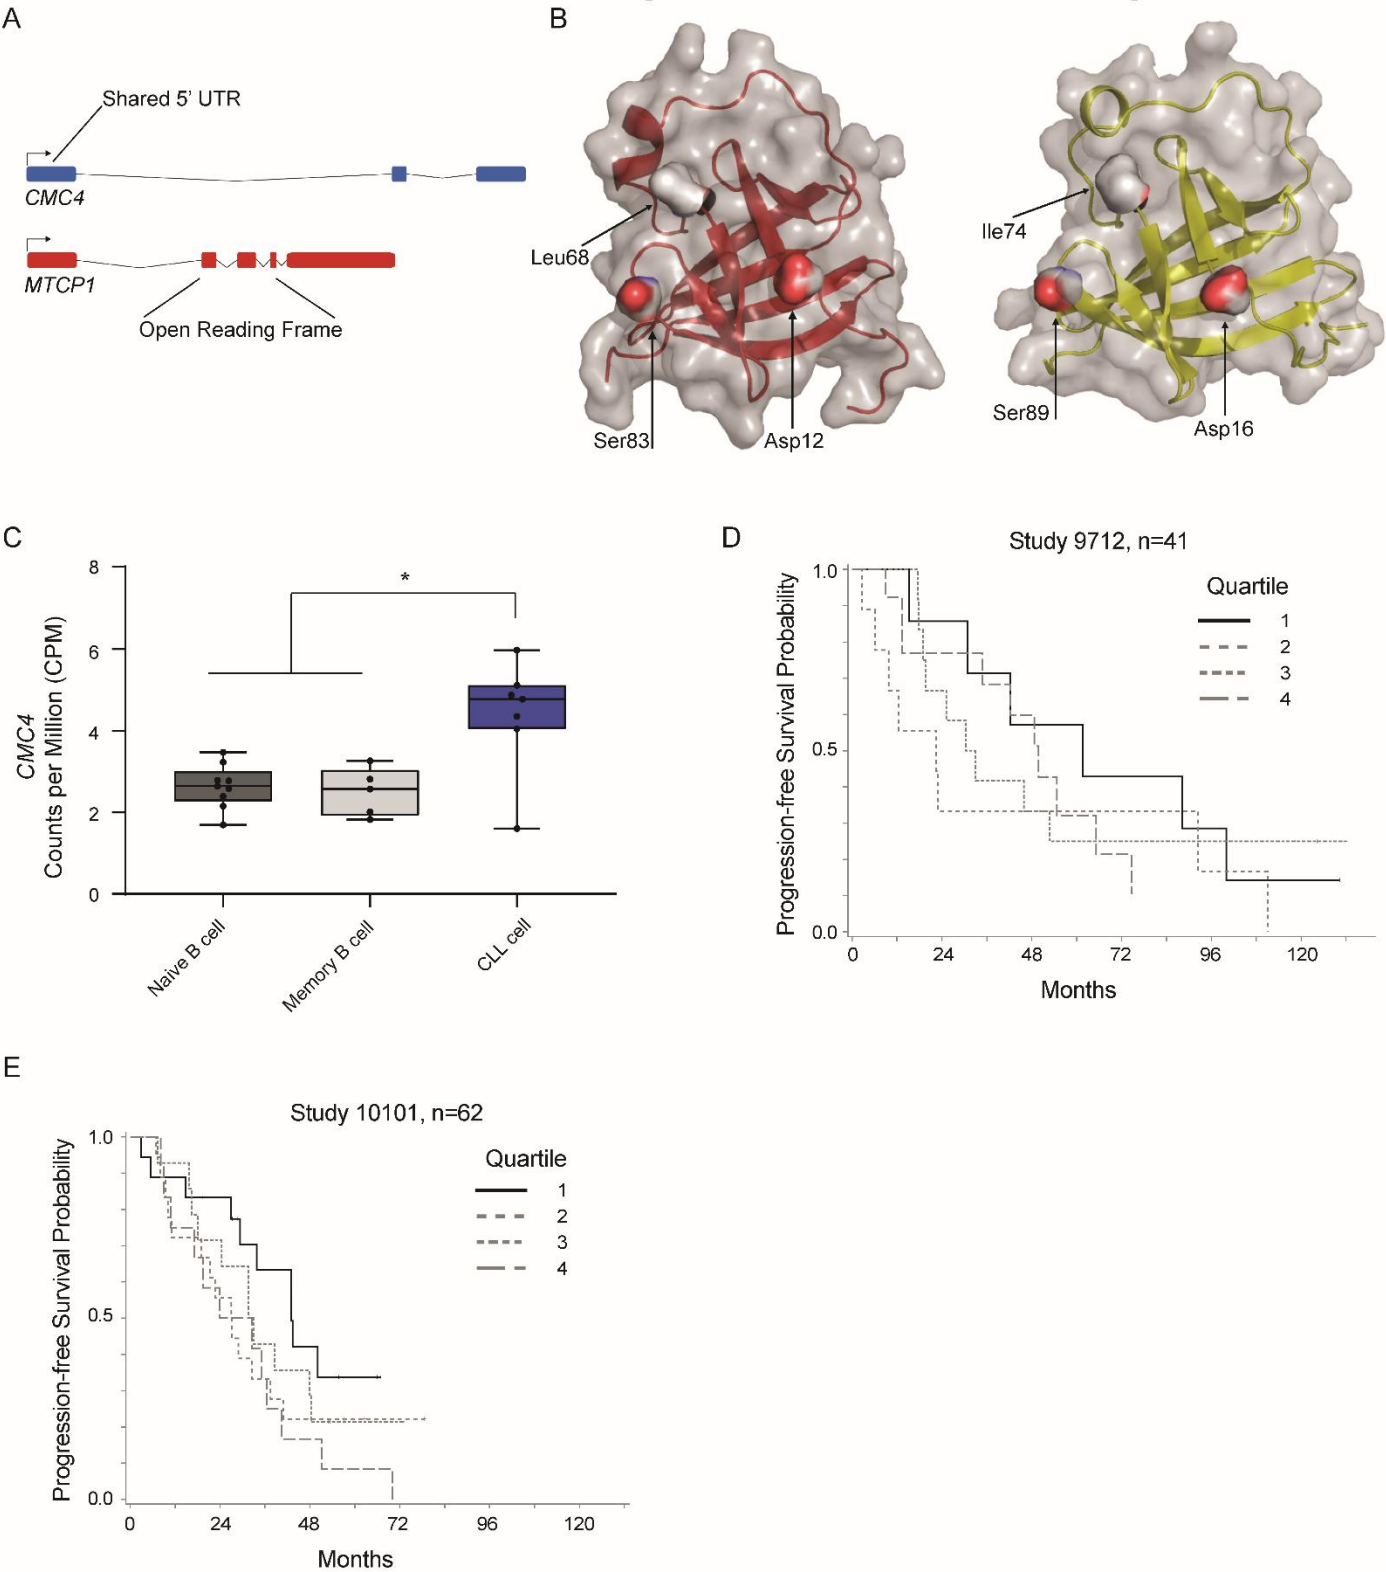

**Supplementary Figure 1. *MTCP1*, splice variant *CMC4*, and p13 *MTCP1* homolog *TCL1A***

- (a) Genomic arrangement of the *MTCP1* locus on the reverse strand of the X chromosome. Bicistronism from an ancient insertion event yields two isoforms. The truncated isoform is termed “*CMC4*.” The longer *MTCP1* isoform is a member of the *TCL1* proto-oncogene family and is amplified in t(X;14)-associated T cell leukemia.
- (b) 3-Dimensional surface rendering with beta-barrel tertiary structures as determined via crystal structure analysis showing high degree of overlap between human p13 *MTCP1* and p14 *TCL1A* (RCSB IDs: 1A1X, 1JSG). Surface residues Asp16, Ile74, and Ser89 have shown to be critical for *TCL1A*-AKT interactions, and biochemical conservation of these residues on the surface of p13 *MTCP1* (Asp12, Leu68, Ser83) suggests shared AKT-binding abilities between family members. Space fill rendering of these conserved amino acid residues possibly necessary for AKT interactions are highlighted.
- (c) *CMC4* mRNA expression is elevated in CLL cells compared to naïve- or memory-B cell subsets ( $p=0.0140$ ,  $p=0.0105$ , respectively). Data obtained from the Blueprint database. Box elements reflect 2nd - 3rd quartile, center line reflects the median value, and whiskers reflect the distance from the upper and lower limit to the box elements. Naïve B cells – dark grey/left,  $n=9$ ; memory B cells – light grey/middle,  $n=5$ ; CLL cells – blue/right,  $n=7$ .  $p$ -value estimated using a two-tailed unpaired t-test with Welch’s correction.
- (d) Progression-free survival (PFS) by quartile of *MTCP1* expression is visualized via Kaplan-Meier plot for a subset of CLL patients from a Cancer and Leukemia Group B clinical trial (9712;  $n=41$ ).
- (e) Progression-free survival by quartile of *MTCP1* expression is visualized via Kaplan-Meier plot for a subset of CLL patients from a Cancer and Leukemia Group B clinical trial (10101;  $n=62$ ).

Supplementary Figure 2

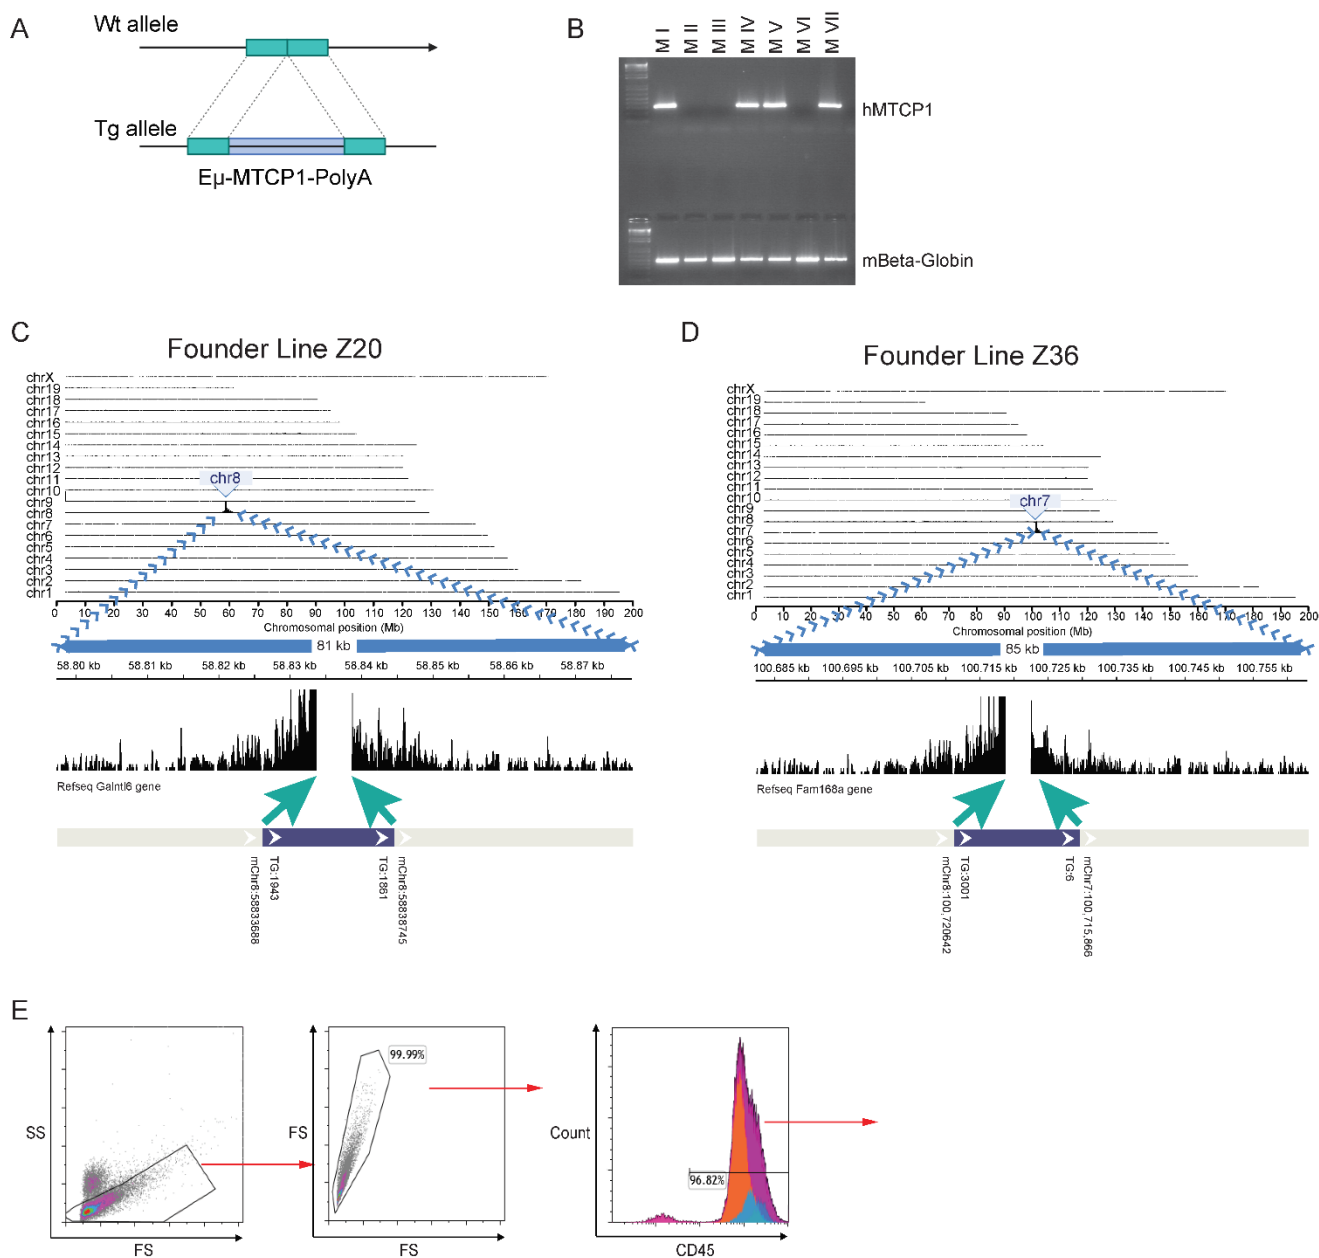

## Supplementary Figure 2. Generating the E $\mu$ -MTCP1 mouse

- (a) Diagram illustrating the transgenic allele of the E $\mu$ -MTCP1 mouse. Human recombinant MTCP1 is constitutively expressed under control of VH promoter-IgH-E $\mu$  enhancer elements for expression restricted to the B cell compartment. Using this transgenic engineering model, five independent founder lines were generated. Artistic rendering created with Biorender.com
- (b) Successful passage of the hMTCP1 transgene from E $\mu$ -MTCP1 founder mice is observed in progeny. PCR analysis was used to confirm the integration of the hMTCP1 transgene into the genome of subsequent generations of E $\mu$ -MTCP1 littermate mice (M I-VII). A band of 340bp indicates the presence of the transgenic MTCP1 allele. Mouse beta-globin was used as amplification control sequence, generating a band of ~495bp. Images represent three independent tests.
- (c) Mapping analysis of the hMTCP1 transgene integration site in E $\mu$ -MTCP1 mice derived from the Z20 founder was performed via targeted locus amplification. Next generation sequencing was performed and reads were aligned to mouse genome version GRCm10. The hMTCP1 transgene integrated at chr8:58,833,688-58,838,745 in an intron of the *Galnt16* gene. >10 copies of the transgene have integrated in this locus.
- (d) Mapping analysis of the hMTCP1 transgene integration site in E $\mu$ -MTCP1 mice derived from the Z36 founder was performed via targeted locus amplification. Next generation sequencing was performed and reads were aligned to mouse genome version GRCm10. The hMTCP1 transgene integrated at chr7:100,715,866-100,720,642 within an intron of the *Fam168a* gene. >10 copies of the transgene have integrated in this locus.
- (e) Representative gating strategy used to identify B lymphocytes from single Cd45<sup>+</sup> cell populations circulating in the peripheral blood of E $\mu$ -MTCP1 mice.

Supplementary Figure 3

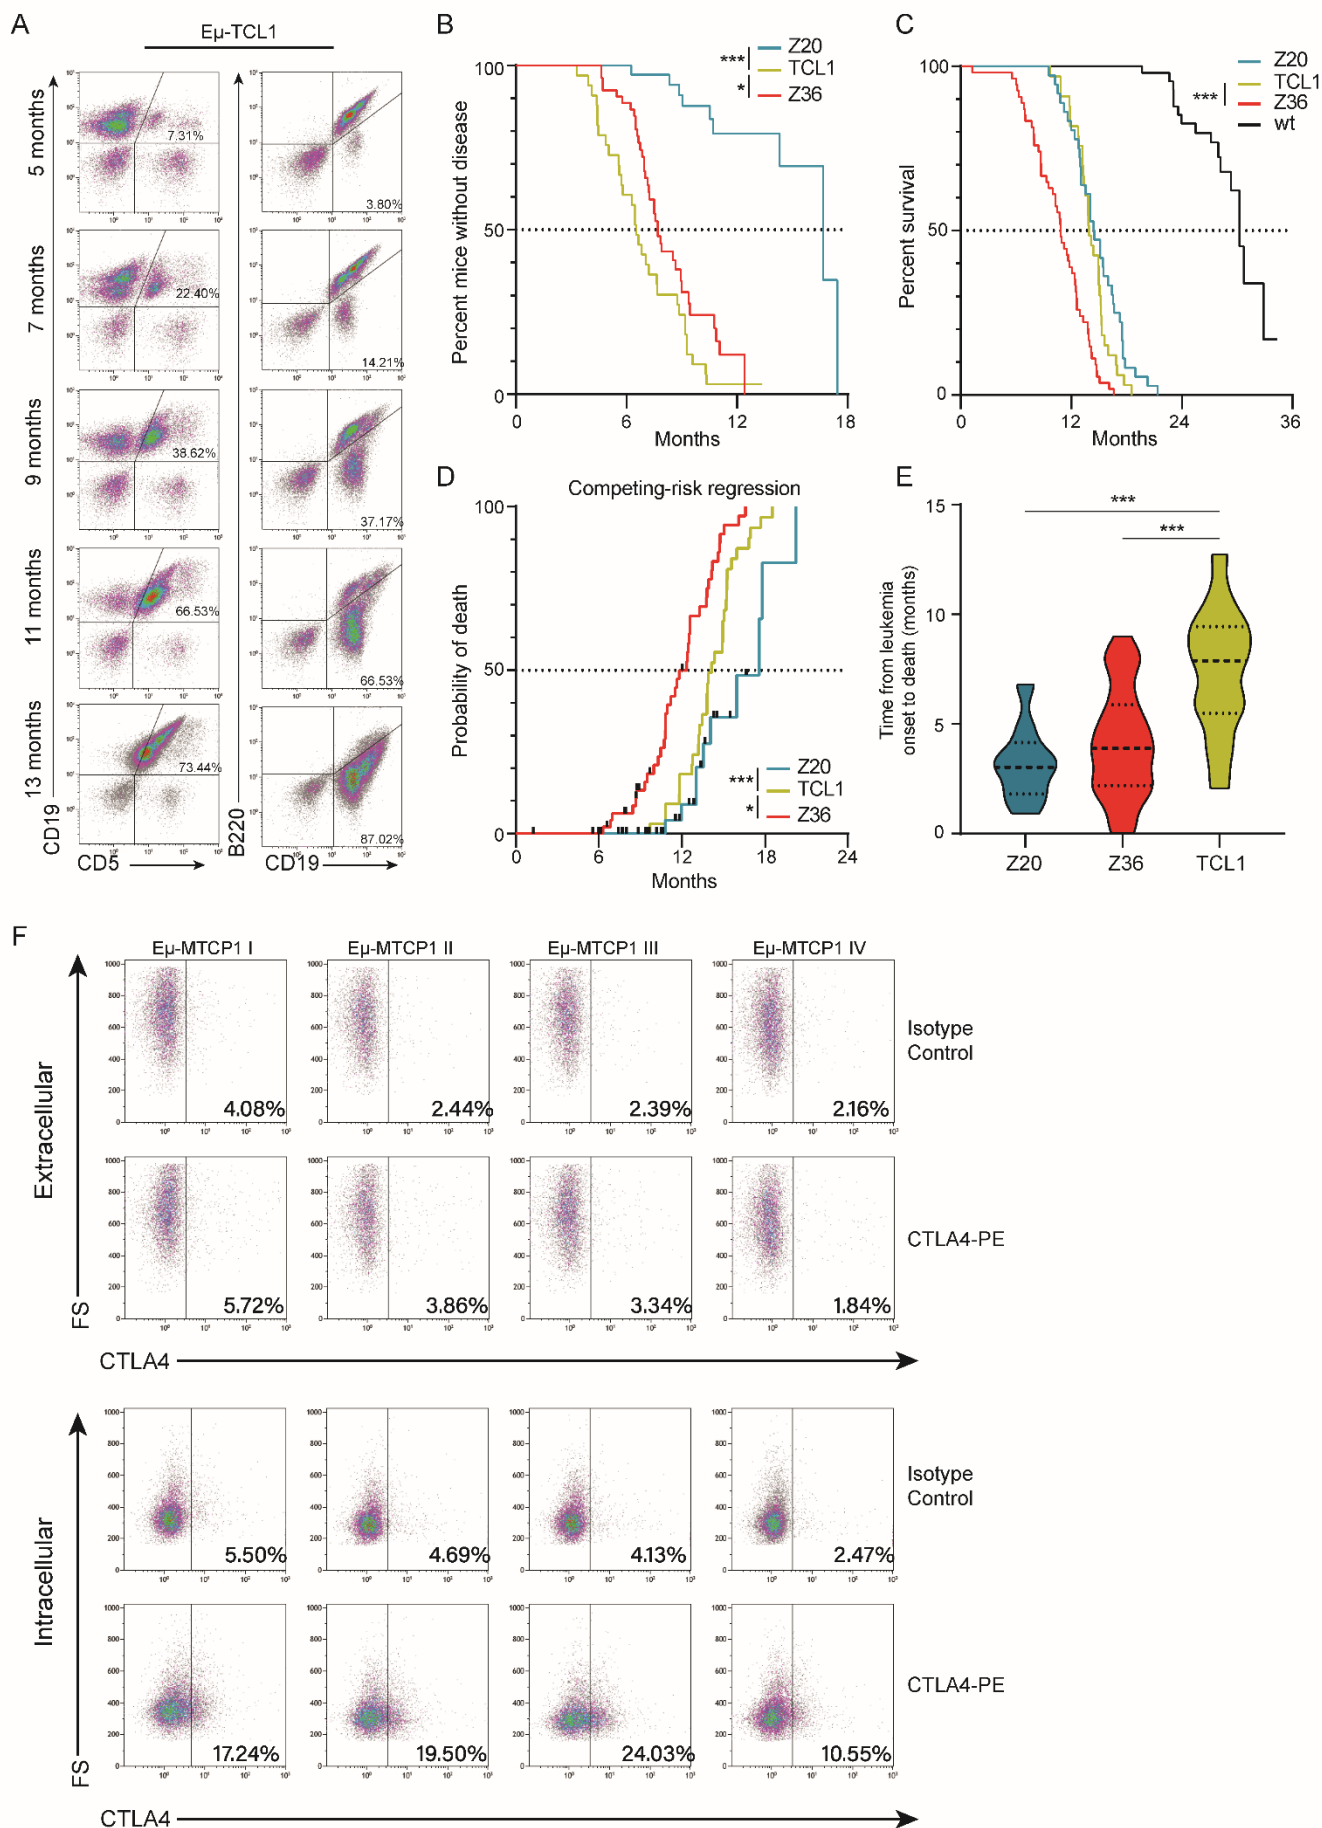

### **Supplementary Figure 3. E $\mu$ -MTCP1 mice develop a leukemia resembling murine and human CLL**

- (a) Longitudinal flow cytometry analysis of E $\mu$ -TCL1 mice showing progressive development of a CD5<sup>+</sup>/CD19<sup>+</sup> and CD19<sup>+</sup>/B220dim CD45<sup>+</sup> CLL-like population in the blood.
- (b) Kaplan-Meier estimation of median time to disease onset in E $\mu$ -MTCP1 (Z36, n=54; Z20, n=36) and E $\mu$ -TCL1 mice (n=33). Median time from birth to disease onset was shorter in E $\mu$ -TCL1 mice (6.5 months) than E $\mu$ -MTCP1 mice (p=0.023 and p<0.001 for Z36 (7.7 months) and Z20 (16.7 months), respectively). Disease onset was defined as >20% expansion of CD5<sup>+</sup>/CD19<sup>+</sup> and CD19<sup>+</sup>/B220dim CD45<sup>+</sup> cell populations in the blood determined by flow cytometry.
- (c) Kaplan-Meier estimation of median survival in E $\mu$ -MTCP1 (Z36, n=54; Z20, n=36) vs E $\mu$ -TCL1 mice (n=33). The median survival time was 10.8 months (95% CI: 9.5-12.5) for E $\mu$ -MTCP1 founder line Z36 and 14.5 months (95% CI: 13.2-16) for founder line Z20, compared to 13.9 months (95% CI: 13.3-15) for E $\mu$ -TCL1 mice (log-rank p<0.001 and p=0.113 for Z36 and Z20, respectively). Representative survival of wildtype mice (n=54) is shown as reference. P-values (in **b** and **c**) determined by estimates from a Cox proportional hazards model.
- (d) Competing-risk assessment to estimate the median survival in E $\mu$ -MTCP1 (Z36 and Z20) and E $\mu$ -TCL1 mice. Mice were censored (black mark on curve) at the time at which a T cell or myeloid cell abnormality were observed. The median estimated survival time was 12.4 months for E $\mu$ -MTCP1 found Z36 (n=54) and 17.6 months for E $\mu$ -MTCP1 founder Z20 (n=36). The Median estimated survival for E $\mu$ -TCL1 mice was 14.1 months (n=33). “\*\*\*\*” represents p<0.001 and “\*” represents p=0.0503 using a two-tailed unpaired t-test with Welch’s correction.
- (e) Evaluation of time between CLL onset (defined in **b**) and time of death in E $\mu$ -MTCP1 (Z36, n=38; Z20, n=10) and E $\mu$ -TCL1 (n=32) mice. Reduced time from disease onset to death reflects the delayed onset but rapid disease course in E $\mu$ -MTCP1 mice. “\*\*\*\*” represents p<0.001 using a two-tailed unpaired t-test with Welch’s correction.
- (f) Intracellular CTLA-4 expression in CLL-like cells from E $\mu$ -MTCP1 mice (founder Z36) resembles that of human CLL. CTLA-4 staining and analysis of peripheral blood cells via flow cytometry reveals elevated intracellular expression in E $\mu$ -MTCP1 mice while lacking surface expression (n=4).

Supplementary Figure 4

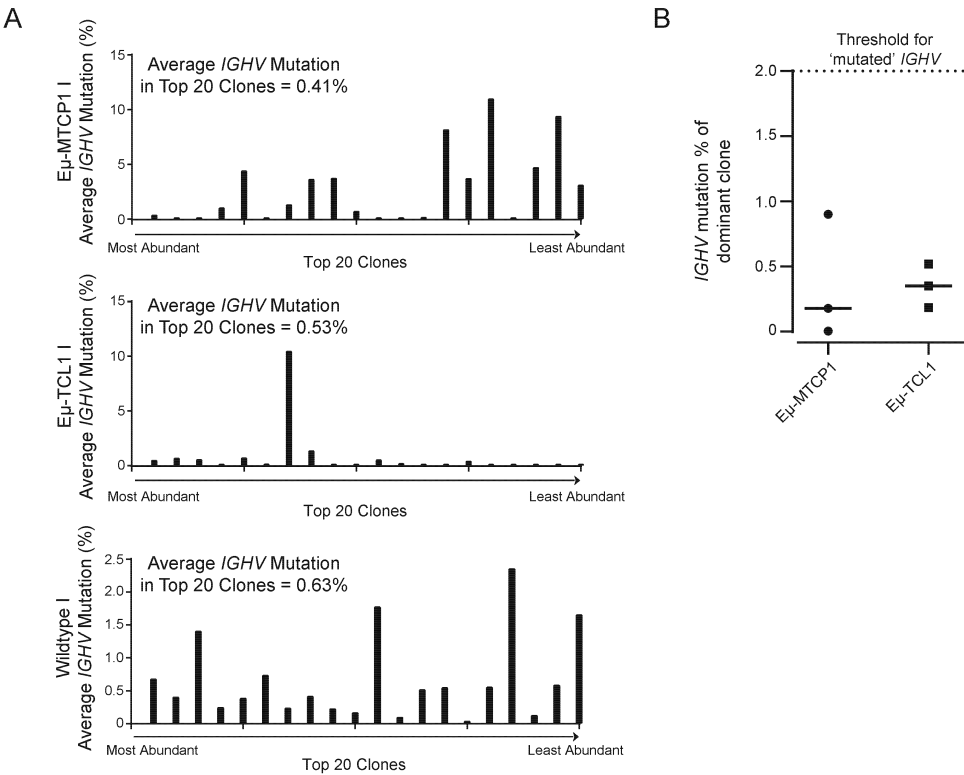

**Supplementary Figure 4. Low IGHV mutation burden observed in Eμ-MTCP1 and Eμ-TCL1 B lymphocytes**

- (a) Mutation status of the 20 most abundant IGHV genes in Eμ-MTCP1, Eμ-TCL1, and non-transgenic mice (data shown from one mouse is representative of n=3 per group). The vast majority of IGHV reads in the dominant clones from each mouse revealed a low mutational burden. IGHV gene sequences determined from RNA-sequencing were compared against germline controls to assess mutation frequency. The X-axis represents the analyzed clone from most to least abundant. Y-axis represents mutation frequency per clone.
- (b) IGHV gene sequences determined from RNA-sequencing were compared against germline controls to assess mutation frequency in Eμ-MTCP1 and Eμ-TCL1 spleen cells. A low mutation rate in the *IGHV* region was identified in Eμ-MTCP1 and Eμ-TCL1 cells, well below the threshold (>2%) for classification of “mutated *IGHV*.”

Supplementary Figure 5

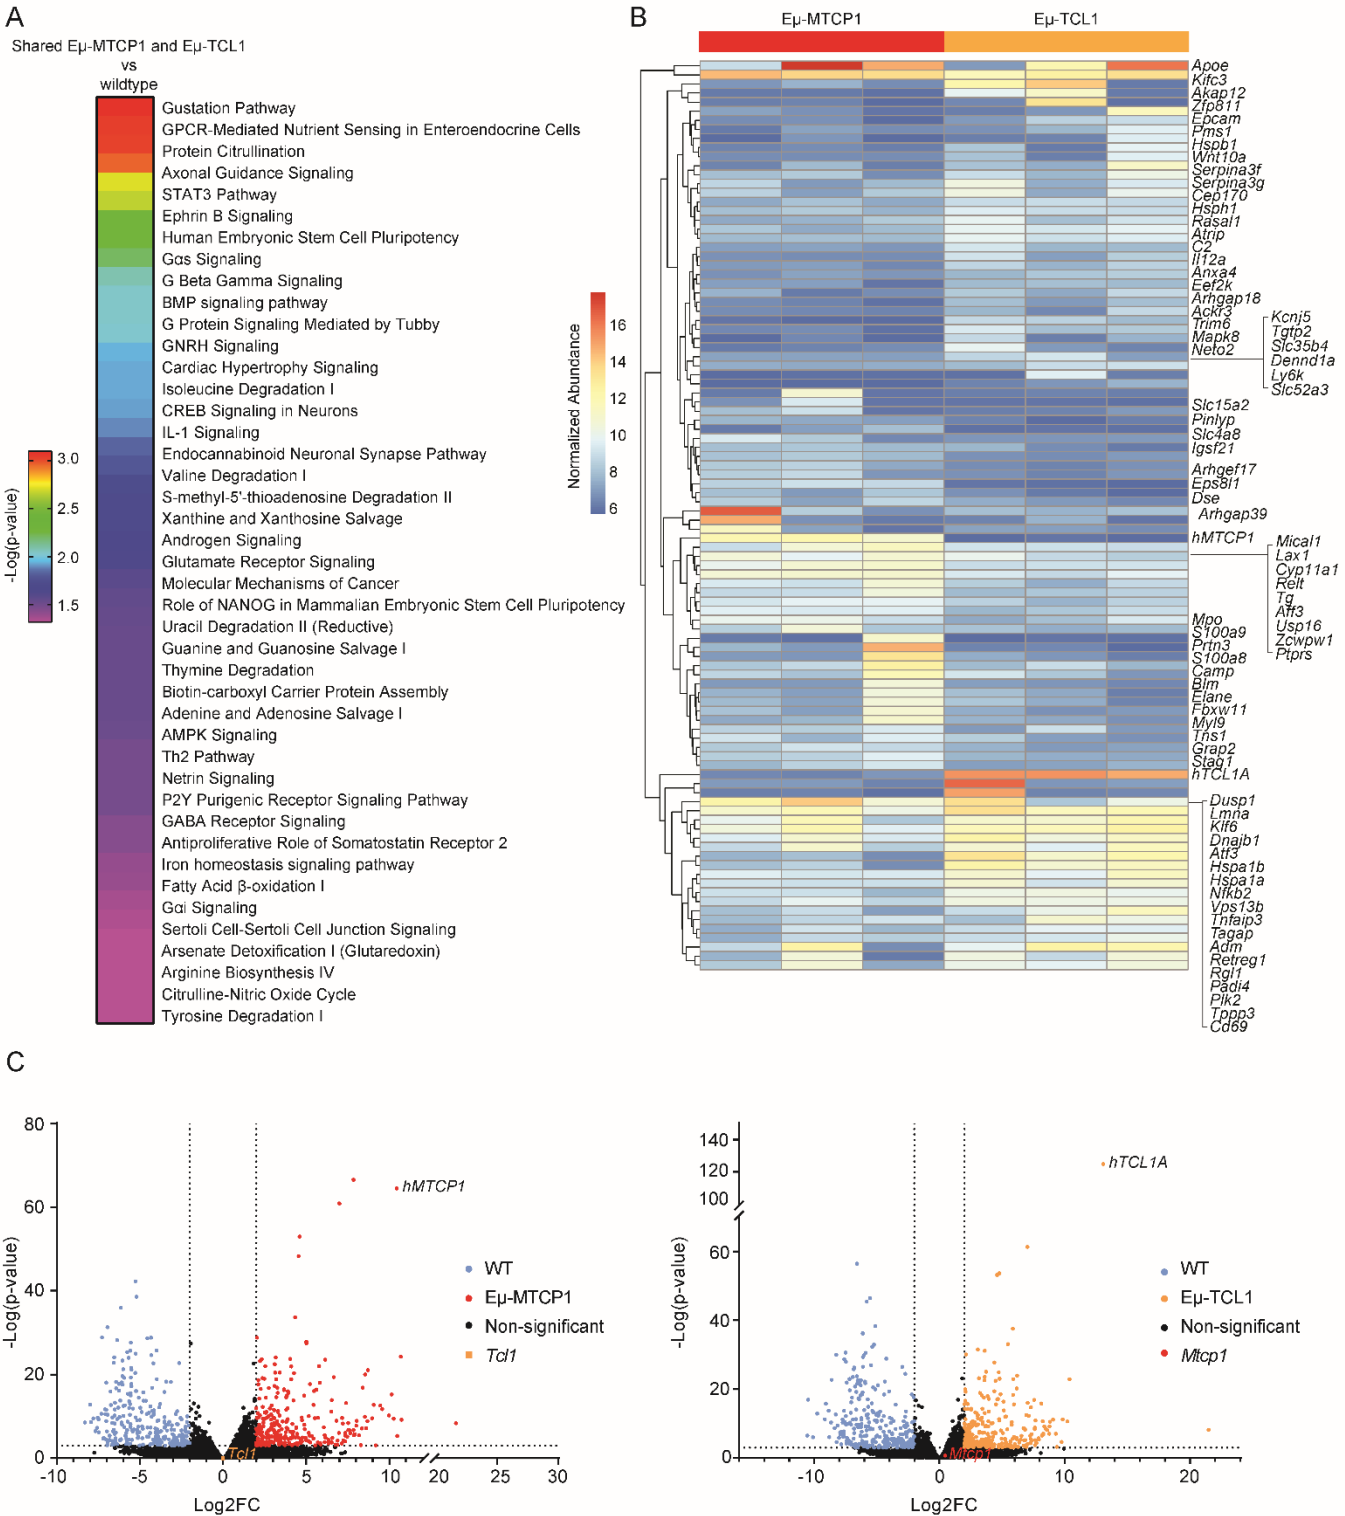

### Supplementary Figure 5. Transcriptional profile in E $\mu$ -MTCP1 and E $\mu$ -TCL1 mice

- (a) Ingenuity pathway analysis (IPA) of significantly enriched genes (Log<sub>2</sub>FC>2, p-value<0.001) shared between E $\mu$ -MTCP1 and E $\mu$ -TCL1 transgenic strains when compared to wildtype littermates. Rainbow color scale reflects  $-\text{Log}(\text{p-value})$  determined via Fisher's exact test. Complete list of IPA terms and p-values are available in the supplemental file: source data.
- (b) The top 100 most-variable genes between E $\mu$ -MTCP1 and E $\mu$ -TCL1 mice (n=3 per group) visualized via heatmap. IGH genes are removed for clarity. Genes listed on the y-axis are arranged via hierarchical clustering using Euclidean distance measurements. Heat map scale is representative of normalized Log<sub>2</sub> expression between all samples.
- (c) Differential mRNA expression analysis of splenic B cells from E $\mu$ -MTCP1, E $\mu$ -TCL1, and wildtype mice visualized via volcano plot (n=3 per group). 

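With a log2 fold change over 2 or under -2 and an unadjusted p under 0.001 (edgeR quasi-likelihood F test), 192 genes were higher and 198 lower in Eµ-MTCP1 than in wildtype mice (n = 3 each). The number of both together, 390, was 862 in the authors' deposited gene count table without an expression filter and 149 among genes with at least 10 counts in every library. With any 1 library left out it lay between 270 and 421. With immunoglobulin segments left out, 198 genes were higher and 75 lower.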

275 genes enriched in wildtype mice (blue) and 301 genes enriched in E $\mu$ -MTCP1 mice (red) are shown (left panel). 

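At the thresholds of Supplementary Fig. 5C, 180 genes were higher and 211 lower in Eµ-TCL1 than in wildtype mice (edgeR quasi-likelihood F test, n = 3 each), 391 in all. The authors' deposited gene count table without an expression filter gave 861, and genes with at least 10 counts in every library gave 146. The range with any 1 library left out was 275 to 444. With immunoglobulin segments left out, 185 genes were higher and 76 lower.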

335 genes enriched in wildtype mice (blue) and 445 genes enriched in E $\mu$ -TCL1 mice (yellow) are shown (right panel; Log<sub>2</sub>FC >2; p-value <0.001). Differential expression of the *Mtcp1* and *Tcl1* genes are highlighted. P-value determined in DESeq2 via Wald test. Complete list of genes and p-values are available in the supplemental file: source data.

## Supplementary Tables

**Supplementary Table 1: Stratified proportional hazards models<sup>A</sup> for progression-free survival**

| Variable                                  | Stratified Models for Each Variable | Stratified Model including All Variables with $p \leq 0.20^B$ |
|-------------------------------------------|-------------------------------------|---------------------------------------------------------------|
|                                           | p (HR, 95% CI)                      | p (HR, 95% CI)                                                |
| <i>MTCP1</i> Expression, 2-fold increase  | 0.03 (2.09, 1.08-4.05)              | 0.32 (1.40, 0.72-2.69)                                        |
| Zap-70 Methylation, <20 vs. >20           | 0.05 (1.87, 1.01-3.46)              | 0.31 (1.40, 0.73-2.70)                                        |
| <i>IgHV</i> , Unmutated vs Mutated        | 0.67 (1.12, 0.66-1.91)              | ---                                                           |
| Cytogenetics, del(17p)/del(11q) vs. Other | 0.01 (2.11, 1.20-3.72)              | 0.003 (2.46, 1.37-4.39)                                       |
| Age, 10-year increase                     | 0.27 (0.88, 0.71-1.10)              | ---                                                           |
| Gender, Female vs. Male                   | 0.12 (0.64, 0.36-1.12)              | 0.12 (0.63, 0.35-1.13)                                        |
| Hemoglobin, 1 unit increase               | 0.85 (0.99, 0.89-1.10)              | ---                                                           |
| WBC, 2-fold increase                      | 0.01 (1.31, 1.06-1.62)              | 0.02 (1.31, 1.05-1.63)                                        |
| Rai Stage (III/IV vs. I/II)               | 0.89 (0.97, 0.61-1.53)              | ---                                                           |
| Performance Status (1/2 vs. 0)            | 0.43 (1.20, 0.76-1.89)              | ---                                                           |

<sup>A</sup> Stratified on study cohort.

<sup>B</sup> Each predictor is adjusted for all others in the model.

HR = hazard ratio, CI = confidence interval

P-values are from two-sided t-tests, obtained from stratified Cox proportional hazards models combined across 20 imputed datasets. P-values were not adjusted for multiple testing.

**Supplementary Table 2: Stratified proportional hazards models\* for progression-free survival**

| Variable                                 | Stratified Models for Each Variable | Stratified Model including <i>MTCP1</i> Expression and <i>IgHV</i> <sup>+</sup> |
|------------------------------------------|-------------------------------------|---------------------------------------------------------------------------------|
|                                          | p (HR, 95% CI)                      | p (HR, 95% CI)                                                                  |
| <i>MTCP1</i> Expression, 2-fold increase | 0.03 (2.09, 1.08-4.05)              | 0.03 (2.08, 1.07-4.05)                                                          |
| <i>IgHV</i> , Unmutated vs Mutated       | 0.67 (1.12, 0.66-1.91)              | 0.87 (1.05, 0.61-1.80)                                                          |

\*Stratified on study cohort.

<sup>+</sup>Each predictor is adjusted for all others in the model.

HR = hazard ratio, CI = confidence interval

P-values are from two-sided t-tests, obtained from stratified Cox proportional hazards models combined across 20 imputed datasets. P-values were not adjusted for multiple testing.

Supplementary Table 3: IG V gene usage in Eμ-MTCP1 mice

| IgHv Gene Usage |         |             |         |              |         |             |         |             |         |             |         |            |         |             |         |              |         |
|-----------------|---------|-------------|---------|--------------|---------|-------------|---------|-------------|---------|-------------|---------|------------|---------|-------------|---------|--------------|---------|
| Eμ-MTCP1 I      |         | Eμ-MTCP1 II |         | Eμ-MTCP1 III |         | Eμ-TCL1 I   |         | Eμ-TCL1 II  |         | Eμ-TCL1 III |         | Wildtype I |         | Wildtype II |         | Wildtype III |         |
| IGHV1-55        | 66.12%  | IGHV1 2-3   | 94.92%  | IGHV5 -4     | 72.69%  | IGHV1 -50   | 70.82%  | IGHV1 -15   | 80.96%  | IGHV1 2-3   | 97.16%  | IGHV 5-4   | 7.06%   | IGHV 5-17   | 6.02%   | IGHV5 -17    | 14.98%  |
| IGHV1 -50       | 13.83%  | IGHV2 -3    | 1.10%   | IGHV5 -12    | 13.41%  | IGHV1 -55   | 6.16%   | IGHV1 2-3   | 10.46%  | IGHV1 1-2   | 0.92%   | IGHV 6-3   | 3.99%   | IGHV 4-1    | 5.22%   | IGHV1 -53    | 5.96%   |
| IGHV1 -61       | 4.19%   | IGHV1 -82   | 0.49%   | IGHV1 4-1    | 6.56%   | IGHV1 -61   | 3.73%   | IGHV1 -7    | 2.73%   | IGHV5 -12   | 0.54%   | IGHV 1-53  | 3.81%   | IGHV 1-53   | 3.96%   | IGHV3 -6     | 4.31%   |
| IGHV1 -62-3     | 2.89%   | IGHV7 -3    | 0.47%   | IGHV5 -15    | 2.08%   | IGHV1 -19   | 3.24%   | IGHV1 1-2   | 0.65%   | IGHV6 -3    | 0.33%   | IGHV 3-6   | 3.79%   | IGHV 1-80   | 3.66%   | IGHV6 -3     | 2.82%   |
| IGHV1 -19       | 2.26%   | IGHV1 -78   | 0.41%   | IGHV5 -17    | 1.09%   | IGHV1 -36   | 3.22%   | IGHV1 -5    | 0.59%   | IGHV5 -17   | 0.11%   | IGHV 4-1   | 3.17%   | IGHV 6-3    | 3.57%   | IGHV1 -18    | 2.65%   |
| IGHV1 -36       | 2.02%   | IGHV5 -12   | 0.36%   | IGHV7 -1     | 0.68%   | IGHV1 4-2   | 2.53%   | IGHV1 -55   | 0.49%   | IGHV1 1-1   | 0.08%   | IGHV 1-80  | 2.74%   | IGHV 1-26   | 3.28%   | IGHV5 -4     | 2.57%   |
| IGHV1 -18       | 1.44%   | IGHV1 1-2   | 0.20%   | IGHV5 -12-4  | 0.58%   | IGHV1 -62-3 | 2.15%   | IGHV1 -23   | 0.28%   | IGHV1 -26   | 0.08%   | IGHV 1-72  | 2.59%   | IGHV 9-3    | 2.92%   | IGHV1 -75    | 2.49%   |
| IGHV1 -59       | 1.40%   | IGHV6 -3    | 0.13%   | IGHV5 -16    | 0.48%   | IGHV1 -59   | 1.30%   | IGHV1 -50   | 0.25%   | IGHV5 -15   | 0.08%   | IGHV 8-5   | 2.56%   | IGHV 5-9-1  | 2.81%   | IGHV9 -3     | 2.47%   |
| IGHV1 -52       | 1.10%   | IGHV4 -1    | 0.13%   | IGHV1 -62-2  | 0.39%   | IGHV1 -18   | 1.28%   | IGHV1 -19   | 0.21%   | IGHV5 -5    | 0.06%   | IGHV 5-17  | 2.54%   | IGHV 8-12   | 2.68%   | IGHV1 -55    | 2.43%   |
| IGHV5 -4        | 0.50%   | IGHV5 -15   | 0.12%   | IGHV5 -6     | 0.37%   | IGHV1 -62-2 | 1.26%   | IGHV1 -18   | 0.18%   | IGHV1 -50   | 0.05%   | IGHV 5-16  | 2.50%   | IGHV 2-9-1  | 2.47%   | IGHV1 -26    | 2.23%   |
| Others          | 4.24%   | Others      | 1.67%   | Others       | 1.68%   | Others      | 4.31%   | Others      | 3.19%   | Others      | 0.59%   | Others     | 65.26%  | Others      | 63.41%  | Others       | 57.09%  |
|                 |         |             |         |              |         |             |         |             |         |             |         |            |         |             |         |              |         |
| IgKv Gene Usage |         |             |         |              |         |             |         |             |         |             |         |            |         |             |         |              |         |
| Eμ-MTCP1 I      |         | Eμ-MTCP1 II |         | Eμ-MTCP1 III |         | Eμ-TCL1 I   |         | Eμ-TCL1 II  |         | Eμ-TCL1 III |         | Wildtype I |         | Wildtype II |         | Wildtype III |         |
| IGKV1 2-89      | 97.19%  | IGKV4 -91   | 97.79%  | IGKV4 -91    | 79.86%  | IGKV1 0-94  | 93.47%  | IGKV8 -30   | 65.60%  | IGKV4 -91   | 93.21%  | IGKV 1-117 | 9.16%   | IGKV 6-15   | 6.48%   | IGKV3 -4     | 12.90%  |
| IGKV4 -91       | 0.44%   | IGKV8 -19   | 0.44%   | IGKV1 9-93   | 17.92%  | IGKV8 -30   | 4.22%   | IGKV4 -91   | 19.38%  | IGKV5 -43   | 4.04%   | IGKV 6-15  | 4.61%   | IGKV 1-117  | 5.36%   | IGKV1 0-96   | 4.82%   |
| IGKV1 2-44      | 0.26%   | IGKV6 -20   | 0.24%   | IGKV5 -39    | 0.51%   | IGKV6 -29   | 0.55%   | IGKV6 -29   | 7.16%   | IGKV1 4-126 | 0.98%   | IGKV 1-110 | 3.64%   | IGKV 1-110  | 4.66%   | IGKV5 -39    | 4.72%   |
| IGKV6 -20       | 0.24%   | IGKV1 4-126 | 0.17%   | IGKV3 -11    | 0.36%   | IGKV1 0-95  | 0.36%   | IGKV1 4-126 | 1.28%   | IGKV6 -20   | 0.39%   | IGKV 8-27  | 3.58%   | IGKV 3-4    | 4.35%   | IGKV1 -110   | 3.57%   |
| IGKV6 -15       | 0.18%   | IGKV1 4-111 | 0.12%   | IGKV6 -25    | 0.10%   | IGKV6 -20   | 0.13%   | IGKV4 -86   | 0.85%   | IGKV1 2-44  | 0.25%   | IGKV 1-135 | 3.52%   | IGKV 6-23   | 4.12%   | IGKV6 -15    | 3.56%   |
| IGKV8 -27       | 0.16%   | IGKV1 -117  | 0.11%   | IGKV2 -109   | 0.09%   | IGKV3 -11   | 0.11%   | IGKV3 -11   | 0.47%   | IGKV6 -15   | 0.23%   | IGKV 6-23  | 3.29%   | IGKV 6-20   | 3.83%   | IGKV1 -117   | 3.47%   |
| IGKV1 7-121     | 0.10%   | IGKV1 -110  | 0.09%   | IGKV1 2-44   | 0.08%   | IGKV1 2-89  | 0.09%   | IGKV4 -81   | 0.39%   | IGKV1 2-89  | 0.11%   | IGKV 10-96 | 2.90%   | IGKV 8-27   | 3.77%   | IGKV4 -59    | 2.85%   |
| IGKV3 -11       | 0.08%   | IGKV5 -39   | 0.07%   | IGKV1 -110   | 0.07%   | IGKV1 4-126 | 0.08%   | IGKV1 2-89  | 0.30%   | IGKV3 -11   | 0.09%   | IGKV 8-30  | 2.69%   | IGKV 5-39   | 3.76%   | IGKV1 4-126  | 2.65%   |
| IGKV4 -59       | 0.07%   | IGKV1 2-89  | 0.07%   | IGKV6 -20    | 0.06%   | IGKV6 -15   | 0.05%   | IGKV5 -39   | 0.28%   | IGKV1 0-94  | 0.07%   | IGKV 4-59  | 2.60%   | IGKV 1-135  | 3.20%   | IGKV6 -23    | 2.62%   |
| IGKV1 4-126     | 0.06%   | IGKV6 -15   | 0.05%   | IGKV1 4-126  | 0.05%   | IGKV4 -91   | 0.04%   | IGKV8 -19   | 0.24%   | IGKV4 -77   | 0.05%   | IGKV 8-24  | 2.33%   | IGKV 10-96  | 3.18%   | IGKV4 -57    | 2.46%   |
| Others          | 1.21%   | Others      | 0.85%   | Others       | 0.89%   | Others      | 0.91%   | Others      | 4.06%   | Others      | 0.58%   | Others     | 61.68%  | Others      | 57.29%  | Others       | 56.37%  |
|                 |         |             |         |              |         |             |         |             |         |             |         |            |         |             |         |              |         |
| IgLv Gene Usage |         |             |         |              |         |             |         |             |         |             |         |            |         |             |         |              |         |
| Eμ-MTCP1 I      |         | Eμ-MTCP1 II |         | Eμ-MTCP1 III |         | Eμ-TCL1 I   |         | Eμ-TCL1 II  |         | Eμ-TCL1 III |         | Wildtype I |         | Wildtype II |         | Wildtype III |         |
| IGLV1           | 0.83997 | IGLV1       | 0.93315 | IGLV1        | 0.90244 | IGLV1       | 0.91767 | IGLV1       | 0.98534 | IGLV1       | 0.79764 | IGLV 1     | 0.6172  | IGLV 1      | 0.65981 | IGLV1        | 0.63037 |
| IGLV3           | 0.12596 | IGLV2       | 0.04013 | IGLV3        | 0.07012 | IGLV3       | 0.06769 | IGLV3       | 0.00831 | IGLV3       | 0.18316 | IGLV 2     | 0.30255 | IGLV 2      | 0.21153 | IGLV2        | 0.30545 |
| IGLV2           | 0.03406 | IGLV3       | 0.02672 | IGLV2        | 0.02744 | IGLV2       | 0.01464 | IGLV2       | 0.00635 | IGLV2       | 0.0192  | IGLV 3     | 0.08025 | IGLV 3      | 0.12866 | IGLV3        | 0.06417 |

# Supplementary material for: Rare t(X;14)(q28;q32) translocation reveals link between MTCP1 and chronic lymphocytic leukemia
**Source:** Nat Commun. 2021 Nov 3;12:6338. doi: 10.1038/s41467-021-26400-x
**Supplement:** Supplementary file 3 — Reporting summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ A description of all covariates tested
- ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

1744 suspected CLL specimens collected between November 2003 and December 2014 at The Ohio State University Comprehensive Cancer Center were evaluated for possible Xq28 rearrangements by screening metaphase karyotypes collected at time of initial biopsy.

Fluorescent in-situ Hybridization (FISH) was done according to the manufacturer's recommendations, except prior to hybridization slides were pretreated with pepsin and postfix solution. Co-denaturation of probe and sample was done on HyBrite (Abbott Molecular, Downers Grove, IL) for 5 minutes at 73 C. FISH signals were viewed using a fluorescent microscope (Zeiss axioscope 40) equipped with appropriate filters and analyzed with Applied Imaging System.

Transgenic mouse mapping and gene integration services were provided by Taconic Biosciences via a collaboration between Taconic and Cergentis. Sample preparation was carried out at Taconic Biosciences and both TLA and data analysis were carried out at Cergentis, with genotyping assay recommendations subsequently provided by Taconic.

Immunophenotyping was conducted using Beckman Coulter Gallios 3-laser-10-color (B5-R3-V2) cell analyzer. All flow cytometry data were analyzed using KALUZA v2.0 software (Becton Dickinson).

Histopathologic analysis were conducted on spleen, thymus, liver, mesenteric lymph node, and bone marrow from Eμ-MTGP1 mice meeting predefined euthanasia criteria. Tissues were fixed in 10% neutral buffered formalin (NBF). Bones were decalcified in formic acid (Surgipath). All tissues were embedded in paraffin and sectioned at 4μM onto glass slides. Photographs were taken using an Olympus SC30 camera with an Olympus BX53 microscope.

RNA-sequencing libraries were prepared with the Illumina Tru-Seq stranded kit and sequenced on a HiSeq 4000 targeting 40x10<sup>6</sup> fragments per sample. Transcript-level abundances were estimated using Salmon with the gencode mouse release 23, imported using ximport, with normalization and differential expression computed with DESeq2. Data processing was performed according to the CLEAR workflow, which

identifies reliably quantifiable transcripts in low-input RNA-seq for differentially expressed gene (DEG) transcripts using gene coverage profiles. MiXCR (v3.0.5) was used with default parameters except the rnaseq alignment was replaced with kaligner2 to identify preprocessed reads containing CDR3 regions from B-cell heavy, kappa, and lambda chains, generating a list of unique CDR3 sequences associated with their relative abundances and specific V(D)J gene usage. MiXCR then generates a list of unique CDR3 sequences associated with their relative abundances and specific V(D)J gene usage. To verify expression of the human MTCP1 and TCL1 transgene (hMTCP1 & hTCL1) in mice, transcript level abundances were estimated using Salmon with a modified gencode mouse reference that contained sequences from human MTCP1 and human TCL1 genes extracted from the grch38 human reference.

Artistic renderings were created and exported under a paid subscription with Biorender.com. Biologic assembly of the proposed 3-dimensional structure of MTCP1 and TCL1 proteins, as determined by x-ray diffraction protein crystallography, was visualized and exported under a University supported subscription using the PYMOL Molecular Graphics System, Version 2.3.5. Unless otherwise noted, data were visualized using GraphPad Prism version 8.3.1 for Windows, GraphPad Software, San Diego, California USA.

#### Data analysis

Unless otherwise noted, analyses were performed by independent statisticians within the OSU Center for Biostatistics according to methods from previously described models. All analyses were performed using SAS/STAT software, version 9.4 (SAS Institute, Inc., Cary, NC). Evaluation of the difference in mean gene expression between cell types collected from the Blueprint DCC gene expression portal generated a two-tailed p-value using an unpaired t-test with Welch's correction.

For patient data, associations between MTCP1 expression grouped by quartile and demographic, clinical, and molecular features were assessed using Fisher's exact and Kruskal-Wallis tests. MTCP1 expression was correlated with PFS using a Cox stratified proportional hazards model, stratified on study cohort. Further modeling was performed controlling for other important demographic, clinical, or molecular variables. Multiple imputation estimated missing data and combined results for 20 datasets. All p-values were two-sided and p-values less than 0.05 were considered statistically significant. No control for multiple comparisons were made. The correlation between MTCP1 expression and PFS was visualized using Kaplan-Meier plots, grouping patients into quartiles according to MTCP1 expression.

For mouse survival experiments, survival curve estimates for both overall survival (OS) and time to disease onset were calculated using the Kaplan-Meier method and differences in curves were initially assessed using the log-rank test. Next, hazard ratios (HR) and 95% CI were obtained from Cox proportional hazards models to evaluate differences between founder lines/Eu-TCL1 mice or treatment groups. Mixed effects models were used to assess changes in disease burden over time. Where applicable, data were log-transformed to reduce skewness.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

MTCP1 and CMC4 gene sequences were obtained and visualized from the Ensembl genome browser. The proposed 3-dimensional crystal structure for MTCP1 and TCL1A protein sequences were obtained from the RCSB Protein Data Bank (IDs: 1A1X [<https://www.rcsb.org/structure/1A1X>], 1JSG [<https://www.rcsb.org/structure/1JSG>], respectively). Crystal structures were determined via x-ray diffraction and presented at 2.00 Å and 2.50 Å resolution, respectively.

Gene expression data for MTCP1 and CMC4 determined from RNA-sequencing were collected from the Blueprint DCC data portal. The RNA-sequencing data generated in this study have been deposited in the GEO database under accession code #GSE176094 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE176094>].

The CALGB study '10101' and '9712' data used in this are not publicly available but can be accessed from the authors of these studies. All other source data are provided as a supplementary file.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

#### Sample size

To identify potentially rare genetic lesions in CLL patients, we screened a large cohort of specimens collected on the basis of suspected CLL between November 2003 and December 2014 at The Ohio State University Comprehensive Cancer Center (total of 11 years, n=1744).

For Eμ-MTCP1 mouse colonies, prior consultation with The Ohio State University Center for Biostatistics determined a samples size of n=40 was sufficient to provide over 80% power to detect a 20% difference in overall mortality between groups, using a two-sided chi-square test with an α=0.05 level of significance.

Histopathology images and flow cytometry plots are representative of experiments with sample size n≥3 per group. Sample size of n≥3 per

group were deemed sufficient following assessment of the overall phenotype observed between mouse colonies. This same rationale was used to determine n=3 per group for RNA-sequencing experiments. For engraftment and therapeutic studies, similar rationale determined a sample size of n=9 was sufficient to detect response between groups.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data exclusions | Pre-established protocols excluded from analysis any mice that perished or met removal criteria due to severe fighting wounds or malocclusion. Mice not successfully engrafted with CLL cells were excluded for analysis according to pre-established protocols.                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Replication     | FISH images represent three independent tests and were verified by two independent pathologists. Eμ-MTCP1 mice from two independent founder lines were followed over several generations for characterization and all replication attempts to verify experimental findings, including engraftment and therapeutic studies, amongst animal models were successful.                                                                                                                                                                                                                                                                                                                                  |
| Randomization   | CLL patients were evenly distributed into quartiles by MTCP1 gene expression for thorough assessment of the impact on survival outcomes. Organs for histopathology analysis were harvested from Eμ-MTCP1 mice meeting predefined euthanasia criteria and representative tissue samples were randomly selected from a pool of mice having evidence of a CLL-like disease. Animals enrolled in therapeutic studies were randomly assigned to treatment groups by cages. In engraftment studies, mice were randomly assigned to treatment groups according to the data which their circulating leukemia exceeded the 20% threshold and evenly distributed according to disease severity at that date. |
| Blinding        | FISH analysis was conducted by independent expert pathologists prior to initiation of this study and were thus not aware of study goals. Stained sections were assessed by veterinary anatomic pathologists blinded to transgenic strain and/or treatment group. In RNA-sequencing studies, investigators were blinded to group allocation and study endpoints. Veterinary mouse technicians determining euthanasia criteria were blinded to transgenic status, treatment enrollment group, and disease status. For therapeutic studies, investigators determining group allocation were blinded to therapeutic received by each group.                                                            |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Clinical data               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>Fluorescent in-situ Hybridization (FISH) was performed with IGH/CCND1 XT, IGH break apart (Abbott Molecular, Downers Grove, IL) and MTCP1 (Empire Genomics, Williamsville, NY) probes.</p> <p>Immunophenotyping of tumor cells in peripheral blood, spleen, and lymph node of Eμ-MTCP1 and Eμ-TCL1 mice by flow cytometry was performed as follows: APC rat anti-mouse CD45 (BD Biosciences Cat #559864), FITC rat anti-mouse CD45R/B220 (BD Biosciences Cat #553088), BV421 rat anti-mouse CD19 (BD Biosciences Cat #562701), PE rat anti-mouse CD5 (BD Biosciences Cat #553023). Immunomodulatory assessment of Eμ-MTCP1 peripheral blood by flow cytometry was performed as follows: PE hamster anti-mouse CTLA4 (BD Biosciences Cat #553720), PE hamster IgG1 κ isotype control (BD Biosciences Cat #553972), BV421 rat anti-mouse CD5 (BD Biosciences Cat #562739), FITC rat anti-mouse CD45 (BD Biosciences Cat #553080), Alexa Fluor® 647 rat anti-mouse CD19 (BD Biosciences Cat #557684), LIVE/DEAD™ fixable near-IR dead cell stain (ThermoFisher Scientific Cat #L34976), rat anti-mouse CD16/CD32 (Mouse BD Fc Block™; BD Biosciences Cat #553142). BV510 hamster anti-mouse CD3e (BD Biosciences Cat #563024), BV650 rat anti-mouse CD11b (BD Biosciences Cat #653402), BB515 rat anti-mouse CD19 (BD Biosciences Cat #564509), BUV737 rat anti-mouse CD5 (BD Biosciences Cat #612809), APC rat anti-mouse CD93 (Biolegend Cat #136510), BUV395 rat anti-mouse CD45R/B220 (BD Biosciences Cat #563793), BV786 rat anti-mouse IgM (BD Biosciences Cat #564028), PerCP-Cy5.5 rat anti-mouse CD21 (Biolegend Cat #1234160), BV711 Rat anti-mouse CD23 (BD Biosciences Cat #563987), BV605 Rat anti-mouse IgD (BD Biosciences Cat #563003). Histopathology staining was conducted with hematoxylin and eosin (H&amp;E; Leica) F4/80, B220, and CD3 IHC.</p> |
| Validation      | <p>FISH was done according to the manufacturer's recommendations, except prior to hybridization slides were pretreated with pepsin and postfix solution.</p> <p>Gating strategies followed published data and technical resource publications [refs 59-61] and were adapted to allow exclusion and interrogation of CD19+CD5+ CLL-like populations. Fluorescence-minus-one (FMO) controls were used for each marker and gate position. Cells were gated on viable single mononuclear cells.</p> <p>No customized antibodies were used.</p> <p>All antibodies used for flow cytometry are from commercial sources (BD Biosciences, Biolegend, ThermoFisher Scientific). Validation data are available on the manufacturer's website and datasheets:</p> <p>APC rat anti-mouse CD45 (BD Biosciences Cat #559864) → <a href="https://wwwbdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/apc-rat-anti-mouse-cd45.559864">https://wwwbdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/apc-rat-anti-mouse-cd45.559864</a></p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |

FITC rat anti-mouse CD45R/B220 (BD Biosciences Cat #553088) → <https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/fitc-rat-anti-mouse-cd45r-b220.553088>

BV421 rat anti-mouse CD19 (BD Biosciences Cat #562701) → <https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv421-rat-anti-mouse-cd19.562701>

PE rat anti-mouse CD5 (BD Biosciences Cat #553023) → <https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/pe-rat-anti-mouse-cd5.553023>

PE hamster anti-mouse CTLA4 (BD Biosciences Cat #553720) → <https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/pe-hamster-anti-mouse-cd152.553720>

PE hamster IgG1 κ isotype control (BD Biosciences Cat #553972) → <https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/flow-cytometry-controls-and-lysates/pe-hamster-igg1-isotype-control.553972>

BV421 rat anti-mouse CD5 (BD Biosciences Cat #562739) → <https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv421-rat-anti-mouse-cd5.562739>

FITC rat anti-mouse CD45 (BD Biosciences Cat #553080) → <https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/fitc-rat-anti-mouse-cd45.553080>

Alexa Fluor® 647 rat anti-mouse CD19 (BD Biosciences Cat #557684) → <https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/alexa-fluor-647-rat-anti-mouse-cd19.557684>

LIVE/DEAD™ fixable near-IR dead cell stain (ThermoFisher Scientific Cat #L34976) → <https://www.thermofisher.com/order/catalog/product/L34976#/L34976>

rat anti-mouse CD16/CD32 (Mouse BD Fc Block™; BD Biosciences Cat #553142) → <https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/purified-rat-anti-mouse-cd16-cd32-mouse-bd-fc-block.553142>

BV510 hamster anti-mouse CD3e (BD Biosciences Cat #563024) → <https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv510-hamster-anti-mouse-cd3e.563024>

BV650 rat anti-mouse CD11b (BD Biosciences Cat #563402) → <https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv650-rat-anti-cd11b.563402>

BB515 rat anti-mouse CD19 (BD Biosciences Cat #564509) → <https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bb515-rat-anti-mouse-cd19.564509>

BUV737 rat anti-mouse CD5 (BD Biosciences Cat #612809) → <https://www.bdbiosciences.com/en-nz/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/buv737-rat-anti-mouse-cd5.612809>

APC rat anti-mouse CD93 (Biolegend Cat #136510) → <https://www.biolegend.com/en-us/search-results/apc-anti-mouse-cd93-aa4-1-early-b-lineage-antibody-6621?GroupID=BLG8671>

BUV395 rat anti-mouse CD45R/B220 (BD Biosciences Cat #563793) → <https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/buv395-rat-anti-mouse-cd45r-b220.563793>

BV786 rat anti-mouse IgM (BD Biosciences Cat #564028) → <https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv786-rat-anti-mouse-igm.564028>

PerCP-Cy5.5 rat anti-mouse CD21 (Biolegend Cat #123416) → <https://www.biolegend.com/en-us/products/percp-cyanine5-5-anti-mouse-cd21-cd35-cr2-cr1-antibody-5795?GroupID=BLG5432>

BV711 Rat anti-mouse CD23 (BD Biosciences Cat #563987) → <https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv711-rat-anti-mouse-cd23.563987>

BV605 Rat anti-mouse IgD (1/100 dilution; BD Biosciences Cat #563003) → <https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv605-rat-anti-mouse-igd.563003>

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Laboratory animals

Transgenic Eμ-MTCP1 mice were generated on a C57BL/6NTac background at The Ohio State University Comprehensive Cancer Center's Transgenic Mouse Facility. Mice were housed in an environment with 12-hour light/12-hour dark cycle and temperatures were maintained at 75°F +/- 2°F with 30-60% humidity. Food and water were accessible at all times. Mice were grouped into cages and provided enrichment whenever possible.

An equal ratio of male and female mice were maintained throughout all analyses. Adoptive transfer studies were conducted using 2 month old immune competent C57BL/6NTac mice.

E $\mu$ -MTCP1 littermate mice were randomized and enrolled to receive continuous ibrutinib (~30 mg/kg/day via drinking water) or vehicle administration beginning at 2 months of age orally via supplemented drinking water. Mice were followed for leukemia onset and overall survival until reaching predefined removal criteria.

#### Wild animals

This study did not involve wild animals.

#### Field-collected samples

This study did not involve field-collected samples.

#### Ethics oversight

All experiments were carried out under protocols approved by The Ohio State University Institutional Animal Care and Use Committee (IACUC #2010A00000152-R3). Pre-defined euthanasia criteria for mice in all transgenic colonies and murine transplant models included lethargy, impaired motility, splenomegaly, enlarged lymph nodes, decrease in body weight (>20%), development of tumor masses, ruffled fur, hunched back, failure to nest, and loss of appetite.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

#### Population characteristics

1744 suspected CLL specimens collected between November 2003 and December 2014 at The Ohio State University Comprehensive Cancer Center were evaluated for possible Xq28 rearrangements by screening metaphase karyotypes collected at time of initial biopsy. Covariate-relevant characteristics collected include: age at diagnosis (yrs), sex (M/F), diagnosis (CLL or other hematologic malignancy), IGHV mutation status (un-mutated/mutated), previous treatment (yes/no), and complexity (number aberrations).

#### Recruitment

Peripheral blood or bone marrow from patients with suspected CLL was obtained after written informed consent in accordance with the Declaration of Helsinki and under a protocol approved by the institutional review board (IRB) at The Ohio State University. Participants were not prospectively identified for this study. The population is representative for a tertiary referral center without any identifiable bias.

#### Ethics oversight

Protocol was approved by the Ohio State University

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

#### Clinical trial registration

A retrospective analysis evaluating MTCP1 expression in CLL patients was conducted using two independent chemoimmunotherapy trial cohorts for which microarray data have been previously reported (CALGB '9712' - NCT00003248; CALGB '10101' - NCT00098670).

#### Study protocol

Full trial protocols for CALGB studies '9712' and '10101' can be found at Clinicaltrials.gov: NCT00003248 and NCT00098670. Blood samples for metaphase karyotyping were collected and screened under protocol IRB 2014C0126 at The Ohio State University.

#### Data collection

1744 suspected CLL specimens collected between November 2003 and December 2014 at The Ohio State University Comprehensive Cancer Center were evaluated for possible Xq28 rearrangements by screening metaphase karyotypes collected at time of initial biopsy. Translocations involving Xq28 were confirmed by two independent cytogeneticists.

#### Outcomes

Pre-defined outcomes and measurements for CALGB studies '9712' and '10101' can be found at Clinicaltrials.gov: NCT00003248 and NCT00098670. Primary and secondary outcomes were defined prior to study initiation and assessed by investigators according to National Cancer Institute Working Group (NCIWG) and National Cancer Institute (NCI) Common Toxicity Criteria (CTC) Version 2.0 guidelines.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

Peripheral blood from E $\mu$ -MTCP1 and E $\mu$ -TCL1 transgenic mice was collected monthly via check punch. Cells from the spleens

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|---------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                           | of E $\mu$ -MTCp1 and E $\mu$ -TCL1 having met predefined euthanasia criteria were processed and isolated using methods previously described. Mouse B cells were isolated from whole spleen suspensions using EasySep <sup>TM</sup> mouse pan B cell isolation kit (STEMCELL Technologies; Cat #19844).                                                                                                                                                                                           |
| Instrument                | Immunophenotyping was conducted using Beckman Coulter Gallios 3-laser-10-color (B5-R3-V2) cell analyzer and BD LSRFortessa Cell Analyzer (Cat #649225).                                                                                                                                                                                                                                                                                                                                           |
| Software                  | All flow cytometry data were analyzed using KALUZA v2.0 software (Becton Dickinson).                                                                                                                                                                                                                                                                                                                                                                                                              |
| Cell population abundance | Typically labeled $5 \times 10^5$ – $1 \times 10^7$ cells.                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Gating strategy           | Gating strategies followed published data and technical resource publications [ref 59-61] and were adapted to allow exclusion and interrogation of CD19+CD5+ CLL-like populations. Initial gating on whole mouse blood used FSC/SSC to include cell populations and exclude debris. Single cell populations were then gated using FSC/FSC to exclude irregular shaped cells or doublets. Single cells were then gated on count/CD45+ to include lymphocyte populations for further interrogation. |

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

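RNA-sequencing of splenic B cells from 9 mice was used, with 1 library per mouse: 3 Eµ-MTCP1 mice of founder line Z36, 3 Eµ-TCL1 mice and 3 wildtype mice. Libraries were assigned to groups by the labels deposited with each sample, and each library is 1 biological replicate. The paper names SMARTer and Nextera XT kits as well as a TruSeq stranded kit, sequencing on an Illumina HiSeq instrument, Salmon, tximport, DESeq2, the CLEAR workflow and MiXCR. Lane numbers were read from the column names of the deposited count tables: 8 libraries were on 1 lane, and that of wildtype mouse Z2755 was on another.

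Several kinds of deposited values were examined. Estimated counts per transcript were made by the authors with Salmon for each library, once on a standard mouse reference of 140748 transcripts and once on a reference of 57871 transcripts that also held human sequences. TPM values of the same transcripts, divided by effective length, were made by the authors with Salmon. Whole counts per gene were deposited for 50600 genes, made by the authors with a counter that the paper does not name, and a second count table had passed their CLEAR filter on coverage. Normalized values on a log2-like scale and log2 fold changes were made by the authors with tximport and DESeq2 on both references, all 9 libraries in 1 fit. The signal given per gene in these tables is the base mean that the authors obtained from DESeq2 over all libraries. The score given per comparison is the Wald statistic computed by the authors. Unadjusted and adjusted p-values in these tables were made by the authors with the same Wald test. The authors' tables name the Eµ-MTCP1 comparisons by a laboratory label, which was matched to Eµ-MTCP1 through the fold changes of the Source Data of Fig. 5. All columns that were used could be mapped, and 0 columns were left unmapped.

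Transcripts were joined to genes by identifier with the GENCODE M21 annotation (genome build GRCm38), while the paper states release 23; on the standard reference at least 99.73% of the reads of each library fell on transcripts of M21. On the reference with human sequences, 442 mouse transcripts were not in M21; 175 of them were assigned to a gene whose transcripts lie beside them in the file, where this brought its sum closer to the authors' base mean, and 36 stayed unassigned, with at most 0.022% of the reads. Human transcripts numbered 17, of which 4 had reads; each was given to hMTCP1 or hTCL1A by its correlation over the 9 libraries with the human genes of the authors' table. The join was checked against the authors' base mean, which for the transcripts assigned by it is not an independent check. Of 10033 genes with a base mean over 20, 28 differed by more than 2-fold. Mapk8 and Zbtb4, which the paper names, were among them (log2 ratios -1.18 and -1.3). Estimated counts were summed per gene and rounded. The plan set before the data were examined named the CLEAR-filtered table for testing if it held the human transgenes. That table holds neither transgenes nor immunoglobulin segments, and its entries are empty where a gene failed the filter (30960 entries), so the fallback of the plan was used, the summed Salmon counts filtered by filterByExpr of edgeR, which kept 11183 of 22139 genes.

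Assigned reads per library had a median of 6664584 in Eµ-MTCP1 mice (range 6463133 to 7642041), 7477313 in Eµ-TCL1 mice (7276477 to 8051711) and 7530325 in wildtype mice (6501545 to 7844462). On the standard reference the medians were 12423528, 12885469 and 13336304. At these depths 3 reads correspond to 0.373 to 0.464 counts per 1000000 reads (CPM), and a group with 3 reads or fewer in every mouse was treated as lying at the floor. Folds against such a group are the mean of the other group divided by the mean floor of that group, and are lower bounds. Mitochondrial genes took 2.91 to 10.7% of the reads.

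Counts were normalized by TMM (factors 0.911 to 1.18) and tested with the quasi-likelihood F test of edgeR 4.0.16 (R 4.3.3), all 9 libraries in 1 fit with 1 coefficient per group, for Eµ-MTCP1 against wildtype, Eµ-TCL1 against wildtype and Eµ-TCL1 against Eµ-MTCP1. All tests were two-sided, and p-values were adjusted by Benjamini-Hochberg within each comparison. Genes with an adjusted p under 0.05 were counted, and separately those with the thresholds of the paper, an unadjusted p under 0.001 and a log2 fold change over 2 or under -2. The standard error of a log2 fold change was taken as its size divided by the square root of F. Besides the genes that the paper names, in its text and as labels of Fig. 5C, B-cell surface markers and Fam168a, genes were named by a rule: the 5 largest increases and the 5 largest decreases per comparison among genes with an adjusted p under 0.05, a mean of at least 5 CPM over all libraries and no overlap between the groups, immunoglobulin segments left out. Neto2, Relt and Rln3 were added after their values were seen. Expression of single genes and shares is given as mean ± SD over mice.

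Immunoglobulin variable segments were counted from the same summed reads, as shares of all IGHV or IGKV reads of a library, with 95% Wilson intervals. Groups of shares, transgene levels and PC1 scores were compared by enumeration of all group assignments, whose smallest two-sided p is 0.1 for 3 against 3 mice and 0.0119 for 6 against 3. Principal components were computed on log2 CPM with a prior count of 2, centred per gene. No rearranged receptor sequences were assembled, and the MiXCR clonotypes of the paper were not used here.

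Lists of genes were written from symbols: G protein signaling and cAMP and protein kinase A after pathways of the paper, and neutrophil, macrophage, T cell, erythroid, plasma cell, follicular and marginal zone B cell, B1 cell, dissociation and heat shock, cell cycle, female sex and male sex as technical checks. They were tested with camera (limma 3.58.1, inter-gene correlation 0.01), and fry as the alternative, over 42 tests with genes in 3 comparisons, adjusted by Benjamini-Hochberg together. Some lists and genes that were tested with these are not reported here. Fisher's exact test counted list genes past the thresholds of the paper. The Source Data in hand held 1187 of the genes that the paper tested, so the enrichment of the paper was not retraced gene by gene, and its pathway database was not used here.

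The alternatives were: DESeq2 1.42.0 with its own size factors; RLE factors; library size alone; the unfiltered count table with filterByExpr or with no filter; at least 10 counts in every library; only the 2 groups compared in the fit; immunoglobulin segments left out; transcript-length offsets as in tximport; and each of the 9 libraries left out in turn. Chosen later were the genes of the CLEAR-filtered table and DESeq2 with length offsets. Of the principal component analysis, all genes, a prior count of 0.5 and the variance-stabilizing transformation of DESeq2 were tried as well. Shares were also taken from the TPM values, from the standard reference and from segments with at least 10 counts, and transgenes from the TPM values and from library-size scaling.

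The programs were tested on simulated data built from the means of the same 11183 genes and their dispersions as estimated by edgeR. In the Eµ-MTCP1 group 200 genes were changed by 2-fold to 16-fold, and this group was compared with wildtype. There edgeR called 126 genes, 120 of them changed, and DESeq2 called 179, 147 of them changed. For a simulated list of 20 genes raised 2-fold, camera and fry returned p-values of 9.56e-24 and 2.78e-05, and for an unchanged list 0.443 and 0.453. Other software was Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

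The human patient data, the phenotype and survival data of the mice, the flow cytometry and the sequencing of integration sites are not analysed here. The target of 40000000 fragments per library that the paper states was not compared with sequenced fragments, which are not used here.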

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

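Both genes below were found in the comparison of Eµ-TCL1 with Eµ-MTCP1 mice, the transgenes themselves left out. The window around the integration site was chosen before the deposited files were read, but after Arhgef17 and Relt had been seen in the Source Data of the paper; the tests on Arhgef17 alone, and the window around Neto2, were chosen only after the result was seen for these genes.

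Arhgef17 had a log2 fold change of -8.46 in Eµ-TCL1 against Eµ-MTCP1 mice (edgeR quasi-likelihood F test, Benjamini-Hochberg adjusted p = 0.00129; 5.66e-18 to 0.0118 over the 19 alternatives in which it was tested). It was expressed in the 3 Eµ-MTCP1 mice only. A leukemic state shared by both models is not in line with its mean of 0.133 CPM in Eµ-TCL1 mice. The nearest end of Arhgef17, its 3' end on the minus strand, lies 149110 bp from the Z36 site. An effect of the transgene and its enhancer at that site is a candidate explanation. Because every Eµ-MTCP1 mouse here descends from founder Z36, this cannot be told apart from an effect of MTCP1 itself with the data at hand. The other 22 tested genes within 1000000 bp of the site (Arhgef17 and Relt left out) had a median log2 fold change of -0.03, at percentile 59.8 among 10546 windows of as many neighbouring genes (percentile 90.3 against wildtype). They went both ways, 12 of 22 toward Eµ-MTCP1, so an effect on the wider region cannot be told apart from its absence. Mice of another founder line could separate these explanations by whether they express Arhgef17.

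Neto2 had a log2 fold change of 8.23 in Eµ-TCL1 against Eµ-MTCP1 mice (edgeR quasi-likelihood F test, Benjamini-Hochberg adjusted p = 0.0250; 3.78e-09 to 0.123 over the 19 alternatives in which it was tested, 12 of them under 0.05). With 1 library left out the adjusted p by the same edgeR test (Benjamini-Hochberg) was over 0.05 for 5 of the 9 libraries, namely Z2551, Z2606, Z2641, B4376 and B4437. Neto2 was also higher in Eµ-TCL1 than in wildtype mice, by 7.34 log2. The 36 tested neighbours of Neto2 had a median log2 fold change of 0.01, at percentile 55.4 among 10266 windows, and 18 of 36 were higher. With neighbours that went both ways, a transgene or linked variant that acts on this region cannot be told apart from an effect on Neto2 alone. An effect of TCL1 itself stays open as untested.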

How the results depend on the processing

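The alternatives below were chosen beforehand, except for the CLEAR-filtered genes and DESeq2 with length offsets, which were chosen only after the result was seen. No paired analysis was possible because the groups share no replicate numbers or litters in the labels.

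Genes that differ from wildtype at an adjusted p under 0.05 numbered 1074 in Eµ-MTCP1 and 1033 in Eµ-TCL1 mice. DESeq2 gave 1654 and 1700, DESeq2 with length offsets 1631 and 1699, and the count table with no filter 1965 and 1928. With 1 library left out they ranged from 541 to 1053 and from 535 to 1262; fewer mice leave fewer degrees of freedom, and the lowest value of both came without wildtype mouse Z2754. Past the thresholds of the paper, 390 and 391 genes became 862 and 861 with no filter and 149 and 146 with at least 10 counts in every library. The filter of 10 counts by construction drops genes that are silent in a group.

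Shared genes, 737, became 1123 with DESeq2, 1286 with no filter and 445 with at least 10 counts, and ranged from 392 to 741 with 1 library left out. As a share of the genes found in either comparison they stayed between 45.1 and 58.4%.

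Between the transgenic models, 4 genes at an adjusted p under 0.05 became 74 with DESeq2, 101 with DESeq2 and length offsets, 111 with no filter and 0 with at least 10 counts (568 at an unadjusted p under 0.05), and 4 to 7 with 1 library left out. The 22 genes past the thresholds of the paper became 59, 72, 147 and 13 in the same settings, 12 with only the compared groups in the fit, and 15 to 34 with 1 library left out. On simulated data DESeq2 called 32 unchanged genes among 179, and edgeR 6 among 126. Of 50 genes changed 2-fold, edgeR recovered 8 and DESeq2 19, and of 50 changed 4-fold, 31 and 37. The simulation used dispersions estimated by edgeR, and placed changes between Eµ-MTCP1 and wildtype mice only. It therefore cannot say how many of the added genes between the models are false, nor how many edgeR missed.

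The share of PC1, 67.1%, was 47.4% with all genes, 55.1% without immunoglobulin segments, and 60.1 to 73.3% with 1 library left out. Near the Z36 site 1 gene differed between the models, and 2 with DESeq2, the second being Relt. Of the gene lists, 11 tests had an adjusted camera p under 0.05, and 4 had one under fry, those of the B1-cell and the follicular and marginal zone lists against wildtype. Fry takes the correlation between genes from the data, where camera assumes a fixed value.

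Among named genes, the sign of Mapk8 between the models reversed when 1 library was left out, with log2 fold changes from -0.0517 (without Eµ-TCL1 mouse C1594) to 0.19 (without Eµ-TCL1 mouse B4437). DESeq2 brought 10 genes under an adjusted p of 0.05 between the models (Hspa1a, Hspa1b, Eef2k, Il12a, Ly6i, Map3k20, Ccr10, Cd34, Ptgs1 and Relt). With 1 library left out, 15 values of Ctla4, Neto2, Krt8 and Mcc lost their adjusted p under 0.05, and Il12a gained it without Eµ-TCL1 mouse B4437. Dominant segment shares and transgene levels held in every alternative. Except where stated, the cause was not tested.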

Differences from the paper's values

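Length offsets in edgeR and DESeq2 on summed counts were set before the data were examined; DESeq2 with length offsets, the genes of the CLEAR-filtered table and the comparisons with the authors' tables were chosen only after the result was seen.

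The paper counts 79 genes between the transgenic models, 38 higher in Eµ-TCL1 and 41 higher in Eµ-MTCP1 mice; here 22, 13 and 9 were found. DESeq2 gave 59 (29 and 30) and DESeq2 with length offsets 72 (35 and 37). Numbers of genes within 1.5-fold of the paper's were taken as not different, which holds for both of these settings. The other 18 alternatives gave 12 to 147. Of the authors' 79 genes, 74 were tested here and 72 of them had the same direction. The number past the thresholds was 20 with edgeR, 24 with edgeR and length offsets, 46 with DESeq2 and 71 with DESeq2 and length offsets.

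For single genes the paper's Source Data give a log2 fold change of 2.15 for Atrip, 3.31 for Trim6, 3.22 for Mapk8 and -3.90 for Zbtb4, against -0.30, 2.22, 0.10 and -0.28 here. With length offsets in edgeR the values were 2.15, 3.29, 3.20 and -3.87, and with DESeq2 and length offsets 2.15, 3.31, 3.22 and -3.91. The remaining alternatives gave -0.42 to 0.55 for Atrip, -0.07 to 0.19 for Mapk8 and -0.58 to -0.09 for Zbtb4. Trim6 also came within range without Eµ-MTCP1 mouse Z2551 (2.96) or Eµ-TCL1 mouse B4437 (2.62), and was 1.68 to 2.31 in the others. DESeq2 on summed counts calls 9 of the genes that the paper names at an adjusted p under 0.05 (Benjamini-Hochberg) where edgeR calls 0: Hspa1a, Hspa1b, Eef2k, Il12a, Ly6i, Map3k20, Ccr10, Cd34 and Ptgs1. The count table with no filter calls these 9 with Adm and Ddx60, and the fit without Eµ-TCL1 mouse B4437 calls Il12a. DESeq2 with length offsets, chosen after seeing the values, calls 16 of the 17 tested genes, all but Map3k20. Of the genes named as higher in Eµ-TCL1 mice, Atrip was lower here.

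Against wildtype, the paper shows 301 genes higher in Eµ-MTCP1 mice (here 192). In Eµ-TCL1 mice it shows 445 higher and 335 lower (here 180 and 211). An alternative is said to approach a number of the paper if it lies within 1.5-fold of it. The 301 were approached by DESeq2 (299), DESeq2 with length offsets (295), the unfiltered table with filterByExpr (284), the genes of the CLEAR-filtered table (259) and without Eµ-MTCP1 mouse Z2641 (206); other alternatives gave 104 to 478. The 445 were approached only by the table with no filter (474), with 95 to 293 in the others. The 335 were approached by the same table (387), DESeq2 with length offsets (291), DESeq2 (288), the unfiltered table with filterByExpr (242), only the compared groups in the fit (248), and without Eµ-MTCP1 mice Z2641 (240) or Z2606 (225); others gave 51 to 223.

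The paper's Euler diagram gives 2962 shared of 4572 genes, against 737 of 1370 here; alternatives gave 392 to 1286 shared and 684 to 2607 in either.

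The paper aimed at 40000000 fragments per library. The median over libraries of reads assigned by Salmon on the standard reference was 12885469, which is another quantity, after assignment to transcripts. The paper states that wildtype mice predominantly used VH5 genes; here VH5 gave the leading single segment in each wildtype mouse, while VH1 held the largest share as a family (43.9 to 46.8%). For the leading IGHV segment of every transgenic mouse the paper lists a lower share than the one found here. The widest gaps were those of Z2551, B4376 and Z2641 (98.0, 96.7 and 91.4% here). In these mice the paper lists another segment of the same family second. Segment shares of reads and clonotypes from MiXCR are different measures, and their relation was not tested.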

Other observations

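The tests on regrouped libraries, sex, neutrophil-lineage and immediate-early genes were set before their results were known; those on reads of hTCL1A in other libraries, on mixing of libraries, on lanes, on Y-linked genes, on the paper's counts and on the 5 heat-shock genes were chosen only after the result was seen, for the last because Hsph1 had been seen.

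Groups were exchanged among the libraries. For each pair of groups, 1 of 10 ways to divide 6 mice into 3 and 3 gave as many genes as the true division, which was the true division itself, for both thresholds. With 3 against 3 mice this is the smallest share possible, so the share decides nothing by itself. Against wildtype, the other divisions gave 0 genes at an adjusted p under 0.05, against 1074 and 1033, and at most 6 and 1 past the thresholds of the paper, against 390 and 391. Between the models they gave 0 to 2 and at most 19 genes, against 4 and 22, so there the true division cannot be told apart from others by these counts. For the shared genes, 2 of 100 regroupings of all 9 mice reached 737, the true one and one with the true wildtype mice and mixed transgenic mice (745), so an arbitrary division into transgenic and wildtype mice is not in line with the overlap. In that regrouping the models were mixed, so the overlap does not separate Eµ-MTCP1 from Eµ-TCL1 mice.

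Hspa1a and Hspa1b were higher in Eµ-TCL1 than in Eµ-MTCP1 mice. The list of 20 dissociation and heat shock genes had a median log2 fold change of 0.61 (17 of 20 higher; 0.39 without Eµ-MTCP1 mouse Z2641 and 1.39 without Z2606), with 0 genes at an adjusted p under 0.05, 8 at an unadjusted p under 0.05 and 5 when adjusted over the list alone. Its camera p-value adjusted by Benjamini-Hochberg was 1.21e-09, and that of fry 0.481. The list was then divided. The 5 heat-shock genes other than Hspa1a and Hspa1b were all higher (median 1.48; unadjusted camera and fry p-values 9.97e-10 and 0.00114), which is consistent with a broader heat-shock response in Eµ-TCL1 cells; whether it arose in the mice or while cells were isolated was not tested. Hsph1, one of the 5, was known to be higher when the set was formed, so the set is no independent test. The median of the set was 0.96 without Eµ-TCL1 mouse B4376 and 1.96 without Eµ-MTCP1 mouse Z2606. Of the 13 immediate-early genes 10 were higher (median 0.32, or 0.10 without Eµ-MTCP1 mouse Z2551 and 0.79 without Z2606). Their unadjusted camera p-value was 0.0131 and their fry p-value 0.409. As these p-values differ, a response to tissue dissociation cannot be told apart from its absence. All 6 transgenic libraries were on the same lane, so lanes are not a candidate explanation. When cells were handled is not analysed here.

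Contamination by other cells was read from the lists. Neutrophil-lineage genes (9 tested, all of them detected in these splenic B cells) summed to 3148 CPM in Eµ-MTCP1 mouse Z2641 and 5293 CPM in wildtype mouse Z2755, where Mpo alone reached 935 and 2318 CPM, and to 34.0 to 473 CPM in the other 7 mice. Between Eµ-MTCP1 and wildtype mice the list had a camera p-value of 0.382 (0 genes at an unadjusted p under 0.05; median -0.85, and -3.35 without Z2641 or 1.37 without Z2755), and both groups held 1 mouse with a high level. With the spread that these mice bring, a different share of such cells cannot be told apart from an equal one. Between the models its median was -2.48 (adjusted camera p-value 0.000613, Benjamini-Hochberg; 0 genes at an adjusted and 3 at an unadjusted p under 0.05), and -0.02 without Z2641, so this value rests on that mouse. For Eµ-TCL1 against wildtype it was -3.00 (0.0179; 0 and 5 genes), and -1.34 without Z2755.

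Other lists between the models were lower in Eµ-TCL1 mice by camera and not by fry: macrophage (11 genes, median -1.24, adjusted camera p-value 0.00360 and fry 0.601, Benjamini-Hochberg), erythroid (7 genes, -1.99, or -0.29 without Z2641; 0.0246 and 0.645) and cell cycle (13 genes, -0.58, or 0.13 without Z2641; 0.0312 and 0.700). None of these lists had a gene at an adjusted p under 0.05, and 1, 1 and 0 genes had an unadjusted p under 0.05. The macrophage median was -1.93 without Eµ-TCL1 mouse C1594 and -0.77 without Eµ-TCL1 mouse B4437. Summed levels were 1205 to 4463 CPM for macrophage and 25.6 to 344 CPM for erythroid genes. Cell cycle genes were higher in Eµ-MTCP1 than in wildtype mice, all 13 of 13 (median 1.16, or 0.39 without Z2641; adjusted camera p-value 0.0179 and fry 0.601, Benjamini-Hochberg).

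The remaining lists gave adjusted camera p-values (Benjamini-Hochberg; Eµ-MTCP1 against wildtype, Eµ-TCL1 against wildtype, and between the models) of 0.867, 0.726 and 0.706 for T cell (4 genes, 33.2 to 139 CPM summed), 0.0706, 0.393 and 0.211 for plasma cell (7 genes, 669 to 4237 CPM) and 0.572, 0.814 and 0.475 for male sex (4 genes). The B1-cell list and the follicular and marginal zone list had 1.38e-08 and 1.81e-07, and 4.80e-12 and 1.00e-12, against wildtype, and are the only ones that held under fry (2.09e-05 and 2.09e-05, 0.00159 and 0.00123). The female sex list had 0 genes past the expression filter.

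Sex was read from unfiltered counts of Xist, which were 2062 in Eµ-MTCP1 mouse Z2641, 464 in Eµ-TCL1 mouse C1594, 1446 in wildtype mouse Z2785 and 0 to 4 in the others. Exact permutation tests (two-sided) of Xist between the groups gave p = 0.8 for Eµ-MTCP1 and wildtype, p = 0.9 for Eµ-TCL1 and wildtype and p = 0.7 between the models, and each group held 1 mouse with a high value, so a difference in sex between the groups is not in line with these counts; effects of sex within the groups stay open as untested. Of the Y-linked genes, Eif2s3y, Uty and Kdm5d had 42, 10 and 27 counts in Eµ-MTCP1 mouse Z2606, against 261, 40 and 163 in Eµ-MTCP1 mouse Z2551, while Ddx3y was lower in Z2551 (9 counts) than in Z2606 (60). For Z2606 a mixture with cells that express Xist is not in line with its 4 Xist counts, and a loss of the Y chromosome in part of the cells stays open as untested.

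Mice without the TCL1 transgene had 3 to 18 hTCL1A reads. Reads assigned to the wrong library within a lane may be a source, since the wildtype library of the other lane had the fewest, 3 reads. The hMTCP1 reads do not follow this, with 3 reads in each wildtype mouse on both lanes. With 1 library on the other lane this cannot be told apart from other sources.

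Eµ-TCL1 mouse B4437 carried the second pair of Ighv12-3 and Igkv4-91 that leads in Eµ-TCL1 mouse C1594 and Eµ-MTCP1 mouse Z2606. A mixture with C1594 would need 4.14% of its RNA or reads and bring 19.2 Xist counts, where 4 were seen (one-sided Poisson probability 3.18e-05). A mixture with Z2606 would need 2.36% and bring 114 hMTCP1 counts, where 2 were seen (one-sided Poisson probability 1.71e-46). Both mixtures are not in line with the data, so a second B-cell population in B4437 that uses this pair is a candidate explanation. Long reads or single cells could show whether both chains are joined in 1 cell.

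Several values of the paper were set beside the authors' deposited tables. Of the genes past the thresholds between the models there, 10 lay under 1 log2 in summed counts, Atrip, Mapk8 and Zbtb4 among them. All 10 were over 2 log2 with the transcript-length offsets of tximport, as against 28 of all 10112 tested genes under 1 log2, which is consistent with these offsets as a source of their fold changes. A switch between long and short transcripts was not tested.

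In the authors' deposited table on the standard reference 1481 genes are shared, 809 are found only for Eµ-MTCP1 and 801 only for Eµ-TCL1 mice. If each shared gene is counted once per comparison, the shared count is 2962 and the total 4572, which is consistent with the numbers of the Euler diagram. Counted once, the share is 47.9% of 3091 genes; here it is 53.8%. The same table gives 445 and 335 genes for Eµ-TCL1 mice, as in the right panel of Supplementary Fig. 5C. The authors' deposited table with human sequences gives 308 and 300 for Eµ-TCL1 and 302 and 275 for Eµ-MTCP1 mice, which is in line with panels drawn from different references.

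In the authors' deposited tables the log2 fold change of mouse Mtcp1 in Eµ-MTCP1 mice is 8.08 on the standard reference and 1.94 once the human sequences are in the reference, which is in line with human transgene reads placed on the mouse gene.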
